# Neddylation regulates the development and function of glutamatergic neurons

**DOI:** 10.1038/s42003-025-08680-x

**Published:** 2025-09-09

**Authors:** Josefa Torres, Zehra Vural, Maksims Fiosins, Valentin Schwarze, Inés Hojas-García-Plaza, Fritz Benseler, Stefan Bonn, Silvio O. Rizzoli, Benjamin H. Cooper, JeongSeop Rhee, Nils Brose, Marilyn Tirard

**Keywords:** Synaptic transmission, Molecular neuroscience

## Abstract

Neuronal development and function are orchestrated by a plethora of regulatory mechanisms that control the abundance, localization, interactions, and function of proteins. A key role in this regard is assumed by post-translational protein modifications (PTMs). While some PTM types, such as phosphorylation or ubiquitination, have been explored comprehensively, PTMs involving ubiquitin-like modifiers (Ubls) have remained comparably enigmatic (Ubls). This is particularly true for the Ubl Nedd8 and its conjugation to proteins, i.e. neddylation, in nerve cells. In the present study, we generated a conditional Nedd8 knock-out mouse line and examined the consequences of Nedd8-deletion in cultured post-mitotic glutamatergic neurons. Our findings reveal that Nedd8-ablation in young glutamatergic neurons causes alterations in the expression of developmental transcription factors that control neuronal differentiation, ultimately leading to defects in the development of a mature glutamatergic neuronal phenotype. Apparent manifestations of these defects include increased vGlut2 expression levels, reduced vGlut1 and endophilin1 expression levels, reduced dendrite complexity, and increased transmitter release probability. Collectively, our results highlight a pivotal role for neddylation in controlling the fate of glutamatergic neurons and excitatory synaptic transmission.

## Abstract (web summary)

This study highlights a pivotal role for Neddylation in controlling the fate of glutamatergic neurons and excitatory synaptic transmission.

## Introduction

Neurons are post-mitotic cells that usually survive for the lifespan of their host organism. To allow for such long lifetimes, neuronal protein homeostasis is dynamically regulated and tightly controlled to support optimal functional efficacy and adaptability to changes in their environment. Synapses between neurons represent the prime communication units in the brain. They determine the spatiotemporal organization of neuronal inputs and outputs, thereby defining the layout and function of neuronal circuits, and their plasticity is a key determinant of memory processes. Accordingly, as with neurons in general, synaptic protein homeostasis and function are under tight dynamic control^1–3^.

Post-translational protein modifications (PTM) are essential regulatory mechanisms in this regard, beyond processes that control gene transcription and mRNA translation. They expand the proteome by diversifying protein structure and function. Moreover, PTMs are at the core of many signaling pathways that enable cells to develop, differentiate, and rapidly respond or adapt to changes in their physiological status and environment^4–8^.

The spectrum of known PTMs is broad, ranging from proteolytic processing and chemical modification of amino acid side chains to protein conjugation. Likewise, the functional consequences of PTMs are very diverse, including, among other aspects, alterations of protein interactions, activities, localization, or half-life^4,8,9^. As concerns neuronal development and function, an extensive number of studies demonstrated fundamental roles of multiple PTMs, such as phosphorylation and ubiquitination, in neuronal physiology and pathophysiology^9,10^. Indeed, the PTM of key transcription factors orchestrates the acquisition of cell type identity, neuronal differentiation, and synapse diversity^11–14^, and the PTM of synaptic proteins regulates every step of the synapse fate, from synaptogenesis, via synapse maturation and plasticity, to synapse maintenance and elimination^6,8,15–17^.

PTMs involving ubiquitin-like modifiers (Ubls, e.g., SUMO) have emerged as a novel protein regulatory principle of fundamental importance in many cell biological processes, operating at a level of complexity akin to phosphorylation or ubiquitination^4,8,10^. For instance, we and others showed that the sumoylation of multiple transcriptional regulators affects neuronal development and function, supporting the important notion that the PTM of key transcriptional regulators is essential for the determination of cell type identity, neuronal differentiation, and synapse diversity^18–23^.

Beyond SUMOs, Nedd8 (neuronal precursor cell expressed developmentally down-regulated 8) is arguably the second best characterized Ubl^24^. Like all other Ubls, Nedd8 is conjugated to lysine residues in target proteins via a three-step enzymatic cascade^4,25^, involving an E1 (Nae1, heterodimer of Appb1 and Uba3), an E2 (Ubc12), and several E3 enzymes (RBX1/2, DCN1, MDM2, Rnf111), whereas several peptidases (Nedp1/Senp8, Uchl3, Csn5) ensure dynamics of this PTM^4^. Nedd8 knock-out mice, as well as mice lacking Nae1 or Ubc12, die during embryogenesis, establishing neddylation as an essential PTM^4^.

As with other Ubls, neddylation has mainly been studied in highly proliferating cells, where it regulates a plethora of signaling events involved in the maintenance of DNA integrity or proteostasis^26,27^. In contrast, its role in post-mitotic cells, such as neurons, remains enigmatic. Several functional perturbation studies linked neddylation to neurite outgrowth, spine growth, synapse density, and synaptic transmission^28–33^. However, the Nedd8 targets at the basis of these processes are unknown. The most abundant Nedd8 targets in all cell types are the cullins, components of the large multi-protein cullin-RING E3 ubiquitin ligases^34,35^ that regulate a myriad of cellular processes, including the development and dendrite arborization of neurons^36–38^. So far, only very few neuronal non-cullin Nedd8 targets have been described^39^, including Cofilin, PSD95, and mGlu7^28,29,32^, whose neddylation is thought to partially account for the morphological and functional defects seen in studies on the perturbation of neddylation^28–33^.

However, a definitive and systematic understanding of the role of neddylation in neuronal development and synaptic function is lacking, not least because corresponding earlier approaches to perturb neddylation were either of unknown specificity (i.e., pharmacological inhibition of Nae1 with MLN4924), indirect (i.e., KO of Nedd8 peptidases), or targeting late neurodevelopmental stages, making data interpretation and generalizations difficult^28–30,33^.

To obtain stringent and comprehensive insight into the role of neddylation in neurons, we generated a conditional Nedd8 mouse line and analyzed the impact of Nedd8 loss on neuronal development and synaptic transmission. We systematically assessed the morphology and function of Nedd8-deficient neurons in autaptic culture, and observed a key role for neddylation in controlling the fate of glutamatergic neurons and excitatory synaptic transmission.

## Results

Using CRISPR/Cas9, we generated a conditional Nedd8 knock-out (Nedd8cKO) mouse line by inserting LoxP sites before the second and after the third *Nedd8* exons (Fig. 1A). Western blot analysis of lysates from primary hippocampal neurons infected with a CRE-expressing virus confirmed the loss of Nedd8, as compared to neuronal cultures expressing red fluorescence protein (RFP) as a control (Fig. 1B, C). For all subsequent experiments, primary hippocampal neurons obtained from P0 Nedd8cKO pups were infected after one day in vitro (DIV1) with CRE-expressing virus to ablate Nedd8 expression (Nedd8-KO), RFP-expressing virus or no virus as control (CTRL), and were analyzed at DIV9–12.

**Fig. 1:**
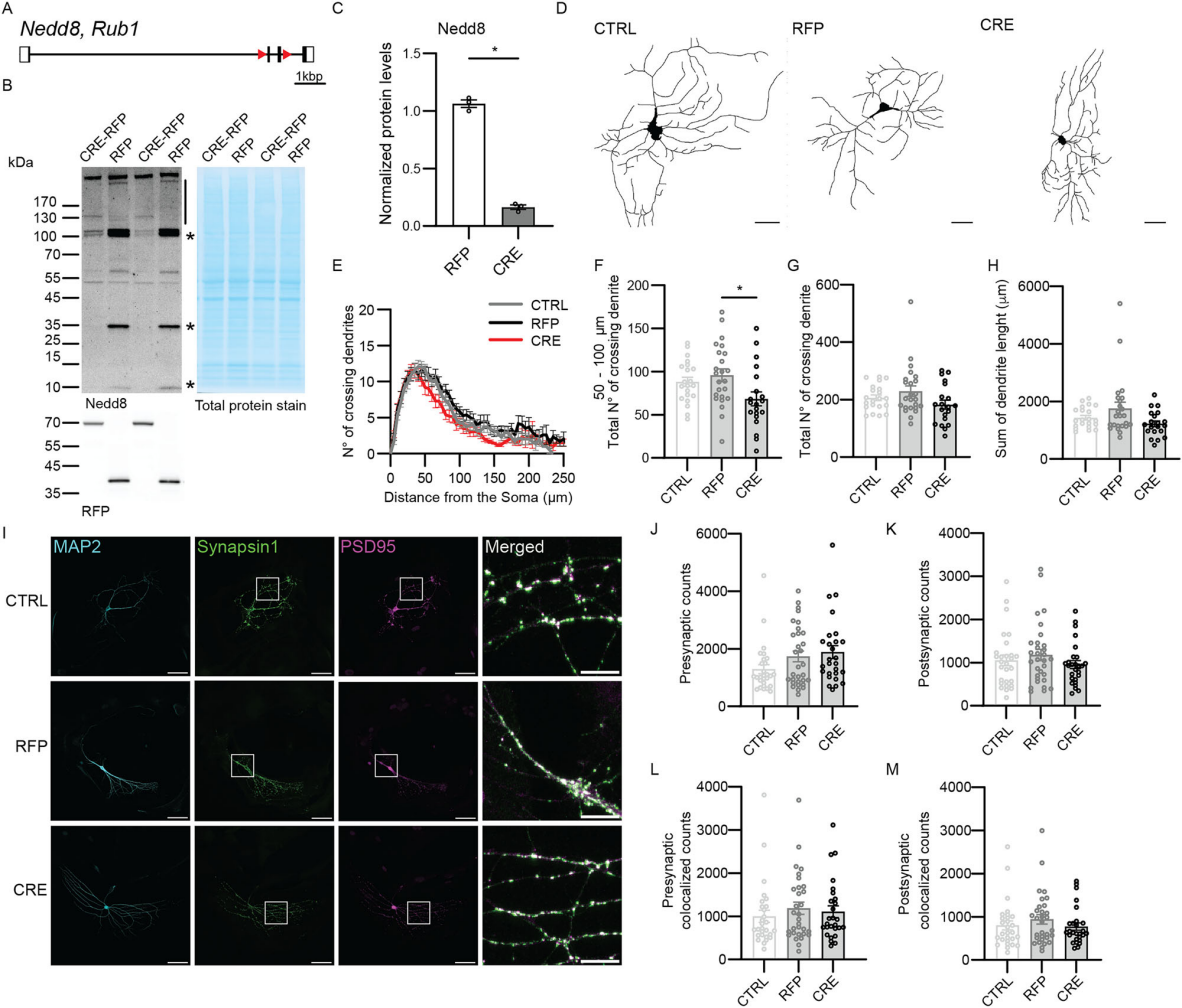
Nedd8 deficiency alters dendritic branching but not synapse number. **A** On scale schematic view of the *Nedd8* mouse gene. LoxP sites (red triangles, not on scale) were inserted before the second exon and after the third exon using a CRISPR/Cas9 strategy. **B** Total protein stain (right) Anti-Nedd8 (top left) and RFP (bottom left) Western blot analysis of DIV12 primary hippocampal culture lysates induced with virus at DIV1 as indicated on top. The line and stars indicate Nedd8-specific signal. Molecular weight marker is indicated on the left (kDa). **C** Bar graph showing normalized Nedd8 protein levels calculated from Western blot analysis as depicted in (**B**). Nedd8 signal (black line and stars) was normalized to total protein stain (*N *= 3, n_RFP_ = 3, n_CRE_ = 3). Bars represent mean ± SEM. Data were compared using a one-tailed Mann-Whitney comparison test, where *P* = 0.05. **D** DIV13 Nedd8cKO autaptic hippocampal neurons infected at DIV1 with lentivirus expressing RFP or CRE-recombinase-RFP (CRE) were fixed and immunostained for MAP2. Neurons without lentiviral infection were used as infection controls (CTRL). Images were acquired using a confocal microscope, and representative binary images of MAP2-immunostained neurons are shown. Scale bar = 20 μm. **E** Line plots showing the number of dendritic intersections as a function of distance from the soma obtained by Sholl analysis (*N* = 3; n_CTRL_ = 22, n_RFP_ = 26, n_CRE_ = 20 cells). **F** Bar graph showing the number of crossing dendrites between 50 and 100 μm from the soma, calculated from Sholl analysis (*N* = 3; n_CTRL_ = 22, n_RFP_ = 26, n_CRE_ = 20 cells). Data was compared using Tukey’s multiple comparisons test, where P_CTRL-RFP_ = 0.72, P_CTRL-CRE_ = 0.14, P_RFP-CRE_ = 0.020. **G** Bar graphs showing the total number of crossing dendrites, calculated from Sholl analysis (*N* = 3; n_CTRL_ = 22, n_RFP_ = 26, n_CRE_ = 20 cells). Data was compared using Dunn’s multiple comparisons test, where P_CTRL-RFP_ > 0.99, P_CTRL-CRE_ = 0.53, P_RFP-CRE_ = 0.21. **H** Bar graph showing the dendrite length sum (*N* = 3; n_CTRL_ = 22, n_RFP_ = 26, n_CRE_ = 20 cells). Data was compared using Dunn’s multiple comparisons test, where P_CTRL-RFP_ > 0.99, P_CTRL-CRE_ = 0.35, P_RFP-CRE_ = 0.11. **I** Immunostaining of autaptic hippocampal neurons with antibodies against MAP2 (cyan), synapsin1 (green), and PSD95 (magenta). Scale bar = 50 μm. The white square indicates a closer view depicted in the right column of panels. Scale bar = 10 μm. **J** Bar graph showing the total number of synapsin1 (presynaptic) counts. (*N* = 3; n_CTRL_ = 28, n_RFP_ = 31, n_CRE_ = 27 cells). Data was compared using Dunn’s multiple comparisons test, where P_CTRL-RFP_ = 0.37, P_CTRL-CRE_ = 0.063, P_RFP-CRE_ > 0.99. **K** Bar graph showing the total number of PSD95 (postsynaptic) counts (*N* = 3; n_CTRL_ = 28, n_RFP_ = 31, n_CRE_ = 27 cells). Data was compared using Dunn’s multiple comparisons test, where P_CTRL-RFP_ > 0.99, P_CTRL-CRE_ > 0.99, P_RFP-CRE_ = 0.65. **L** Bar graph showing the total number of synapsin1counts colocalized with PSD95 signal (*N* = 3; n_CTRL_ = 28, n_RFP_ = 31, n_CRE_ = 27 cells). Data was compared using Dunn’s multiple comparisons test, where P_CTRL-RFP_ = 0.73, P_CTRL-CRE_ = 0.94, P_RFP-CRE_ > 0.99. **M** Bar graphs showing the total number of PSD95 counts colocalized with synapsin1 (*N* = 3; n_CTRL_ = 28, n_RFP_ = 31, n_CRE_ = 27 cells). Data was compared using Dunn’s multiple comparisons test, where P_CTRL-RFP_ = 0.77, P_CTRL-CRE_ > 0.99, P_RFP-CRE_ > 0.99. In graph (**J**–**M**), dots correspond to the total number of synaptic counts obtained from one individual neuron. For all graphs, error bars represent mean ± SEM. Data were compared using a Mann-Whitney, Kruskal-Wallis, Dunn´s multiple comparison test, and a Tukey’s multiple comparisons test, where * *p* < 0.05.

### Nedd8-KO neurons show morphological defects but no change in synapse number

Many studies described defects in neuronal development, morphology and synapse number upon neddylation blockade^28,32,33^. Thus, we analyzed these parameters in Nedd8-deficient neurons as compared to RFP or non-infected control neurons (Fig. 1D–M). Sholl analysis revealed that the complexity of the neuronal dendritic tree was slightly altered upon Nedd8-deficiency, with a minor, but significant, reduction in the number of crossing dendrites within 50–100 μM from the soma (Fig. 1D–F). However, the total number of crossing dendrites and the total dendrite length were not reduced (Fig. 1G, H), indicating a moderate, but significant, impact of Nedd8 depletion on neuronal morphology.

Next, we quantified the number of excitatory synapses via immunolabeling using Synpasin1 as a pre-synaptic marker and PSD95 to label excitatory post-synapses (Fig. 1I–M); MAP2 was used to visualize overall neuronal processes. The number of pre- and post-synaptic puncta was similar in Nedd8-KO as compared to the controls, e.g., RFP or non-infected CTRL neurons (Fig. 1J, K), leading to a similar number of pre- and post-synaptic colocalized puncta (Fig. 1L, M). Taken together, our data indicate that loss of Nedd8 expression alters neuronal morphology only moderately, without any impact on the number of synapses.

### Altered synaptic transmission in Nedd8-KO neurons

Next, we examined how Nedd8 depletion affected glutamatergic neurotransmission in autaptic hippocampal neurons (Figs. 2 and 3). While Nedd8-deficient autaptic neurons displayed no change in evoked excitatory post-synaptic currents (EPSCs) as compared to RFP or non-virus infected neurons (CTRL, Fig. 2A), CRE-infected neurons showed a 30% decrease in the readily-releasable pool (RRP) of synaptic vesicles (SV) as assessed by hypertonic sucrose stimulation (Fig. 2B), accompanied with a significant increase in synaptic transmitter release probability (P_vr_, Fig. 2C). Importantly, there was no change in spontaneous miniature EPSC (mEPSC) amplitude (Fig. 2D), while a non-significant trend towards a reduction in mEPSC frequency was observed (Fig. 2E). Importantly, currents induced by fast superfusion of neurons with glutamate or GABA were not different between Nedd8-KO and the CTRL and RFP controls (Fig. 2F, G), indicating no differences in the surface expression of functional glutamate receptors. Thus, Nedd8 depletion does not profoundly alter post-synaptic function in a profound fashion.

**Fig. 2:**
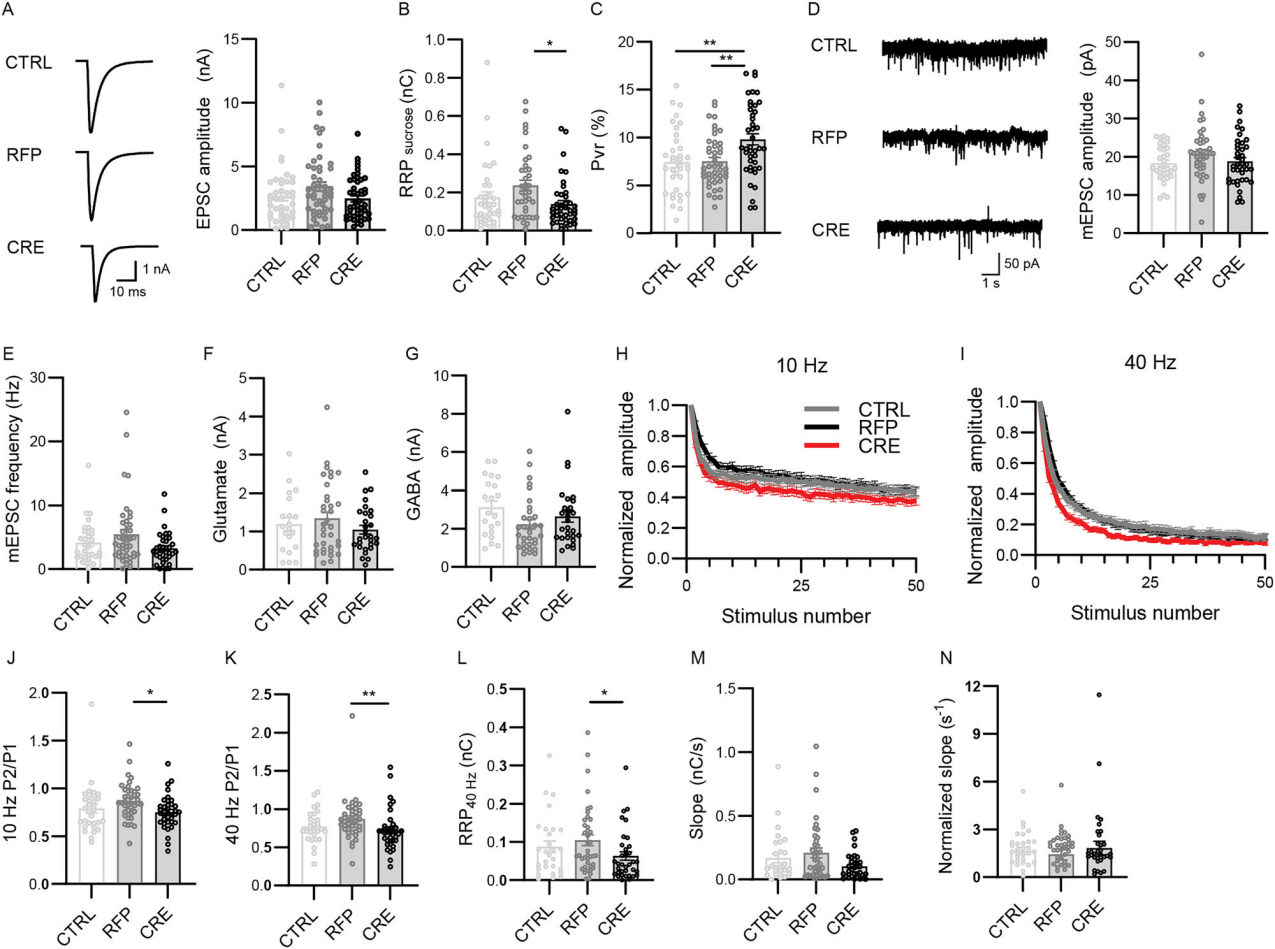
Nedd8 knock-down alters synaptic release probability. Autaptic excitatory hippocampal neurons from Nedd8cKO animals were infected at DIV1 with lentivirus expressing RFP or CRE-recombinase-RFP (CRE) and analyzed at DIV11-13. Neurons without lentiviral infection were used as infection controls (CTRL). **A** Representative traces (left) and bar graph (right) of evoked EPSC amplitudes of autaptic neurons infected as indicated below the graphs (*N* = 5; n_CTRL_ = 41, n_RFP_ = 47, n_CRE_ = 47 cells). Data was compared using Dunn’s multiple comparisons test, where P_CTRL-RFP_ = 0.22, P_CTRL-CRE_ > 0.99, P_RFP-CRE_ > 0.18. **B** Bar graph depicting the total charge transferred by the release of the RRP obtained after treatment with hypertonic sucrose solution (*N* = 5; n_CTRL_ = 36, n_RFP_ = 44, n_CRE_ = 42 cells). Data was compared using a Dunn’s multiple comparisons test, where P_CTRL-RFP_ = 0.10, P_CTRL-CRE_ > 0.99, P_RFP-CRE_ = 0.011. **C** Bar graph showing the probability of vesicular release (P_vr_) of individual neurons (*N* = 5; n_CTRL_ = 36, n_RFP_ = 44, n_CRE_ = 42 cells). P_vr_ is calculated by dividing the charge transfer during an evoked EPSC by the charge transfer during the sucrose response, and then expressed as a percentage. Data was compared using a Tukey’s multiple comparisons test, where P_CTRL-RFP_ = 0.99, P_CTRL-CRE_ = 0.0055, P_RFP-CRE_ = 0.0047. **D** Representative traces (left) and bar graph (right) depicting spontaneous mEPSC amplitudes of autaptic neurons treated with 300 nM TTX (*N* = 5; n_CTRL_ = 33, n_RFP_ = 43, n_CRE_ = 39 cells). Data was compared using a Dunn’s multiple comparisons test, where P_CTRL-RFP_ = 0.33, P_CTRL-CRE_ > 0.99, P_RFP-CRE_ = 0.34. **E** Bar graph showing the frequency of mEPSC measured in autaptic neurons in the presence of 300 nM TTX (*N* = 5; n_CTRL_ = 33, n_RFP_ = 43, n_CRE_ = 39 cells). Data was compared using a Dunn’s multiple comparisons test, where P_CTRL-RFP_ = 0.99, P_CTRL-CRE_ = 0.86, P_RFP-CRE_ = 0.091. **F** Bar graph showing the amplitude of the peak current generated by the superfusion of 100 μM Glutamate (*N* = 5; n_CTRL_ = 20, n_RFP_ = 34, n_CRE_ = 29 cells). Data was compared using a Dunn’s multiple comparisons test, where P_CTRL-RFP_ > 0.99, P_CTRL-CRE_ > 0.99, P_RFP-CRE_ > 0.99. **G** Bar graph showing the amplitude of the peak current generated by the superfusion of 3 μM GABA (*N* = 5; n_CTRL_ = 21, n_RFP_ = 32, n_CRE_ = 28 cells). Data was compared using a Dunn’s multiple comparisons test, where P_CTRL-RFP_ = 0.053, P_CTRL-CRE_ = 0.62, P_RFP-CRE_ = 0.72. **H** Line plots showing the change in EPSC amplitudes during a 10 Hz stimulation train (*N* = 5; n_CTRL_ = 31, n_RFP_ = 41, n_CRE_ = 37 cells). Data were normalized to the first response of the respective train and shown as mean +/− SEM. **I** Line plots showing the change in EPSC amplitudes during a 40 Hz stimulation train (*N* = 5; n_CTRL_ = 29, n_RFP_ = 42, n_CRE_ = 37 cells). Data were normalized to the first response of the respective train and shown as mean +/– SEM. **J** Bar graph showing paired-pulse ratios obtained from 10 Hz stimulation trains (*N* = 5; n_CTRL_ = 31, n_RFP_ = 41, n_CRE_ = 37 cells). Data was compared using a Dunn’s multiple comparisons test, where P_CTRL-RFP_ = 0.088, P_CTRL-CRE_ > 0.99, P_RFP-CRE_ = 0.013. **K** Bar graph showing paired-pulse ratios obtained from 40 Hz stimulation trains (*N* = 5; n_CTRL_ = 29, n_RFP_ = 42, n_CRE_ = 37 cells). Data was compared using a Dunn’s multiple comparisons test, where P_CTRL-RFP_ = 0.23, P_CTRL-CRE_ = 0.47, P_RFP-CRE_ = 0.0017. **L** Bar graphs showing the RRP size as estimated by back extrapolation of the cumulative EPSC after 40 Hz stimulus trains (*N* = 5; n_CTRL_ = 28, n_RFP_ = 40, n_CRE_ = 35 cells). Data was compared using a Dunn’s multiple comparisons test, where P_CTRL-RFP_ > 0.99, P_CTRL-CRE_ = 0.48, P_RFP-CRE_ = 0.039. **M** Bar graphs showing the slope of the back extrapolated cumulative EPSC curve of the 40 Hz trains (*N* = 5; n_CTRL_ = 28, n_RFP_ = 39, n_CRE_ = 35 cells). Data was compared using a Dunn’s multiple comparisons test, where P_CTRL-RFP_ > 0.99, P_CTRL-CRE_ = 0.65, P_RFP-CRE_ = 0.12. **N** Bar graph showing the ratio between the slope of the back extrapolated cumulative EPSC curve (shown in **M**), divided by the RRP_40Hz_ (shown in **L**), (*N* = 5, n_ctrl_ = 32, n_rfp_ = 39, n_cre_ = 34 cells). Data was compared using a Dunn’s multiple comparisons test, where P_CTRL-RFP_ > 0.99, P_CTRL-CRE_ > 0.99, P_RFP-CRE_ > 0.99. In each graph, dots correspond to measurements recorded from individual neurons and bars represent mean ± SEM. Data were compared using a Kruskal-Wallis, Tukey’s, Dunn´s multiple comparison test, where *p < 0.05, **p < 0.01.

**Fig. 3:**
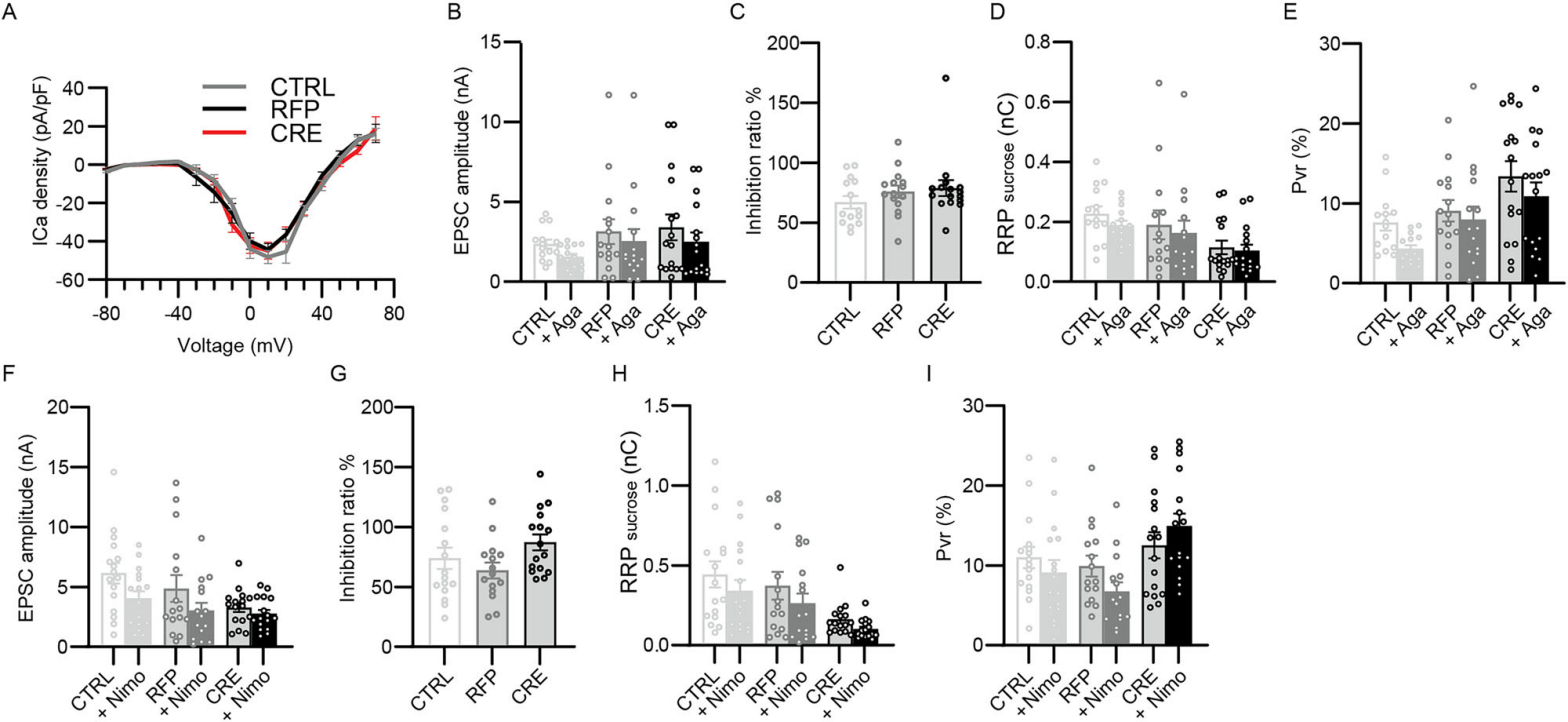
VGCC currents are unchanged in Nedd8-KO neurons. Analysis of calcium currents obtained from DIV9-13 Nedd8cKO autaptic excitatory hippocampal neurons infected at DIV1 with lentivirus expressing RFP, CRE-recombinase-RFP (CRE) or non-infected neurons (CTRL). **A** Current-voltage relationship of HVA calcium channels (*N* = 3; n_CTRL_ = 23, n_RFP_ = 21, n_CRE_ = 23 cells). **B** Bar graph showing the change in evoked EPSC amplitudes after treatment with 0.2 µM ω-Agatoxin (Aga) (*N* = 2; n_CTRL_ = 14, n_RFP_ = 15, n_CRE_ = 16 cells). Data was compared using a Dunn’s multiple comparisons test, where P_CTRL-Aga_ > 0.99, P_RFP-Aga_ > 0.99, P_CRE-Aga_ > 0.99. **C** Bar graph showing the inhibition ratio of EPSC amplitudes after treatment with 0.2 µM ω-Agatoxin (*N* = 2; n_CTRL_ = 14, n_RFP_ = 15, n_CRE_ = 16 cells). Data was compared using a Dunn’s multiple comparisons test, where P_CTRL-Aga_ = 0.60, P_RFP-Aga_ = 0.90, P_CRE-Aga_ > 0.99. **D** Bar graph depicting the total charge transferred by the release of the RRP upon application with hypertonic sucrose solution after treatment with 0.2 µM ω-Agatoxin (Aga) (*N* = 2; n_CTRL_ = 14, n_RFP_ = 15, n_CRE_ = 16 cells). Data was compared using a Dunn’s multiple comparisons test, where P_CTRL-Aga_ > 0.99, P_RFP-Aga_ > 0.99, P_CRE-Aga_ > 0.99. **E** Bar graph showing the probability of vesicular release of individual neuron after treatment with 0.2 µM ω-Agatoxin (Aga) (*N* = 2; n_CTRL_ = 14, n_RFP_ = 14, n_CRE_ = 16 cells). Data was compared using a Dunn’s multiple comparisons test, where P_CTRL-Aga_ = 0.69, P_RFP-Aga_ > 0.99, P_CRE-Aga_ > 0.99. **F** Bar graph showing the change in EPSC amplitudes after treatment with 10 µM Nimodipine (Nimo) (*N* = 2; n_CTRL_ = 16, n_RFP_ = 15, n_CRE_ = 16 cells). Data was compared using a Tukey’s multiple comparison test, where P_CTRL-Nimo_ = 0.36, P_RFP-Nimo_ = 0.58, P_CRE-Nimo_ = 0.99. **G** Bar graph showing the inhibition ratio of EPSC amplitudes after treatment with 10 µM Nimodipine (*N* = 2; n_CTRL_ = 16, n_RFP_ = 15, n_CRE_ = 16 cells). Data was compared using a Tukey’s multiple comparisons tests, where P_CTRL-RFP_ = 0.61, P_CTRL-CRE_ = 0.42, P_RFP-CRE_ = 0.083. **H** Bar graph of the total charge transferred by the release of the RRP upon application with hypertonic sucrose solution after treatment with 10 µM Nimodipine (Nimo) (*N* = 2; n_CTRL_ = 16, n_RFP_ = 15, n_CRE_ = 16 cells). Data was compared using a Dunn’s multiple comparisons test, where P_CTRL-Nimo_ > 0.99, P_RFP-Nimo_ > 0.99, P_CRE-Nimo_ > 0.99. **I** Bar graph showing the probability of vesicular release of individual neurons after treatment with 10 µM Nimodipine (Nimo) (*N* = 2; n_CTRL_ = 16, n_RFP_ = 15, n_CRE_ = 16 cells). Data was compared using a Tukey’s multiple comparison test, where P_CTRL-Nimo_ = 0.99, P_RFP-Nimo_ = 0.82, P_CRE-Nimo_ = 0.95. In each graph, dots correspond to measurements recorded from individual neurons and bars represent mean ± SEM. Data were compared using an unpaired *t* test, Mann-Whitney test, a Kruskal-Wallis and Dunn´s multiple comparison test.

We next studied synaptic short-term plasticity by measuring the synaptic response to high-frequency stimulation (HFS) (Fig. 2H–N). We found that the EPSC amplitude of CRE-infected neurons depressed faster than that of RFP or non-infected CTRL neurons (Fig. 2H, I). In addition, and in accord with the decreased RRP size as assessed by hypertonic sucrose stimulation (Fig. 2B), the paired pulse ratio (Fig. 2J, K) and the RRP size (RRP_40Hz_) as estimated by back extrapolation of the cumulative EPSC during 40 Hz stimulus trains were decreased in Nedd8-deficient neurons as compared to RFP or non-infected CTRL neurons (Fig. 2L). Finally, the refiling rate of the RRP – i.e., the slope of the back extrapolated cumulative EPSC curve of the 40 Hz trains – showed a trend towards reduction that was not significant (Fig. 2M). When we normalized the RRP refiling rate to the RRP_40Hz,_ no difference between the tested group were detectable (Fig. 2N). Thus, the more pronounced short-term depression observed in Nedd8-deficient neurons (Fig. 2H, I) is primarily attributable to a reduction in RRP size and increase P_vr_, rather than to an aberrant activity-dependent RRP refiling process.

### Normal VGCC activity but reduced SV-VGCC coupling in Nedd8-KO neurons

Regarding the changes in short-term plasticity observed in Nedd8-deficient neurons, we next examined the possibility of alterations in the properties of voltage-gated Ca^2+^ channels (VGCCs). Given the serious challenges associated with studying VGCCs in the small presynaptic terminals of cultured hippocampal neurons, we investigated the VGCC properties in the soma of proximal dendrites. Initially, we assessed the overall density and voltage-dependence of VGCCs by measuring the current-voltage relationships, and found that Nedd8-loss had no discernible effect (Fig. 3A). We expanded our analyses by employing VGCC subtype-specific blockers to determine whether the influence of different presynaptic VGCCs in the presynaptic terminal on EPSC amplitude, RRP size, and P_vr_ is altered by Nedd8-loss, by administering ω-Agatoxin and nimodipine, which specifically inhibit P/Q-type and L-type VGCCs, respectively (Fig. 3B–I). We found no significant differences between the groups tested, indicating that the altered RRP and P_vr_ in Nedd8-KO neurons cannot be attributed to modifications in VGCCs properties.

In light of the results outlined above, particularly the P_vr_ increase without changes in VGCC function, we next explored the possibility that Nedd8-loss selectively affects the priming and fusion of SVs that are more readily available for synaptic transmitter release due to VGCC-coupling. We performed electrophysiological recordings in the presence of EGTA-AM, a slow Ca^2+^ chelator used to perturb VGCC coupling to SV Ca^2+^ sensor^40,41^ (Fig. 4A). EGTA-AM reduced the P_vr_ to a similar extent in Nedd8-KO neurons as compared to RFP infected neurons (Fig. 4B–D). Strikingly, however, EGTA-AM reversed synaptic depression during trains of action potentials in RFP-infected neurons (Fig. 4E, G) but not in CRE-expressing Nedd8-deficient cells (Fig. 4F, H). These data are compatible with the notion that a pool of ready-releasable SVs present near VGCCs is altered in Nedd8-deficient neurons (Fig. 4A).

**Fig. 4:**
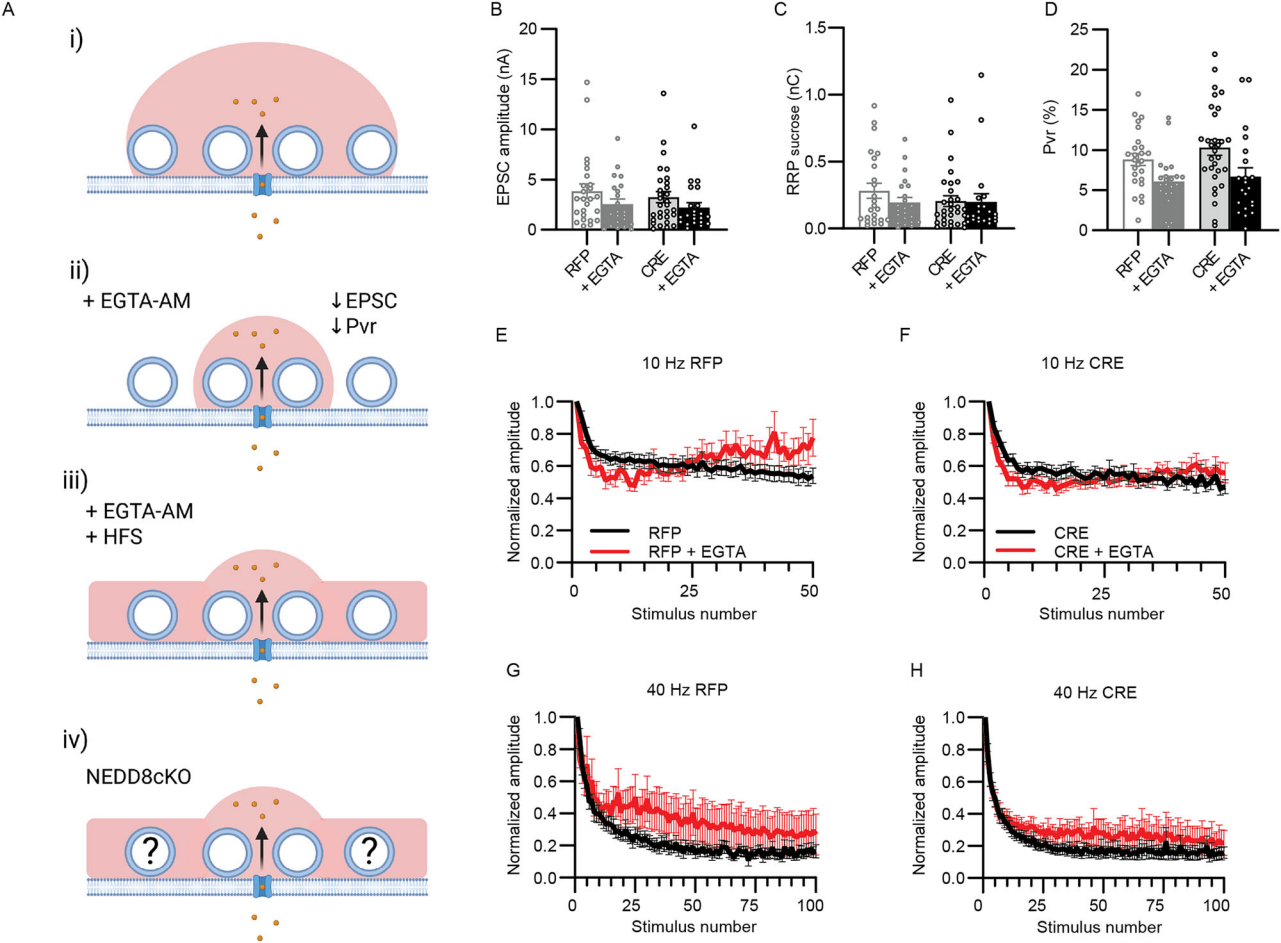
Nedd8 regulates the number of synaptic vesicles coupled to VGCC. Recordings were performed using DIV9-13 Nedd8cKO autaptic excitatory hippocampal neurons infected at DIV1 with lentivirus expressing RFP, CRE-recombinase-RFP (CRE) or non-infected neurons (CTRL). **A** Schematic representation of the effect of EGTA-AM on synaptic vesicles coupled to calcium channels. The size of proteins and synaptic vesicles is not on scale. This image was generated with the help of Biorender. (i) Following an action potential, voltage-gated calcium channels (VGCC) open and Ca^2+^ ions access the intracellular compartment. The red cloud indicates the area and number of vesicles impacted by the entry of calcium. (ii) After treatment with the permeable ester, EGTA-AM, hydrolyzation of intracellular esterases leads to the production of EGTA, which lowers the intracellular calcium concentration (reduction in the size of the red cloud), except in the vicinity of VGCC, leading to a decrease in the number of released vesicles. Ultimately, EPSC amplitude and P_vr_ are reduced, but not the size of the RRP, as measured by hypertonic sucrose treatment. (iii) During a high-frequency train of action potentials (HFS), the effect of EGTA is restored due to the accumulation of calcium ions in the intracellular compartment. (iv) Working model: Nedd8-deficient neurons present fewer synaptic vesicles capable of being released. **B** Bar graph showing EPSC amplitudes, with and without treatment with 100 µM EGTA-AM (*N* = 3; n_RFP_ = 14, n_RFP+EGTA-AM_ = 16, n_CRE_ = 20, n_CRE+EGTA-AM_ = 15 cells). Data was compared using a Mann-Whitney test, where P_RFP-CRE_ = 0.53. **C** Bar graph of the total charge transferred by the release of the RRP upon application of hypertonic sucrose solution, with and without treatment with 100 µM EGTA-AM (N = 3; n_RFP_ = 14, n_RFP+EGTA-AM_ = 17, n_CRE_ = 19, n_CRE+EGTA-AM_ = 15 cells). Data was compared using a Mann-Whitney test, where P_RFP-CRE_ = 0.24. **D** Bar graph showing the impact of EGTA-AM treatment on the probability of vesicular release of individual neuron (*N* = 3; n_RFP_ = 14, n_RFP+EGTA-AM_ = 17, n_CRE_ = 20, n_CRE+EGTA-AM_ = 15 cells). Data was compared using an unpaired *t* test, where P_RFP-CRE_ = 0.24. **E** Line plots showing the change in EPSC amplitudes during a 10 Hz stimulation train in neurons infected with RFP virus, with and without application of 100 µM EGTA-AM (*N* = 3; n_RFP_ = 15, n_RFP+EGTA-AM_ = 16 cells). **F** Line plots showing the change in EPSC amplitudes during a 10 Hz stimulation train in neurons infected with CRE virus, with and without application of 100 µM EGTA-AM (*N* = 3; n_CRE_ = 19, n_CRE + EGTA-AM_ = 14 cells). **G** Line plots showing the change in EPSC amplitudes during a 40 Hz stimulation train in neurons infected with RFP virus, with and without application of 100 µM EGTA-AM (*N* = 3; n_RFP_ = 15, n_RFP+EGTA-AM_ = 16 cells). **H** Line plots showing the change in EPSC amplitudes during a 40 Hz stimulation train in neurons infected with CRE virus, with and without application of 100 µM EGTA-AM (*N* = 3; n_CRE_ = 19, n_CRE+EGTA-AM_ = 14 cells). In each graph, dots correspond to measurements recorded from individual neurons and bars represent mean ± SEM. Data were compared using an unpaired *t* test and a Mann-Whitney test.

### Normal ultrastructural organization of Nedd8-KO synapses at rest

We conducted a 3D ultrastructural analysis of synapses in cultured neurons to investigate possible ultrastructural correlates of the presynaptic functional deficits observed in Nedd8-KO neurons. We performed dual-axis TEM tomography to quantify the size and distribution of SV  pools in presynaptic terminals (Supplementary Fig. 1). Tomographic analyses of high-pressure frozen and freeze-substituted primary hippocampal neurons infected with either RFP as a control or with CRE to deplete Nedd8 revealed no major morphological differences (Supplementary Fig. 1A–L). The cumulative frequency distribution (Supplementary Fig. 1E) and total number of SVs within 0–200 nm of the AZ (Supplementary Fig. 1F) were very similar between conditions. Likewise, an analysis of nearest-neighbor distances for all SVs within 0–200 nm of the AZ did not reveal any statistically significant differences in SV cluster characteristics between conditions (Supplementary Fig. 1G). Morphological analyses were subsequently restricted to vesicles localized in close proximity to the AZ membrane (0–40 nm from the AZ, Supplementary Fig. 1H–J). No statistically significant differences were observed in either the spatial distribution of vesicles (Supplementary Fig. 1H), mean AZ areas (Supplementary Fig. 1H, Insert), density of docked vesicles per unit AZ (Supplementary Fig. 1I), or inter-vesicular nearest neighbor distances (Supplementary Fig. 1I, J). Finally, SV diameters were not distinguishable between Nedd8-deficient and RFP control neurons (Supplementary Fig. 1K, L). No difference in the number of morphologically docked SVs, which serve as a proxy for the number of molecularly primed SVs comprising the RRP^42^, was observed between genotypes. Altogether, Nedd8-deficient synapses do not display any observable alteration in organization at AZ release sites at rest. This indicates that the functional defects described above manifest without incurring structural changes detectable by our methodology and originate from deeper and molecular Nedd8-dependent mechanisms.

### Altered expression of genes encoding key pre-synaptic proteins in Nedd8-KO neurons

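RNA was sequenced from primary hippocampal neurons of Nedd8cKO mice, whose *Nedd8* gene is inactivated by the CRE recombinase. The neurons had been infected on day 1 in vitro with lentivirus encoding RFP or CRE with RFP. Methods and the legend of Fig. 5 give day 13 in vitro for the harvest, while other sentences of the paper and the sample labels give day 12. The 23 libraries, 12 CRE and 11 RFP, carry a 1, 2 or 3 before the hyphen of their names, which is read here as the number of the culture. The authors aligned the reads to GRCm39 with the annotation of Ensembl release 110 and deposited the number of reads that featureCounts assigned to each gene, without normalization. The paper states 25 Mio reads per sample, while the values here rest on the counts assigned to genes. These counts summed to between 7430401 and 13345552 per CRE library (median 11082822, n = 11) and between 9833872 and 17112815 per RFP library (median 11569225, n = 10) in the 21 libraries of the count table of Supplementary Data 7. That table leaves out Nedd8Cre3-3 (1546796 counts) and Nedd8RFP3-2 (7635735 counts). Methods instead names Nedd8Cre1-3 and Nedd8Cre3-3 as removed after principal component and gene count analysis, and the paper's text names no reason for leaving out Nedd8RFP3-2. The part of that table used here covered 1975 genes, and all their counts equalled the deposited ones. CRE and RFP libraries were compared with edgeR after TMM normalization, over the 14488 genes that passed its expression filter in the 21 libraries.

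*Nedd8* (ENSMUSG00000010376, chromosome 14 of GRCm39 from 55899715 to 55910069, minus strand) stood at 11.5 ± 3.49 (SD, n = 11) CPM, counts scaled to the size of the library by TMM, in CRE libraries and 61.4 ± 10.2 (SD, n = 10) in RFP libraries. Its log2 fold change was -2.44 (standard error 0.17, adjusted p = 6.98e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 11 CRE libraries lay below every RFP library. With all 23 libraries the log2 fold change was -2.47 (adjusted p = 3.5e-10 from the same test), with 10.7 ± 4.30 (SD, n = 12) CPM in CRE and 60.6 ± 10.0 (SD, n = 11) in RFP libraries. *Nedd8* was at 2.05 CPM in Nedd8Cre3-3, at 52.8 in Nedd8RFP3-2 and at 12.1 in Nedd8Cre1-3. Across the alternative settings its log2 fold change lay between -2.60 and -2.29. Exons of *Nedd8* overlap *Gmpr2* on the opposite strand over 331 bases, and the paper's text does not name the strand setting of the counting.

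**Figure D1:**
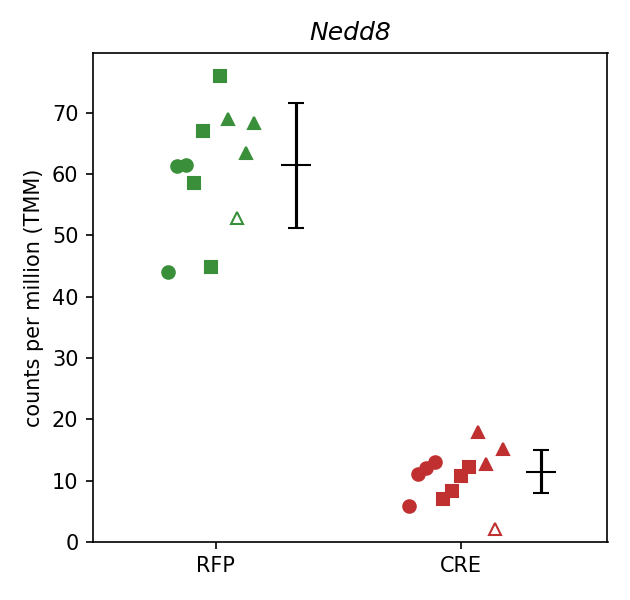
CPM (TMM) of *Nedd8* in each library, RFP green and CRE red. Circles, squares and triangles are cultures 1, 2 and 3, and open symbols are the libraries that Supplementary Data 7 leaves out. Black bars give the mean and SD of the other 21 libraries.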

In a first attempt to explore the molecular pathways by which Nedd8-loss causes the functional phenotypes we observed, we performed RNA-sequencing and differential expression analysis of CRE-expressing neurons vs. RFP-expressing neurons (Fig. 5A, Supplementary Fig. 2–4 and Supplementary Data 2). The underlying motivation was to not only determine direct transcriptional changes upon Nedd8-loss, but also to assess indirect compensatory mechanisms. Beyond a general analysis, we put a special focus on genes encoding synaptic proteins by using the SynGO database^43^.

**Fig. 5:**
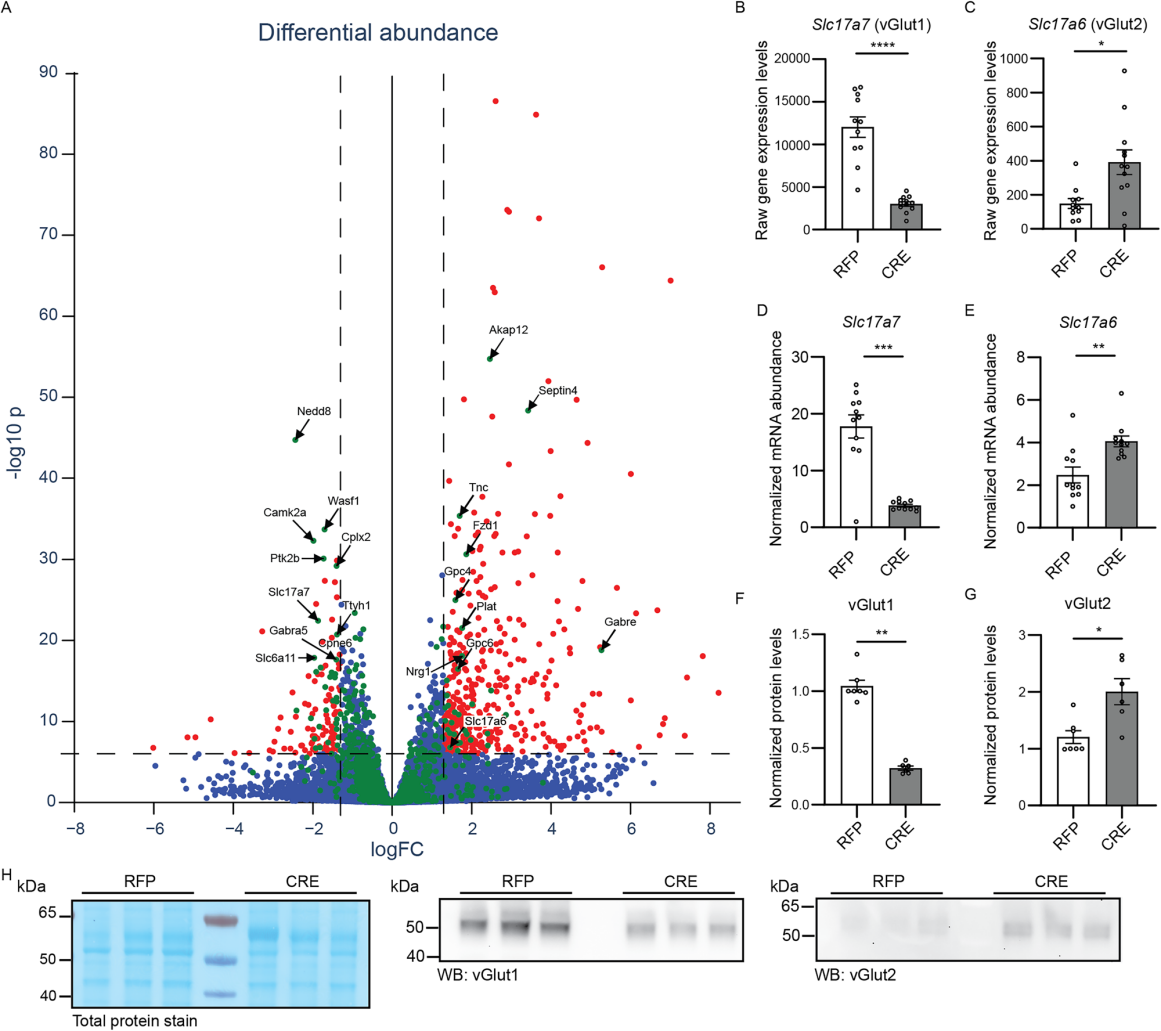
Nedd8 depletion alters the expression of synaptic proteins. **A** RNA was extracted from DIV13 Nedd8cKO primary hippocampal neurons infected at DIV1 with lentivirus expressing RFP or CRE-recombinase-RFP (CRE) and sequenced. Each dot represents a single gene (blue dots). Volcano plot depicts each gene based on their Log2 fold change (LogFC) and the reverse log10 of their *p*-value (-log10p). Red dots correspond to genes with a LogFC above 1,3 and -log10p above 6. Green dots correspond to genes found in SynGO. **B**, **C** Bar graphs showing the raw gene expression levels of *Slc17a7* (vGlut1, B) and *Slc17a6* (vGlut2, C) (*N* = 3, n_RFP_ = 11, n_CRE_ = 12). Data was compared using an unpaired *t* test, where P_*Slc17a7*_ < 0.0001, and a Mann-Whitney test, where P_*Slc17a6*_ = 0.011. **D**, **E** Bar graphs showing the normalized mRNA expression levels of *Slc17a7* (vGlut1, **D**) and *Slc17a6* (vGlut2, **E**) (*N* = 3, n_RFP_ = 11, n_CRE_ = 11). Data was compared using a Mann-Whitney test, where P_*Slc17a7*_ = 0.0006, P_*Slc17a6*_ = 0.0010. **F**, **G** Bar graph depicting normalized protein levels of vGlut1 and vGlut2, as assessed by Western blot showed in (**H**). Data was compared using a Mann-Whitney test, where P_vGlut1_ = 0.0012, P_vGlut2_ = 0.013. **H** Total protein stain (left panel), and anti-vGlut1 (middle panel) and vGlut2 (right panel) Western blot analysis of primary hippocampal Nedd8cKO neurons lysates infected with lentivirus expressing RFP or CRE-recombinase-RFP (CRE). Molecular weight is indicated on the left side (kDa). For all bar graphs, data represent mean ± SEM. Data were compared using an unpaired *t* test or a Mann-Whitney comparison test, where *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

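Of the 20 genes labelled in Fig. 5A, 10 were higher and 10 lower in CRE than in RFP libraries, and all 20 changed the same way in each of the 3 cultures. Log2 fold changes of the higher genes ran from 1.45 to 5.14, and those of the lower genes from -2.44 to -1.40. *Camk2a* (ENSMUSG00000024617, chromosome 18 from 61058473 to 61121224) stood at 1559.9 ± 335 (SD, n = 10) CPM in RFP and 399 ± 103 (SD, n = 11) in CRE libraries, a log2 fold change of -1.99 (standard error 0.16, adjusted p = 8.04e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Wasf1* (ENSMUSG00000019831, chromosome 10), whose exons overlap *Cdc40* on the opposite strand, stood at 272 ± 28.6 (SD, n = 10) in RFP and 84.4 ± 20.2 (SD, n = 11) in CRE libraries. *Gabre* (ENSMUSG00000031340, chromosome X) had the largest fold change of the 20 genes from a low baseline, with 0.09 ± 0.14 (SD, n = 10) CPM in RFP, at 0 to 5 counts per library, and 4.03 ± 1.77 (SD, n = 11) in CRE libraries. Past a log2 fold change of 1.3 in either direction and a -log10 adjusted p of 6 were 19 of the 20 genes, all but *Slc17a6*. In all 23 libraries 17 genes passed, and all 20 kept an adjusted p under 0.05.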

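With absolute log2 fold changes above 1.3 and -log10 adjusted p-values above 6 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 201 genes differed between CRE and RFP neurons in the 21 libraries. Of these, 158 were higher and 43 lower in CRE libraries, so that 78.6% were higher (95% exact Clopper-Pearson interval 72.3 to 84.1%, which treats genes as independent). With all 23 libraries included, 189 genes passed, 159 higher and 30 lower. DESeq2 on the same 21 libraries gave 549 genes, 420 higher and 129 lower, and on all genes with a count, a setting chosen after seeing the data, it gave the highest number, 580. The count moved most downward without culture 2, to 0 genes, while 4171 genes had an unadjusted p under 0.05 there. With an adjusted p under 0.05 and no minimum fold change, 4370 genes differed in the 21 libraries, 2374 of them higher and 1996 lower. *Peg10* (ENSMUSG00000092035, chromosome 6 from 4747306 to 4760517) had the smallest p-value, at 55.7 ± 12.9 (SD, n = 10) CPM in RFP and 342 ± 42.4 (SD, n = 11) in CRE libraries, a log2 fold change of 2.60 (standard error 0.13, adjusted p = 9.44e-13 from edgeR's test).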

Upon stringent filtering, the expression of 566 genes remained significantly altered in Nedd8-deficient neurons (Fig. 5A; Log2FC of 1.3; -log10 *p*-value of 6), with 77% (436) up- and 23% (130) down-regulated. Among these were 66 SynGO genes that remained significantly changed after filtering. Interestingly, half of these were up- and the other half down-regulated (Fig. 5A), which strongly contrasts with the remodeling of the rest of the transcriptome induced by Nedd8-deficiency, indicating that Nedd8-loss causes a general increase in gene expression but a more pronounced downregulation of genes expressing synaptic proteins.

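Each of the 66 SynGO genes of Supplementary Data 2 had the paper's direction in the 21 libraries, 33 higher and 33 lower in CRE neurons. All 66 had an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested, and 66 when adjusted over the list alone. The paper chose these genes on the same libraries, so neither count is independent evidence. Past both thresholds were 29 of them, 11 higher and 18 lower. The other genes of the paper's filtered table that passed here were 145 higher and 25 lower (Fisher's exact test, two-sided, p = 2.55e-07). Genes are not independent replicates, so this p describes the split in these libraries. Over all 23 libraries the split was 11 higher and 13 lower, against 142 and 16 (p = 2.41e-06 from the same exact test). With DESeq2 in the 21 libraries the split was 33 higher and 33 lower, against 384 and 91 (p = 2.19e-07 from the same exact test). From the contrast between both splits, the paper concludes that Nedd8-loss raises gene expression in general but lowers genes of synaptic proteins more.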

SynGO pathway analysis showed that Nedd8-deletion leads to decreased expression of multiple mRNAs encoding pre-synaptic components, in particular proteins involved in the SV cycle (Supplementary Fig. 3) and to the up-regulation of genes related to the extracellular matrix or protein translation (Supplementary Fig. 4). 

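Lists of genes were written from general knowledge, with the paper's tables at hand, and compared with all other genes by camera on the edgeR model, with Benjamini-Hochberg adjustment over 16 lists. Those tables rest on the same libraries, so the p-values of the lists are not independent evidence. The 72 genes of the SV cycle had a median log2 fold change of -0.42, and 10 of them were higher in CRE libraries (adjusted p = 5.73e-12). In this list, 52 genes had an adjusted p under 0.05 over all genes tested and 52 adjusted over the list alone. The 40 genes of the postsynaptic density had a median of -0.54, with 7 higher (adjusted p = 3.2e-10), and 29 genes had an adjusted p under 0.05 over all genes tested and 29 adjusted over the list alone. The 50 genes of the extracellular matrix had a median of 1.14, with 43 higher (adjusted p = 5.96e-10), and 30 genes had an adjusted p under 0.05 over all genes tested and 31 adjusted over the list alone. For protein translation, the 74 genes of cytosolic ribosomal proteins had a median of 0.15, with 59 higher (adjusted p = 0.164), and 6 genes had an adjusted p under 0.05 over all genes tested and 1 adjusted over the list alone. With a correlation between genes estimated from the libraries, the SV cycle (adjusted p = 0.0048) and the postsynaptic density (adjusted p = 0.00497) stayed under 0.05, and the extracellular matrix did not (adjusted p = 0.0503). The ribosomal proteins had an adjusted p of 0.028 without a filter on low counts and of 0.0449 without culture 2. The SV cycle, the postsynaptic density and the extracellular matrix stayed under 0.05 with fry, at 6.78e-10, 3.73e-09 and 2.46e-06. The medians over all 23 libraries of the SV cycle, the postsynaptic density, the extracellular matrix and the ribosomal proteins were -0.38, -0.41, 1.19 and 0.17. In the 21 libraries, 18 neuron markers also fell (median -0.32, 3 higher, adjusted p = 0.000787 with camera and 0.0525 with an estimated correlation). The 16 markers of GABA neurons did not fall (median 0.27, 10 higher). Whether a lower share of neuronal RNA lowered the synaptic lists was not tested. *Ltbp1* (ENSMUSG00000001870, chromosome 17), of the extracellular matrix list, stood at 1.13 ± 0.68 (SD, n = 10) CPM in RFP and 18.3 ± 6.30 (SD, n = 11) in CRE libraries.

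**Figure D2:**
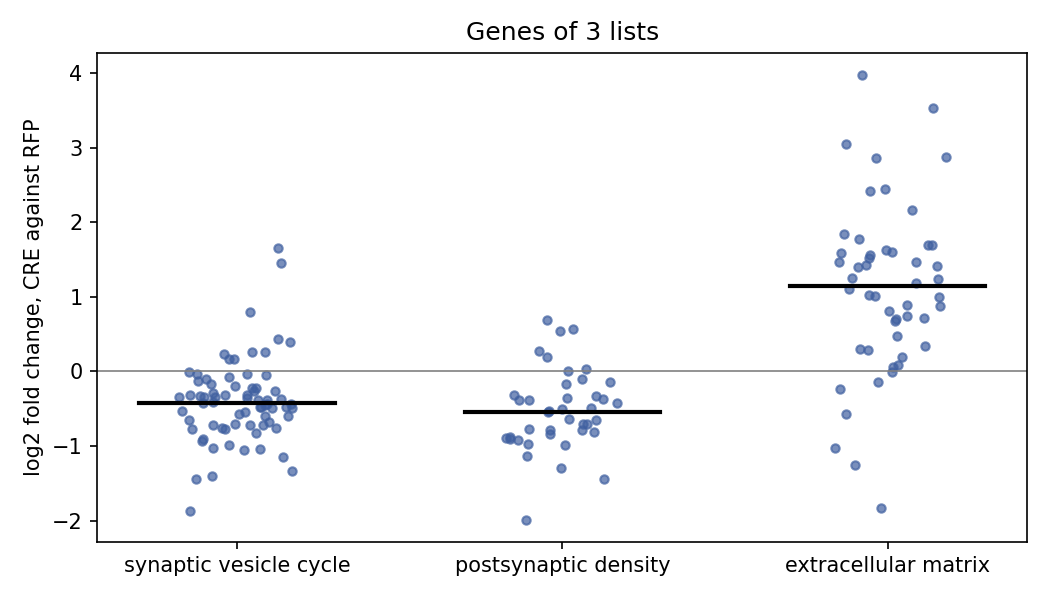
Log2 fold change, CRE against RFP, of each gene of 3 lists in the 21 libraries. Points are genes and black lines are medians, -0.42 for the synaptic vesicle cycle, -0.54 for the postsynaptic density and 1.14 for the extracellular matrix.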

Strikingly, vGlut1 (*Slc17a7*) was strongly down-regulated upon Nedd8-loss, while vGlut2 was up-regulated (*Slc17a6*, Fig. 5A–C). This result was further validated via RT-qPCR and at the protein level (Fig. 5D–H). 

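*Slc17a7* (ENSMUSG00000070570, chromosome 7 of GRCm39 from 44813305 to 44825644) stood at 1059.8 ± 194 (SD, n = 10) CPM in RFP and 293 ± 123 (SD, n = 11) in CRE libraries. Its log2 fold change was -1.88 (standard error 0.18, adjusted p = 1.23e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 11 CRE libraries lay below every RFP library. *Slc17a6* (ENSMUSG00000030500, chromosome 7 from 51271434 to 51320867) stood at 12.7 ± 5.40 (SD, n = 10) in RFP and 35.4 ± 15.4 (SD, n = 11) in CRE libraries. Its log2 fold change was 1.45 (standard error 0.26, adjusted p = 0.000104 from the same test), and 9 of 11 CRE libraries lay above every RFP library. Over all 23 libraries the log2 fold changes were -1.68 for *Slc17a7* (adjusted p = 3.5e-07 from the same test) and 1.45 for *Slc17a6* (adjusted p = 0.00014). Nedd8Cre3-3 held 693 CPM of *Slc17a7* and 12.3 of *Slc17a6*, Nedd8RFP3-2 held 838 and 7.90, and Nedd8Cre1-3 held 617 and 12.0. In raw counts over all 23 libraries, as Fig. 5B and 5C plot them, *Slc17a7* was at 12027 ± 3963 (SD, n = 11) in RFP and 3009.8 ± 925 (SD, n = 12) in CRE libraries (permutation test, two-sided, adjusted p = 5e-05 over 10 genes). The raw count of *Slc17a6* was 149 ± 94.5 (SD, n = 11) in RFP and 391 ± 249.8 (SD, n = 12) in CRE libraries (adjusted p = 0.00532 from the same permutation test).

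**Figure D3:**
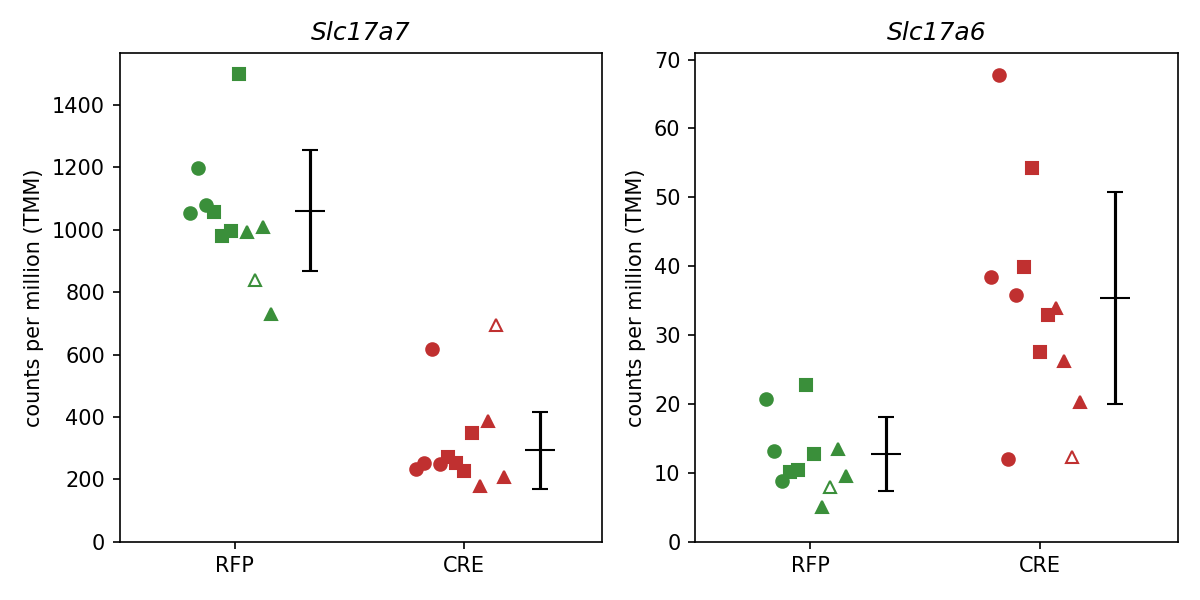
CPM (TMM) of *Slc17a7* and *Slc17a6* in each library, RFP green and CRE red. Circles, squares and triangles are cultures 1, 2 and 3, and open symbols are the libraries that Supplementary Data 7 leaves out. Black bars give the mean and SD of the other 21 libraries.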

Given the known correlation between P_vr_ and the resident isoform of vGlut expressed, with vGlut2-expressing neurons exhibiting higher P_vr_^44,45^, we further studied this phenomenon.

### Reduced density of vGlut1-containing synapses in Nedd8-KO neurons

We next compared vGlut1 immunoreactivity in Nedd8-deficient neurons compared to RFP-expressing controls (Fig. 6). Whereas the total number of synapses was unchanged (Fig 1I–M), the total number of vGlut1 puncta was significantly reduced in Nedd8-deficient neurons (Fig. 6A–C). Importantly, vGlut1 signal intensity was not altered in vGlut1-containing mutant synapses (Fig. 6D, E). STED imaging confirmed that the intensity of vGlut1 puncta along dendrites was unchanged and showed further that the sub-synaptic distribution of vGlut1 is similar between Nedd8-deficient and control neurons (Fig. 6F–H). Our data indicate that the number of synapses containing robust levels of vGlut1 is decreased in Nedd8-KO neurons, whereas the synaptic enrichment of vGlut1 is unchanged in synapses that still contain vGlut1.

**Fig. 6:**
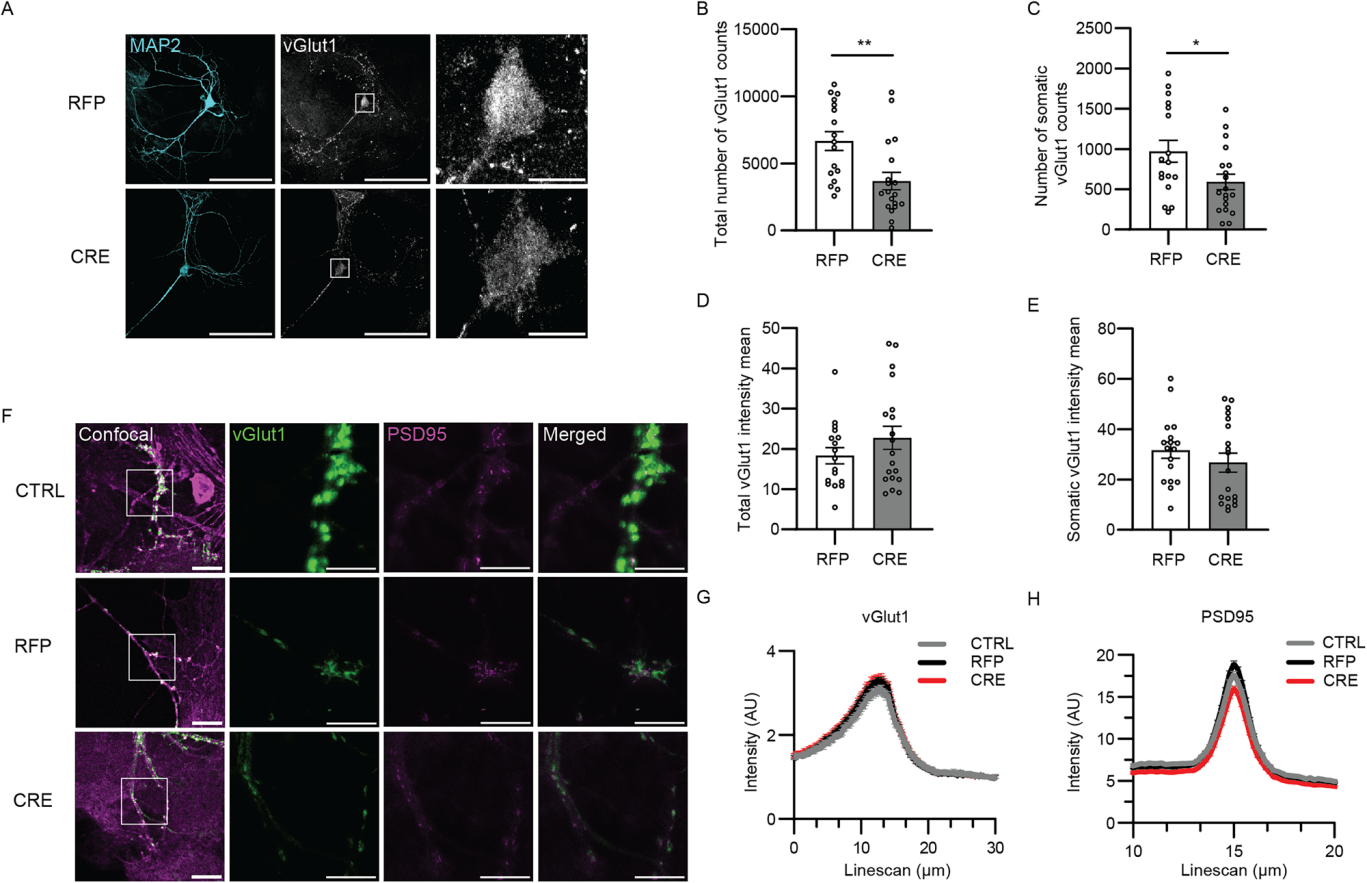
vGlut1 levels are altered upon Nedd8 depletion. DIV13 Nedd8cKO autaptic hippocampal neurons infected at DIV1 with lentivirus expressing RFP or CRE-recombinase-RFP (CRE) were fixed and immunostained with antibodies as indicated. Neurons without lentiviral infection were used as infection controls (CTRL). **A** Representative confocal images of autaptic neurons stained with antibodies against MAP2 and vGlut1. Scale bars = 80 (top panels) and 10 μm (bottom panels). **B** Bar graph showing the total number of vGlut1 counts (*N* = 2; n_RFP_ = 17, n_CRE_ = 19 cells). Data was compared using a Mann-Whitney test, where *P* = 0.0020. **C** Bar graph showing the number of somatic vGlut1 counts (*N* = 2; n_RFP_ = 17, n_CRE_ = 19 cells). Data was compared using an unpaired *t* test, where *P* = 0.026. **D** Bar graph showing the total vGlut1 intensity mean (*N* = 2; n_RFP_ = 17, n_CRE_ = 19 cells). **E** Bar graph showing the somatic vGlut1 intensity mean (*N* = 2; n_RFP_ = 17, n_CRE_ = 19 cells). **F** Representative confocal (left column of panels) and STED images of autaptic hippocampal neurons labeled with nanobodies against vGlut1 (green) and PSD95 (magenta). Scale bars = 10 μm (left column of panels) and 5 μm (other panels). **G** Line plots showing the change in vGlut1 signal intensity against distance (*N* = 3; n_CTRL_ = 13, n_RFP_ = 10, n_CRE_ = 13 cells). **H** Line plots showing the change in PSD95 signal intensity against distance (*N* = 3; n_CTRL_ = 13, n_RFP_ = 10, n_CRE_ = 13 cells). AU arbitrary unit. In each graph, dots correspond to the total number of synaptic counts obtained from one individual neuron. Bars represent mean ± SEM. Data were compared using a Kruskal-Wallis, Dunn´s multiple comparison test, unpaired *t* test, or Mann-Whitney test, where *p < 0.05, **p < 0.01.

### P_vr_ defects in Nedd8-KO neurons are not reverted by vGlut2 knock-down or vGlut1 overexpression

Our data show that vGlut2 expression is up-regulated by 50% and vGlut1 down-regulated by 60–70% upon Nedd8-loss (Fig. 5). This finding could indicate a delayed differentiation of glutamatergic neurons, which switch from vGlut2 to vGlut1 expression as they mature, or a complex scenario of vGlut1 depletion compensated by vGlut2 expression^46^. 

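In transcript counts of the 21 libraries, *Slc17a6* changed by 174% in CRE against RFP neurons and *Slc17a7* by -72.7%. Their 95% intervals, a normal approximation from the edgeR fit, were 92.9 to 288% and -78.5 to -65.4%. Within a library, the ratio of the *Slc17a7* count to the *Slc17a6* count had a median of 6.9 in CRE neurons (from 3.7 to 51.5, n = 11) and 92.2 in RFP neurons (from 43.6 to 197, n = 10). These medians over all 23 libraries were 7.6 and 93.7. Nedd8Cre1-3 had a ratio of 51.5 and Nedd8Cre3-3 of 56.4, within the range of the RFP neurons, and the highest ratio of another CRE library was 14.7. *Nedd8* was low in both, at 12.1 and 2.05 CPM. In both, gene levels against the other libraries rose with GC content (Spearman correlation 0.78 and 0.594). A shift of their ratios by this trend stays open.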

Previous studies showed that the vGlut1:vGlut2 ratio co-determines synaptic transmitter release probability, with vGlut2-expressing neurons exhibiting a higher release probability^45^. This observation could (partly) explain the release probability phenotype of Nedd8-KO neurons (Fig. 2). To test this possibility, we performed rescue experiments and either re-expressed vGlut1 or knocked-down vGlut2 (Supplementary Fig. 5A) in the Nedd8-KO background in order to restore a normal vGlut1:vGlut2 ratio, and studied the impact on the RRP and P_vr_. However, neither overexpression of vGlut1 nor knockdown of vGlut2 rescued the RRP and P_vr_ phenotype of Nedd8-KO neurons (Fig. 7A–F). Crucially, endophilin1 levels were also shown to correlate with the reduced release probability associated with vGlut1 expression in neurons^45^. 

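*Sh3gl2*, which encodes endophilin1 (ENSMUSG00000028488, chromosome 4 of GRCm39 from 85123358 to 85557432), stood at 238 ± 22.6 (SD, n = 10) CPM in RFP and 122 ± 27.1 (SD, n = 11) in CRE libraries. Its log2 fold change was -0.99 (standard error 0.14, adjusted p = 3.91e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a change of -49.6% (95% interval -58.1 to -39.4%). All 11 CRE libraries lay below every RFP library. Over all 23 libraries the log2 fold change was -0.97 (adjusted p = 3.19e-06 from the same test), with 98.2 CPM in Nedd8Cre3-3 and 197 in Nedd8RFP3-2. The raw count over all 23 libraries was 2711 ± 836 (SD, n = 11) in RFP and 1319 ± 541 (SD, n = 12) in CRE libraries (permutation test, two-sided, adjusted p = 0.000333).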

Strikingly, Nedd8-KO causes a 50% reduction in endophilin1 expression that is detectable at both mRNA and protein levels (Fig. 7G–L). Moreover, neither re-expression of vGlut1 nor knockdown of vGlut2 rescued endophilin1 levels in Nedd8-KO cells (Fig. 7I–L). Thus, it is possible that restoration of vGlut1 or vGlut2 levels failed to rescue synaptic defects in Nedd8-KO neurons because of reduced endophilin1 level, which cannot be compensated by changing vGlut1:vGlut2 ratios.

**Fig. 7:**
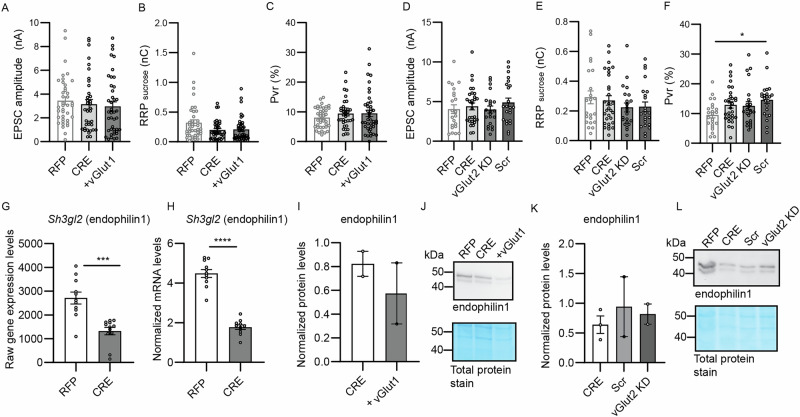
Over expression of vGlut1, or knock-down of vGlut2 do not rescue the defects in release probability. Hippocampal neurons from Nedd8cKO animals were infected at DIV1 with lentivirus expressing RFP, CRE-recombinase-RFP (CRE), co-infection with CRE and a virus expressing vGlut1 (+ vGLUT1), co-infection with CRE and a virus expressing shRNA to knock down the expression of vGlut2 (vGLUT2 KD), or co-infection with CRE and a virus expressing scrambled RNA sequences (Scr). Neurons were analyzed at DIV12. **A** Bar graph showing evoked EPSC amplitudes of autaptic excitatory neurons infected with lentivirus expressing RFP, CRE-recombinase-RFP (CRE), or CRE-recombinase-RFP (CRE) and a virus re-expressing vGlut1 (+ vGlut1) (*N* = 2, n_RFP_ = 32, n_CRE_ = 26, n_vGlut1_ = 27). Data was compared using a Dunn’s multiple comparisons test, where P_RFP-CRE_ = 0.91, P_RFP-vGlut1_ = 0.33, P_CRE-vGlut1_ > 0.99. **B** Bar graph showing the total charge transferred by the release of the RRP upon application of a hypertonic sucrose solution in autaptic excitatory neurons infected with lentivirus expressing RFP, CRE-recombinase-RFP (CRE), or CRE-recombinase-RFP (CRE) and a virus re-rexpressing vGlut1 (+ vGlut1) (*N* = 2, n_RFP_ = 32, n_CRE_ = 27, n_vGlut1_ = 28). Data was compared using a Dunn’s multiple comparisons test, where P_RFP-CRE_ = 0.23, P_RFP-vGlut1_ = 0.13, P_CRE-vGlut1_ > 0.99. **C** Bar graph showing the probability of vesicular release of autaptic excitatory neurons infected with lentivirus expressing RFP, CRE-recombinase-RFP (CRE), or CRE-recombinase-RFP (CRE) and a virus re-rexpressing vGlut1 (+ vGlut1) (*N* = 2, n_RFP_ = 32, n_CRE_ = 27, n_vGlut1_ = 28). Data was compared using a Dunn’s multiple comparisons test, where P_RFP-CRE_ > 0.99, P_RFP-vGlut1_ > 0.99, P_CRE-vGlut1_ > 0.99. **D** Bar graph showing evoked EPSC amplitudes of autaptic excitatory neurons infected with lentivirus expressing RFP, CRE-recombinase-RFP (CRE), CRE-recombinase-RFP and a virus to knock down the expression of vGlut2 (vGlut2 KD) or with a control virus (Scr) (*N* = 3, n_RFP_ = 15, n_CRE_ = 19, n_vGlut2_ = 16, n_scramble_ = 15). Data was compared using a Tukey’s multiple comparisons test, where P_RFP-CRE_ = 0.95, P_RFP-vGlut2_ > 0.99, P_RFP-Scr_ = 0.65, P_CRE-vGlut2_ = 0.94, P_CRE-Scr_ = 0.88, P_vGlut2-Scr_ = 0.61. **E** Bar grap of the total charge transferred by the release of the RRP upon application of a hypertonic sucrose solution in autaptic excitatory neurons infected with lentivirus expressing RFP, CRE-recombinase-RFP (CRE), CRE-recombinase-RFP and a virus to knock-down the expression of vGlut2 (vGlut2 KD) or with a control virus (Scr) (*N* = 3, n_RFP_ = 15, n_CRE_ = 19, n_vGlut2_ = 16, n_scramble_ = 15). Data was compared using a Dunn’s multiple comparisons test, where P_RFP-CRE_ > 0.99, P_RFP-vGlut2_ > 0.99, P_RFP-Scr_ > 0.99, P_CRE-vGlut2_ > 0.99, P_CRE-Scr_ > 0.99, P_vGlut2-Scr_ > 0.99. **F** Bar graph showing the probability of vesicular release in autaptic excitatory neurons infected with lentivirus expressing RFP, CRE-recombinase-RFP (CRE), CRE-recombinase-RFP and a virus to knock down the expression of vGlut2 (vGlut2 KD) or with a control virus (Scr) (*N* = 3, n_RFP_ = 15, n_CRE_ = 19, n_vGlut2_ = 16, n_scramble_ = 16). Data was compared using a Dunn’s multiple comparisons test, where P_RFP-CRE_ = 0.29, P_RFP-vGlut2_ > 0.99, P_RFP-Scr_ = 0.014, P_CRE-vGlut2_ > 0.99, P_CRE-Scr_ > 0.99, P_vGlut2-Scr_ = 0.51. **G** Bar graphs showing the raw gene expression levels of *Sh3gl2* (endophilin1, *N* = 3, n_RFP_ = 11, n_CRE_ = 11). Data was compared using a Mann-Whitney test, where *P* = 0.0002. **H** Normalized mRNA levels of *Sh3gl2* (endophilin1) as assessed by RT-qPCR (*N* = 3, n_RFP_ = 11, n_CRE_ = 11). Data was compared using an unpaired *t* test, where *P* < 0.0001. **I**, **J** Bar graph (**I**) showing normalized expression levels of endophilin1 as assessed by Western blot, as shown in (**J**) (*N* = 2, n_CRE_ = 2, n_vGlut1_ = 2). Molecular weight is indicated on the left side (kDa). **K**, **L**Bar graph (**K**) showing normalized expression levels of endophilin1 as assessed by Western blot as shown in (**L**) (N = 2, n_CRE_ = 3, n_scramble_ = 2, n_vGlut2_ = 2). Molecular weight is indicated on the left side (kDa). In graphs (**A**–**F**), dots correspond to measurements recorded from individual neurons. Bars represent mean ± SEM. Data were compared using a Kruskal-Wallis and Dunn´s multiple comparison test, unpaired *t* test, or Mann-Whitney test, where *p < 0.05, ***p < 0.001, ****p < 0.0001.

### Neddylation regulates excitatory neurodevelopment

We show that Nedd8 ablation leads to minor morphological changes but strong alterations in presynaptic transmitter release probability and the cycling of synaptic vesicles. To explore the biological processes underlying these morphological and functional defects, we examined changes in the neuronal transcriptional landscape of mature (DIV12) neurons upon Nedd8 deletion (Fig. 5). Our transcriptome analysis has revealed that Nedd8-KO alters the expression of genes encoding synaptic proteins involved in the release and cycling of synaptic vesicles, consistent with the functional deficits we observed. These phenotypes are likely to be the culmination of a more profound, as yet unknown, altered Nedd8-mediated signaling earlier in neuronal development. The most abundant Nedd8 targets are the cullins, which are large multiprotein cullin-RING E3 ubiquitin ligases^34,35^ that regulate a variety of cellular processes, including neuronal development and dendritic arborization of neurons^36–38^. We therefore hypothesized that an impaired degradation of key regulatory factors was at the origin of the transcriptional and functional changes we observed in Nedd8-deficient neurons. For instance, our transcriptome analysis of matured neurons (DIV12) revealed a strong alteration in the expression profile of transcriptional regulators that are essential for the development and maturation of the glutamatergic neuron phenotype, e.g., *Pax6, Sox2*, *Neurogenin2, NeuroD1*, *NeuroD2*, or *Tbr1* (Supplementary Fig. 5B–G); changes that were further validated by RT-qPCR analyses (Supplementary Fig. 5H–M). Thus, it is likely that Nedd8-depletion alters, directly or indirectly, the protein expression levels of such regulators during the course of neuronal maturation. 

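*Pax6* (ENSMUSG00000027168, chromosome 2 of GRCm39 from 105499234 to 105530952) stood at 8.95 ± 3.14 (SD, n = 10) CPM in RFP and 23.7 ± 7.73 (SD, n = 11) in CRE libraries, a log2 fold change of 1.39 (standard error 0.22, adjusted p = 2.8e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its exons overlap *Elp4* on the opposite strand over 3393 bases. *Neurod2* (ENSMUSG00000038255, chromosome 11) stood at 139 ± 27.4 (SD, n = 10) in RFP and 62.6 ± 47.0 (SD, n = 11) in CRE libraries (adjusted p = 0.000497 from the same test). Of the 11 CRE libraries 10 lay below every RFP library, and Nedd8Cre1-3 was at 201. *Neurod1* (ENSMUSG00000034701, chromosome 2), which shares 204 exon bases with *Cerkl*, stood at 75.2 ± 21.2 (SD, n = 10) in RFP and 44.6 ± 11.5 (SD, n = 11) in CRE libraries (adjusted p = 0.000828). The differences of *Neurog2* (ENSMUSG00000027967, chromosome 3, log2 fold change -1.10, standard error 0.48) and *Tbr1* (ENSMUSG00000035033, chromosome 2, log2 fold change -0.30, standard error 0.13) had adjusted p-values of 0.0876 and 0.0884 from the same test. *Sox2* (ENSMUSG00000074637, chromosome 3) stood at 107 ± 18.5 (SD, n = 10) in RFP and 112 ± 37.0 (SD, n = 11) in CRE libraries, a difference within the spread between libraries (log2 fold change 0.04, adjusted p = 0.883). An estimated 58.8% of the 50-base stretches of *Sox2* also occur in a transcript of another gene.

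Over all 23 libraries the log2 fold changes were 1.33 for *Pax6* (adjusted p = 0.000981 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -0.78 for *Neurod2* (adjusted p = 0.0532) and -0.68 for *Neurod1* (adjusted p = 0.00708). They were -1.08 for *Neurog2* (adjusted p = 0.101), -0.14 for *Tbr1* (adjusted p = 0.536) and 0.25 for *Sox2* (adjusted p = 0.362). Nedd8Cre3-3 held 0.68 CPM of *Pax6*, 250.3 of *Sox2*, 6.82 of *Neurog2*, 98.2 of *Neurod1*, 279.7 of *Neurod2* and 99.6 of *Tbr1*. In Nedd8RFP3-2 the values were 7.01 for *Pax6*, 64.3 for *Sox2*, 10.2 for *Neurog2*, 103 for *Neurod1*, 103 for *Neurod2* and 44.2 for *Tbr1*. Without Nedd8Cre1-3 and Nedd8Cre3-3, the libraries that Methods names, *Neurog2* had an adjusted p of 0.0135 and *Tbr1* of 0.0174 from edgeR's test. In raw counts over all 23 libraries, *Pax6* changed by 146% (permutation test, two-sided, adjusted p = 0.00467), *Neurod2* by -59.7% (adjusted p = 0.000425) and *Neurod1* by -45.0% (adjusted p = 0.00044). The raw count of *Neurog2* changed by -61.9% (adjusted p = 0.00532 from the same permutation test), that of *Tbr1* by -23.0% (adjusted p = 0.0654) and that of *Sox2* by -2.7% (adjusted p = 0.854).

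**Figure D4:**
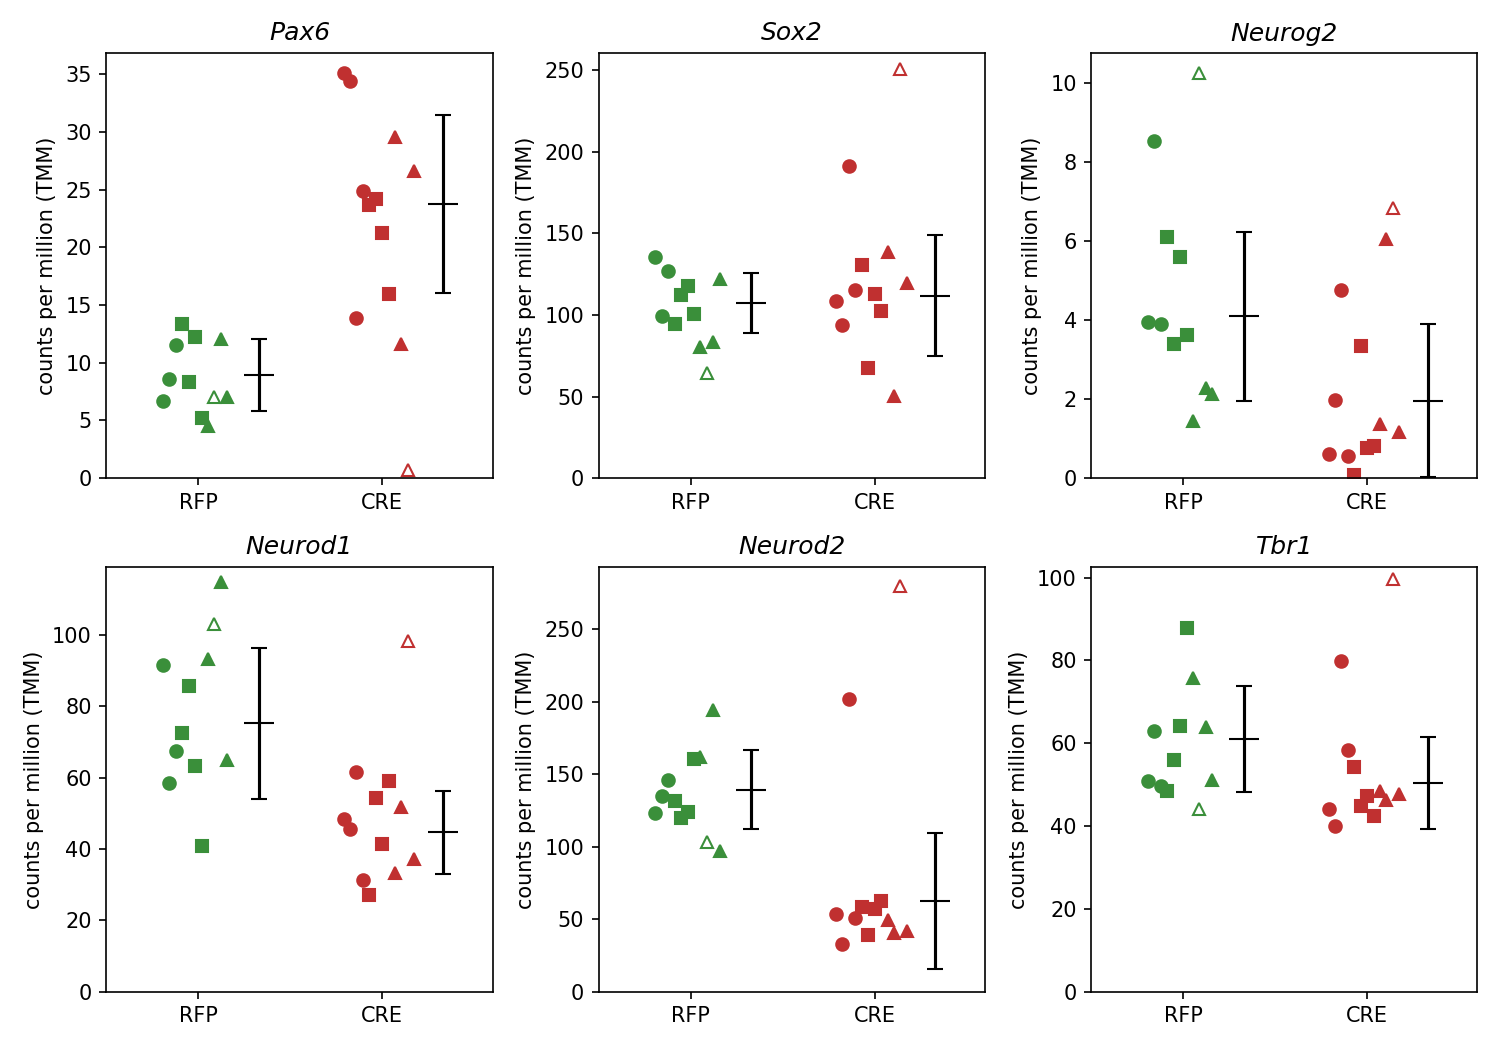
CPM (TMM) of 6 transcriptional regulators in each library, RFP green and CRE red. Circles, squares and triangles are cultures 1, 2 and 3, and open symbols are the libraries that Supplementary Data 7 leaves out. Black bars give the mean and SD of the other 21 libraries.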

Taken together, the failure to maintain adequate protein expression levels of key regulators of glutamatergic cell fate in Nedd8-deficient neurons likely explains the aberrant expression of synaptic genes required for the final expression of a mature glutamatergic identity and the aberrant synaptic transmission.

## Discussion

PTMs are essential throughout the lifetime of a nerve cell, from early development and differentiation to synaptic signaling and plasticity. The present study focused on neddylation, an enigmatic, Ubl-based PTM that has recently attracted major attention due to studies linking neddylation to neuronal development and synaptic transmission^28–33^. For optimal stringency in analyzing effects of perturbed neddylation, we employed a conditional Nedd8-KO mouse line and studied the impact of Nedd8 deletion on neuronal development and synaptic transmission in hippocampal autaptic neurons. We found that Nedd8-deficient neurons (i) have a moderately reduced dendrite complexity but normal numbers of synapses (Fig. 1) and normal synapse ultrastructure (Supplementary Fig. 1), (ii) exhibit an increase in synaptic release probability, partly due to altered coupling between SVs in the RRP and VGCCs (Figs. 2 and 4), accompanied by a reduced paired-pulse ratio and more profound synaptic depression (Fig. 2H–L) and (iii) show no change in the RRP refiling rate normalized to the RRP_40Hz_ size (Fig. 2N) or in VGCC function (Fig. 3).

On the other hand, Nedd8 deletion does not cause apparent postsynaptic defects. Some of these results, particularly the observation that postsynaptic features are unaffected by Nedd8-loss, are at odds with previous findings^28,30,31^. This is likely due to differences in the neuron culture models used, the methodologies applied, and the developmental time point at which neddylation was perturbed. Whereas our approach exploited a genetic Nedd8-KO strategy to abolish neddylation during early neurodevelopment, other studies were either based on pharmacological perturbation of neddylation using the Nae1 inhibitor MLN-4924, which has known off-target effects^47,48^, or on the ablation of Nae1 at a later developmental stage^28^, thus precluding an assessment of the role of neddylation during earlier developmental timepoints.

Strikingly, our transcriptome analysis revealed that Nedd8-loss leads to a down-regulation of many genes encoding synaptic proteins. Most notably, we observed a strong decrease in vGlut1 expression, but a concomitant increase in vGlut2 expression upon Nedd8-deletion (Fig. 5 and Supplementary Data 2). This is consistent with previous studies linking reduced vGlut1 levels to neddylation defects^28,32,33^, and resonates well with the correlation of synaptic vGlut1 and vGlut2 levels with respective lower and higher transmitter release probability^44,45^. While the total number of synapses was not changed in Nedd8-KO neurons, the 60–70% reduction in vGlut1 levels (Fig. 5) was paralleled by a substantial decrease in the number of vGlut1-containing synapses, without changes in the sub-synaptic distribution of the remaining vGlut1 (Fig. 6). The vGlut1-loss in Nedd8-KO neurons is offset by a 50% increase in vGlut2 levels (Fig. 5), which likely compensates for the loss of vGlut1, explaining why mEPSC amplitudes, which are co-determined by SV filling, are not affected by Nedd8-loss (Supplementary Figs. 1 and 2).

In view of the fact that high synaptic vGlut2 levels are linked to increased P_vr_^44,45^, we tested the hypothesis that the increased vGlut2-vGlut1 ratio might be at the basis of the increased P_vr_ in Nedd8-KO neurons. This hypothesis was favored because VGCC function was unchanged in Nedd8-KO neurons (Fig. 3), and only slight changes in SV-VGCC coupling were observed (Fig. 4). However, neither re-expression of vGlut1 nor knock-down of vGlut2 in Nedd8-KO cells reverted the altered P_vr_ (Fig. 7). We currently attribute this to reduced endophilin1 levels in Nedd8-KO neurons, which are not restored by vGlut1 re-expression or vGlut2 knock-down (Fig. 7), because the effect of vGlut1 expression levels on the P_vr_ is known to be dependent on the presence of endophilin1^45,49^. In accord with this notion, the endocytotic regulator endophilin1 operates in release site clearance^50^ and has been linked to RRP maintenance and the support of sustained exocytosis^51^, which are compromised in Nedd8-KO neurons (Fig. 2).

To obtain deeper insight into the molecular mechanisms underlying deficits in Nedd8-KO neurons, we analyzed the neuronal transcriptome upon Nedd8 deletion. This approach was chosen to directly evaluate the impact of Nedd8-loss on the neuronal transcriptional landscape and to infer signaling events that can be linked to the physiological changes we have observed^52^. RNA-seq and differential expression analysis revealed an unexpected consequence of Nedd8 loss, characterized by a strong decrease in the expression of genes encoding synaptic proteins, especially when considering the overall upregulation of the rest of the transcriptome. After stringent filtering, 77% of all transcriptomic changes reflected an upregulation of gene expression upon Nedd8-loss (Fig. 5A). The subset of affected SynGO genes behaved very differently, with half upregulated and the other half downregulated, indicating that Nedd8-deletion strongly reduces the expression of genes encoding synaptic proteins, whereas the rest of the transcriptome is mainly upregulated.

Gene ontology and pathway analysis showed that upregulated genes represent a broad range of pathways that are not necessarily interconnected (Supplementary Fig. 4). In contrast, genes downregulated upon Nedd8-depletion represented a more restricted functional spectrum, with glutamatergic synapses, glutamatergic signaling, neuronal development, synaptic vesicle cycle, and synaptic plasticity featuring prominently (Supplementary Fig. 3). In particular, we found an imbalance in the vGlut1:vGlut2 expression ratio, which reflects the maturation of glutamatergic neurons. As neuronal morphology was only moderately affected while glutamatergic synaptic features showed strong changes upon Nedd8-loss, it appears that blocking neddylation impacts glutamatergic neurons quite specifically rather than neurodevelopment in general. Overall, our data reveal a previously unknown role of neddylation in regulating the transcriptional landscape in neurons, with a strong influence on genes involved in excitatory synaptic signaling.

Given the substantial transcriptomic changes caused by Nedd8-depeletion, the phenotypes we observed in Nedd8-KO neurons, including morphological changes and increased transmitter release probability, likely represent the final manifestations of a defined but complex Nedd8-dependent remodeling of the transcriptional landscape. This, in turn, is most likely linked to the function of cullins, which are the predominant Nedd8 substrates, part of the major class of cullin-RING E3 ubiquitin ligases, and involved in a broad range of biological processes, including cell growth, development, signal transduction, transcriptional control, and genome integrity^53,54^.

As mentioned above, the differentiation of glutamatergic neurons entails a switch from vGlut2 to vGlut1 expression as the neurons mature^55^. In view of this, the increased vGlut1:vGlut2 ratio we observed in glutamatergic Nedd8-KO neurons might reflect defects in the differentiation and maturation program of these cells. Indeed, our transcriptome analysis revealed elevated levels of transcription factors found in neural progenitors (*Pax6*, *Sox2*, Supplementary Fig. 5), and decreased levels of markers for neural commitment (*NeuroD1*, *NeuroD2*, *NeuroG2*, *Trb1*, Supplementary Fig. 5)^11,12^. In general accord with the notion above, neddylation was reported to contribute to the regulation of neurogenesis and cell fate identity. For instance, Nae1 ablation in neuronal progenitor cells leads to severe morphological defects, likely due to impaired neurogenesis and neuronal differentiation^56^. Furthermore, Nae1 deletion in Schwann cells causes severe alterations in differentiation pathways, ultimately leading to peripheral neuropathies^57^.

Altogether, our study shows that neddylation plays a key role in the differentiation and function of glutamatergic neurons. Our data indicate that Nedd8-ablation in young, post-mitotic, glutamatergic neurons causes alterations in the coordinated expression, activation, or homeostasis of developmental transcription factors that control neuronal differentiation, leading to aberrant transcriptional control and defects in the development of a mature glutamatergic neuronal phenotype. This becomes manifest in multiple ways, including increased vGlut2 expression level, reduced vGlut1 and endophilin1 expression levels, reduced dendrite complexity, and an increased probability of neurotransmitter release, partly due to altered coupling between SVs in the RRP and VGCCs.

## Methods

### Materials availability

The material described in this study is available upon request. This includes antibodies, DNA constructs or mouse lines.

### Animals

Generating *Nedd8* mouse mutant using CRISPR/Cas9 gene editing.

The Nedd8cKO knock-out mouse line was generated by site-directed CRISPR-Cas9 mutagenesis (LAVES Animals Protocol Permit 33.19-42502-04-19/3265). Superovulated FVB/N females were mated with FVB/N males, and fertilized eggs collected. In-house prepared CRISPR reagents (hCas9_mRNA, sgRNAs, preformed Cas9_sgRNA RNP complexes, and the dsDNA (HDR fragment) used as a repair template with the required two loxP insertions) were microinjected into the pronucleus and the cytoplasm of zygotes at the pronuclear stage using an Eppendorf Femtojet. Importantly, all nucleotide-based CRISPR-Cas9 reagents (sgRNAs and hCAS9_mRNA) were used as RNA molecules and were not plasmid-encoded, reducing the probability of off-target effects, due to the short live of RNA-based reagents^58,59^. The sgRNAs targeting the *Nedd8* Intron1 (201 bp upstream Exon2) and Intron3 (127 bp downstream Exon3) were selected using the guide RNA selection tool CRISPOR^60,61^. 

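In the GRCm39 annotation, *Nedd8* lies on the minus strand of chromosome 14 with 4 exons in the transcript used here. Exon 1 spans 55909252 to 55909665, exon 2 55901269 to 55901316, exon 3 55900872 to 55900954 and exon 4 55899715 to 55900082. The position 201 bases upstream of exon 2 is 55901517, in intron 1. With 20 bases on each side, the gene's strand reads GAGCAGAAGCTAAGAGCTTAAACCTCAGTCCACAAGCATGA there. The position 127 bases downstream of exon 3 is 55900745, in intron 3, where the gene's strand reads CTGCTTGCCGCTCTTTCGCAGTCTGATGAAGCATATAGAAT. These positions were computed from the stated distances, not from guide sequences, and bound 771 bases. Exons 2 and 3 hold 131 of the 913 bases of the transcript (14.3%) and 53.9% of its 243 coding bases.

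**Figure D5:**
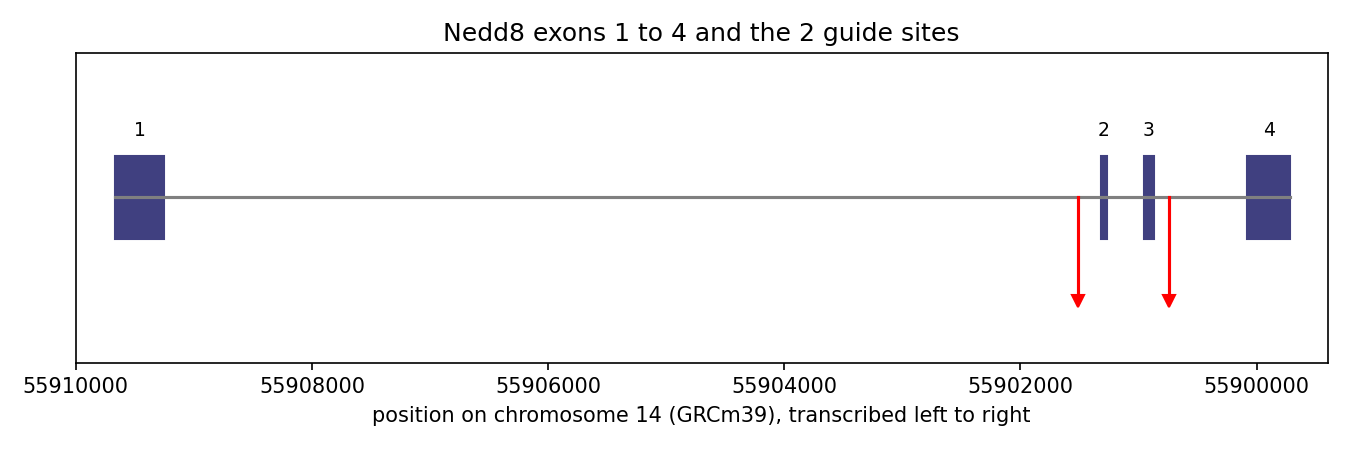
Exons 1 to 4 of *Nedd8* along chromosome 14 of GRCm39 in base positions, transcribed from left to right. Red arrows mark 55901517 in intron 1 and 55900745 in intron 3, on either side of exons 2 and 3.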

The correct site-specific insertion of the HDR fragment was confirmed by localization PCR with primers upstream and downstream of the HDR sequence, followed by cloning of the obtained PCR products and sequencing of the obtained clones. The new line was designated Nedd8^em1Bros^. All oligonucleotide sequences are listed in Supplementary Data 1.

Mice were bred in the animal facility of the Max Planck Institute for Multidisciplinary Sciences (MPI-NAT, City Campus). Nedd8cKOs were classified as unburdened and showed no signs of pathogens, according to standard ethical guidelines. Animals were killed via cervical dislocation. We have complied with all relevant ethical regulations for animal use and received ethical approval from the Niedersächsisches Landesamt für Verbraucherschutz und Lebensmittelsicherheit (LAVES). Mouse maintenance and breeding were performed with permission of the LAVES. Animals were kept in ventilated cages (TYPE III, 800 cm2) at 21 ± 1 °C, 55% relative humidity and under a 12 h/12 h light dark cycle in specific pathogen-free conditions. Cages were changed once a week. Animals received *ad libitum* access to autoclaved food and water and were provided with bedding and nesting material. Animals’ health was controlled daily by caretakers and a veterinarian. Health monitoring was done quarterly according to FELASA recommendations, with NMRI sentinels or animals from the respective colony. The sex of neonatal animals used for experiments was not checked.

### Genotyping strategy

For genotyping, genomic DNA (gDNA) was isolated from tail biopsies using a genomic DNA isolation kit (Nexttec, #10.924).

For the location PCR, 20 μL reactions were prepared using 1 μL clean gDNA (15–80 ng), 4 µL PrimerSet (4 pmol final each), 4 µL 5X Reaction Buffer (Finnzymes #F-524), 0.4 µL PhireHot-Start II Taq DNA Polymerase (Finnzymes #F-122L), 1 µL 10 mM dNTPs (Bioline #DM-515107), 4 µL Hi-Spec Additive (Bioline #HS-014101) and 5.6 µL H2O. Thermocycler parameters: 98 °C for 5 min, (98 °C for 45 s, 64 °C for 30 s, 72 °C for 60 s) repeated for 34 cycles, final step at 72 °C for 10 min.

For the diagnostic routine genotyping PCR, 20 μL reactions were prepared using 1 μL clean gDNA (15–80 ng), 4 µL PrimerSet (4 pmol final each), 4 µL 5X Reaction Buffer (Biozym #331620XL), 0.2 µL Hot-Start Taq DNA Polymerase (Biozym #331620XL), 1 µL 50 mM MgCl2 (AGCTLab stock) and 9.8 µL H2O. Thermocycler parameters: 96 °C for 3 min, (94 °C for 30 s, 62 °C for 60 s, 72 °C for 60 s) repeated for 32 cycles, final step at 72 °C for 7 min.

Primer sequence and fragment size information: Location PCR to confirm the site-specific insertion

Primer information: 38438 5’-CTAGGCCAAGTGTGGTGTTTGTGGT-3’; s_Up_HDR1_Nedd8-cKO location PCR; 38445 5’-AATCCCAGCAGACAAATCCATGTGA-3’; as_Down_HDR1_Nedd8-cKO location PCR

Fragment sizes: Nedd8_WT = 2983 bp (38438_38445_2983bp); Nedd8_cKO_floxed = 3051 bp (38438_38445_3051bp)

Routine genotyping diagnostic PCR:

Primer information: 38447 5’-CGTATTTAATTTGGAGCTTACCGTT-3’; Sense2_Nedd8_UpExon2; 38448 5’-GCAAAGATGGCGTAAGTCCCACA-3’; Asense3_Nedd8_UpExon2; 38450 5’-GGCACCTGTACTCAAGCGTA-3’; Asense_Nedd8_DownExon3

Fragment sizes: Nedd8_UpEx2_WT = 302 bp (38447_38448_302bp; Nedd8_cKO_LoxP1 = 336 bp (38447_38448_336bp); Nedd8_KO = 388 bp (38447_38450_388bp), after Cre recombination

### Cell lines

HEK293-FT were kept in DMEM medium (Gibco) containing 10% FBS and antibiotics (Gibco, 100 μ/ml Penicillin, 100 μg/ml streptomycin, and 500 µg/ml gentamycin) at 37 °C with 5% CO_2_.

### Primary hippocampal neuron culture

Continental cultures of primary hippocampal neurons were performed as described^19^. Hippocampi were dissected from homozygous Nedd8cKO P0 mice. The tissue was digested in a solution containing 1 mM CaCl_2_, 0.5 mM EDTA, 1.65 mM l-cysteine in DMEM (Gibco) for 1 h at 37 °C under agitation (450 rpm). Digestion was stopped via a 15 min incubation at 37 °C in DMEM supplemented with 10% heat-inactivated fetal bovine serum (FBS, Gibco), 2.5 mg albumin, and 2.5 mg/ml trypsin inhibitor. The tissue was washed twice with NBA medium (NBA, Gibco) containing, 2% B27 (Gibco), 2mM Glutamax (ThermoFisher), 100 U/ml of penicillin and 100 mg/ml of streptomycin (ThermoFisher). Careful trituration was performed manually in 100 µL of the same medium. Once the tissue was dissociated, the supernatant was plated onto 60 mm Petri dishes (CytoOne) previously coated with Poly-L-Lysine (Sigma) at an approximate density of 200.000 cells/well (two hippocampi). The medium was replaced the next day. Cultures were kept at 37 °C with 5% CO_2_.

### Primary autaptic culture

Primary autaptic neuronal cultures and astrocyte micro-island cultures were performed as previously described^62^. Briefly, hippocampi were dissected from homozygous Nedd8cKO P0 animals. Tissue digestion, washing and trituration steps were performed as described above for primary continental cultures. Neurons were plated on 6-well astrocyte micro-island plates at a density of 4.000 cells/well. Plates were kept in the NBA media containing Neurobasal A medium (Gibco), 2% B27 (Gibco), 2mM Glutamax (ThermoFisher), 100 U/ml of penicillin, at 37 °C and 5% CO_2_.

### Virus production

Lentivirus production was performed as previously described^63–66^. In brief, HEK293-FT (Thermo) cells grown in DMEM medium containing 10% FBS and antibiotics (100 µ/ml Penicillin, 100 μg/ml streptomycin, and 500 µg/ml gentamycin) with an 80–90% confluency were transfected with 20 µg of pVSVG packaging and pCMV delta R8.9 envelope constructs, and 40 µg of lentivirus construct expressing under the Synapsin1 promoter under the Synapsin1 promoter either red fluorescent protein (RFP) or CRE-recombinase tagged with an RFP protein (CRE). Transfection was performed using Lipofectamine 2000 (Thermo Scientific). After 6 h, the medium was changed to Optimem (Gibco) supplemented with 2% FBS, penicillin 100 µ/ml, Streptomycin 100 µ/ml, 2mM of Glutamax and 10 mM sodium butyrate. After 46–48 h, the cell supernatant was centrifuged at 2.000 rpm for 5 min at 4 °C and then filtered using a 0.45 µm filter (Merck). Viral particles were filtered and washed with Optimem once and twice with 1x tris-buffered saline (TBS) using a 100 kDa Amicon centrifugal filter (Millipore) via a series of centrifugation at 3.500 rpm for 10 min at 4 °C. Viral particles were concentrated to a final volume of 500 µL, and aliquots of 50 µL were snap frozen in liquid nitrogen. vGlut1 and vGlut2 rescue viral constructs, as well as empty control constructs, were provided by the Viral Core Facility of Charité Universitätsmedizin Berlin.

### Electrophysiology

Whole-cell patch-clamp recordings were performed in autaptic excitatory hippocampal neurons at DIV10-12. All recordings were done using a HEKA EPC-9USB amplifier controlled by PatchMaster software (Version 2×90.3, HEKA electronics), the recording rate was 10 kHz, and R_series_ up to 10 MΩ with 50% compensation. The membrane potential of excitatory neurons was set to − 70 mV in voltage-clamp configuration and depolarized to 0 mV to induce action potentials. For synaptic properties, the extracellular solution contained (mM); 140 NaCl, 2.4 KCl, 10 HEPES, 10 Glucose, 4 CaCl_2_, 4 MgCl_2_, pH 7.6. Microelectrodes were fabricated from borosilicate glass pipettes using a micropipette puller (P-27, Sutter Instrument) and filled with intracellular solution containing (mM) 136 KCl, 17.8 HEPES, 1 EGTA, 4.6 MgCl_2_, 4 NaATP, 0.3 Na_2_GTP, 15 creatine phosphate, and 5 µ/ml phosphocreatine kinase osmolarity 315–320 mOsmol/L, pH 7.4. Pipette resistances were around ∼ 2–4 MΩ. Excitatory post-synaptic currents (EPSC) were recorded using frequencies of 0.2, 10 and 40 Hz. The release of vesicles from the readily releasable pool (RRP) was triggered by application of a hypertonic 0.5 M sucrose solution. Estimation of the size of the RRP was obtained from the hypertonic sucrose treatment and back extrapolation of the cumulative EPSC from 40 Hz trains of action potential^67^. Miniature EPSC (mEPSC) were recorded under 300 mM tetrodotoxin (TTX, Tocris) treatment, and for post-synaptic responses, 100 µM Glutamate (Sigma) or 3 µM γ-aminobutyric acid (GABA) (Sigma) solutions were used. The paired-pulse ratio was calculated from the 40 Hz train stimulus and is the ratio of the peak amplitudes of the second and first responses. For calcium channel sensitivity studies, the extracellular solution contained (mM) 140 TEA-Cl, 2.5 CsCl, 10 CaCl_2_, 1 MgCl_2_, 10 HEPES, 10 glucose, Osmolarity 310 mOsm, pH 7.3; and the intracellular solution contained 130 CsCl, 10 HEPES, 2 CaCl_2_, 10 EGTA, 5 MgATP, Ph 7.3. 10 µM Nimodipine (Alomone Labs) or 0.2 µM ω-Agatoxin (Alomone Labs) (L-type and P/Q-type calcium channel blocker, respectively) were used to block specific calcium channels. For synaptic vesicle coupling studies, 100 µM EGTA-AM (Invitrogen) was used. Infected neurons were distinguished by a nuclear RFP signal that was visualized using an inverted microscope (Zeiss). Data were analyzed using AxoGraph software (Version 1.5.4., Axograph Scientific).

### Western blot

Neuronal cultured were lysed in lysis buffer containing 20 mM Tris Base, 150 mM NaCl, 1% Triton X-100 (Roche), and protease inhibitors (0.5 µg/ml aprotinine, 0.2 mM phenylmethylsulfonyl fluoride, 1 µg/ml leupeptine, 20 mM N-ethylmaleimide), pH 7.4–7.6. For storage, samples were snap-frozen in liquid nitrogen and kept at − 80 °C. SDS-PAGE was performed using self-made 10% acrylamide gels, or commercial, pre-casted 4–12% Bis-Tris gels (Thermo Scientific). Samples were sonicated, and protein concentration was determined using the Bradford assay (Biorad). Samples were heated for 5 min at 95 °C, or for 20 min 65 °C, shortly before loading. Gel migration was performed in a buffer containing 5 mM MOPS, 5 mM Tris Base, 0.01% SDS, 0.1 mM EDTA, pH 7.7. Proteins were transferred to nitrocellulose membranes (Cytiva) using a buffer containing 192 mM Glycine, 25 mM Tris Base, and 20% Methanol. Total protein content was visualized using the Memcode reversible protein staining kit (Thermo Scientific). Primary and secondary antibody incubation of the membrane were performed in 1x PBS supplemented with 5% milk (Frema) and 0.1% Tween 20 (PBS-T) following standard procedure. Signal was revealed using enhanced chemiluminescent (GE Healthcare), and signals were detected with an ECL Chemostar Imager (Intas Science Imaging) and analyzed with Fiji (NIH). Quantification was performed by normalizing the signal in each lane with its respective Memcode signal.

### RNA isolation, RNA-sequencing, and analysis

The continental culture of primary hippocampal neurons aged for 13 days were subjected to TRIzol-RNA extraction following the manufacture protocol (Zymo). RNA quality was assessed by measuring the RNA integrity number (RIN) using a Fragment Analyzer HS Total RNA Kit (Advanced Analytical Technologies, Inc.). Library preparation for RNA-Seq was performed in the STAR Hamilton NGS automation using the Illumina Stranded mRNA Prep, Ligation (Cat. N°20040534 and the Illumina RNA UD Indexes Set A, Ligation, 96 Indexes, 96 Samples Cat. N°20091655), starting from 300 ng of total RNA. The size range of the final cDNA libraries was determined by applying the SS NGS Fragment 1- to 6000-bp Kit on the Fragment Analyzer (average 340 bp). Accurate quantification of cDNA libraries was performed by using the QuantiFluor™ dsDNA System (Promega). cDNA libraries were amplified and sequenced by using an S4 flow cell NovaSeq6000; 300 cycles, 25 Mio reads/sample from Illumina.

#### Raw read & quality check

Sequence images were transformed with BaseCaller Illumine Software to BCL files and demultiplexed to fast files with bcl2fastq v2.20.0.422. The sequencing quality was asserted using FastQC v.0.11.5 software (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/)^68^.

#### Mapping and normalization

Sequences were aligned to the reference genome Mus musculus (GRCm39 version 110, https://www.ensembl.org/Mus_musculus/Info/Index) using the RNA-Seq alignment tool (version 2.7.8)^69^, allowing for 2 mismatches within 50 bases. Subsequently, read counting was performed using featureCounts^70^. Read counts were normalized in the R/Bioconductor environment (version 4.3.1) using the DESeq2^71^ package version 1.40.2.

#### PCA and other quality checks

Principal component analysis (PCA) was performed using the sklearn Python library (version 1.3.1) (Supplementary Fig. 2B. 1). The total gene count box plot displays gene expression levels in each of the samples analyzed Supplementary Fig. 2B. The horizontal line inside each box represents the median gene expression. The box itself encompasses the interquartile range, covering from the 25th to the 75th percentile. The whiskers extend to the 10th percentile on the lower end and the 90th percentile on the higher end. Any points outside the whiskers, particularly those above the 90th percentile, are shown as individual circles. The plot uses color to differentiate between conditions, with red indicating the ‘CRE’ condition and green representing the ‘RFP’ condition. After PCA and gene count analysis, two samples were removed from the differential analysis: Nedd8Cre1-3 and Nedd8Cre3-3.

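Nedd8Cre3-3 had 13773 genes with at least 1 count and Nedd8Cre1-3 had 17520. Mitochondrial genes took 1.83% of the counts in Nedd8Cre3-3, 0.261% in Nedd8Cre1-3 and 3.44% in Nedd8RFP2-4, against 7.00 to 11.1% in the other 20 libraries. In the same 3 libraries the log2 ratio of a gene's level to its level in the other libraries rose with the GC content of the gene. The Spearman correlation across 13021 genes was 0.594 in Nedd8Cre3-3, 0.78 in Nedd8Cre1-3 and 0.612 in Nedd8RFP2-4, against -0.312 to 0.221 in the other 20. Genes are not independent replicates. Nedd8RFP3-2 held 24.2% of its counts on the ribosomal RNA gene *Rn18s-rs5*, Nedd8Cre1-3 5.86%, Nedd8Cre3-3 4.77% and Nedd8RFP2-4 1.36%, against 0.856 to 4.06% in the other 19. Principal component 1 held 37.1% of the variance over all 23 libraries and did not separate CRE from RFP libraries. It held 32.8% over the 21 libraries of Supplementary Data 7 and 37.0% over the 21 libraries left by Methods, and separated the groups in both. Over the Supplementary Data 7 libraries the separation was narrow, with Nedd8Cre3-4 at a score of 3.83 and Nedd8RFP2-4 at -4.83. The most extreme library there was Nedd8Cre1-3, at 127.8. The paper's differential expression table has 21711 genes, of which 1998 were used here. For 1979 of them, the mean normalized count over the Supplementary Data 7 libraries was 1.0000 times the paper's mean (median over genes), and over the libraries left by Methods 0.983 times.

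**Figure D6:**
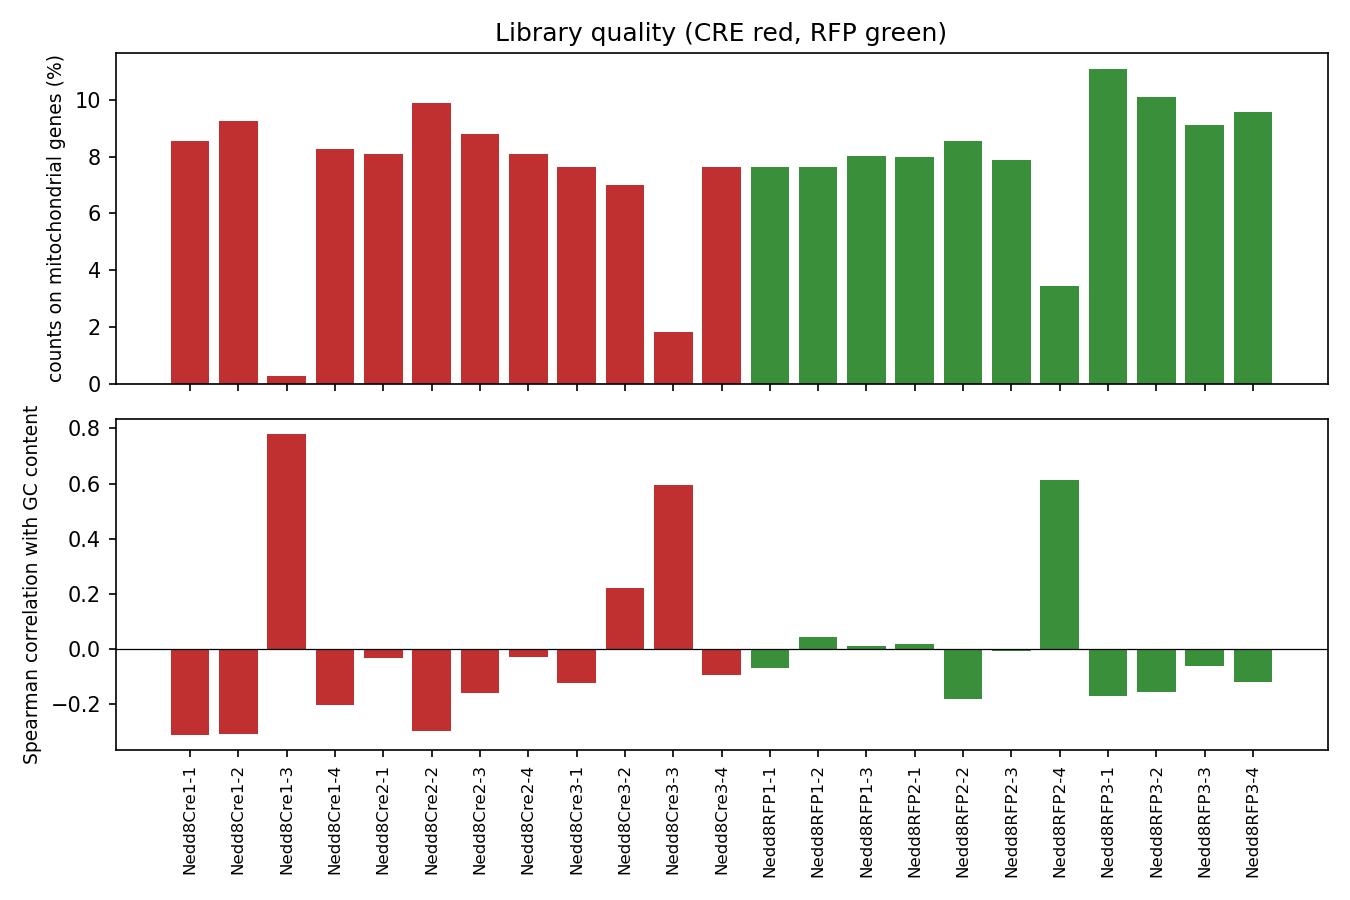
Percent of counts on mitochondrial genes, and Spearman correlation across genes of the log2 ratio with GC content, in each of the 23 libraries, CRE red and RFP green. Nedd8Cre1-3, Nedd8Cre3-3 and Nedd8RFP2-4 have the lowest mitochondrial percentages and the highest correlations.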

#### Differential expression and pathway enrichment analysis

Differential expression analysis was performed using PyDESeq2, a Python implementation of DESeq2 method^71,72^ (version 0.4.4). Pathway enrichment was done with GSEA method^73^ using blitzgsea library (version 1.3.42)^74^. The calculation of the score in pathway analysis was done as previously described^75^.

### Real time quantitative PCR (RT-qPCR)

Continental cultures of DIV13 primary hippocampal neurons were subjected to TRIzol-RNA extraction according to the manufacturer’s protocol (Zymo). RNA extraction and purification were performed using the Direct-zol RNA microprep Kit (Zymo) according to the manufacturer’s instructions. Reverse transcription was performed with 500 ng of total RNA using SuperScript III Reverse Transcriptase (Invitrogen) according to the manufacturer’s instructions. qPCR was performed with a Mic qPCR Cycler (Bio Molecular Systems). All genes were analyzed using Power SYBR™ Green PCR Master Mix (Applied Biosystems). For each reaction, 1 µL of cDNA, 2 pmol/µL of primers, and 16 µL of SYBR Green Master Mix were used. All genes were tested in duplicate. For the analysis, all the Ct values were standardized to the Ct of *Gapdh* and *Ubc*, and normalized to the levels of the RFP condition. The list of primers used for RT-qPCR is available in Supplementary Data 1.

### Immunostaining and confocal microscopy

DIV12-13 autaptic hippocampal neurons were fixed with 4% paraformaldehyde (PFA) prepared in 1x phosphate-buffered saline (PBS) for 10 min. All steps were done at room temperature. Neurons were washed three times with 1x PBS and quenched for 10 min with 50 mM Glycine in 1x PBS. Neurons were permeabilized in 1 x PBS containing 0.1% Triton X-100 (Roche), 2.5% goat serum (GS) (Gibco) for 30 min. Cells were washed in 1 x PBS supplemented with 2.5% GS and incubated with primary antibodies diluted in the same solution for 1 h. Neurons were washed and incubated with secondary antibodies for 45 min in darkness. Coverslips were washed in 1x PBS and mounted on slides using Aqua-Poly Mount (Polysciences) medium and stored at 4 °C until image acquisition. Images were obtained with a SP8 confocal Leica microscope (Leica Microsystems), 63x immersion objective (NA 1.4), 12-bit image depth, step size of 0.3 µm, and resolution of 1232 × 1232 corresponding to a pixel size of 149.9 nm. Synapse counting, Sholl analysis and total dendrite length were calculated using Imaris software (Version 9.9.1, Oxford Instruments). Representative images were processed using Fiji (Version 2.14.0/1.54 f, NIH).

### STED microscopy and analysis

DIV12 autaptic hippocampal neurons were fixed with 4% PFA for 45 min and then quenched using 100 mM NH_4_Cl in 1 x PBS for 20 min. All steps were done at room temperature. Cells were washed twice in 1 x PBS and incubated in a blocking solution containing 2.5% bovine serum albumin (BSA, Biomol) and 0.1% Triton X-100 (Roche) in 1 x PBS. Neurons were incubated with nanobodies against vGlut1-AZD568 (Nanotag), PSD95-STAR635 (Nanotag), and Synaptotagmin1-ATTO488 (Nanotag) in a 1:100 dilution in blocking solution. Coverslips were washed twice in 1 x PBS and mounted on slides using Mowiol (Carl Roth). Image acquisition was done using an Abberior Expert line setup (Abberior Instruments) with an IX83 microscope (Olympus), with a 100x immersion objective (1.4 NA). Excitation of STAR635 was performed with a 640 nm laser (5% of max. power) and detected with an avalanche photodiode (APD) laser (range 650–720 nm). For AZD568, excitation was done using a 580 nm laser (30% of max. power) and detected with an APD laser (range 605–625 nm). For both STAR635 and AZD568, depletion was achieved with a 775 nm depletion laser (20% and 60%, respectively). Excitation of ATTO488 was achieved with a 488 nm laser (4% of max. power) and detected with an APD laser (range 525–575 nm). For ATTO488, a solid-state 595 nm depletion laser (10% of max. power) was used. For each neuron, 2–5 regions of interest were selected and imaged using confocal and STED microscopy. Pixel sizes were 200 and 20 nm for confocal and STED, respectively, dwell times 8–10 µs, and lines accumulation of 3–5 for STED. The analysis was performed using MATLAB (Version R2022b, The Mathworks, Inc.). Synapses were identified automatically, using a band-pass filter procedure, which revealed the synapse-sized spots in the different channels. Spots of less than 9 pixels were removed, being considered to be noise events. All synapse images from one experiment were then automatically rotated and oriented to display the postsynaptic density in the center, and the presynapse to the left. Line scans were generated across the synapses, and the intensities in the different channels were measured and displayed. Representative images were processed using Fiji (Version 2.14.0/1.54 f, NIH).

### Ultrastructural analysis of Nedd8-deficient synapses

#### Primary hippocampal neuron culture

For electron microscopy experiments, neuronal monolayer cultures from P0 Nedd8-cKO mice were grown directly on carbon- and PDL-coated 6 mm sapphire disc freezing substrates (Wohlwend). Sapphire discs were mounted on 18 mm glass coverslips using Matrigel and placed in a 12-well plate for UV sterilization for 1 h at RT. Hippocampi were prepared as described above in this section. Cultured neurons were vitrified by high-pressure freezing and processed for ultrastructural analysis at DIV13.

#### High pressure freezing, freeze-substitution, and ultramicrotomy

Sapphire discs with neurons were infected at DIV1 with lentiviral constructs designed to express Cre-recombinase and RFP, or RFP alone (negative control). At DIV 13, infected neurons underwent three washing steps in pre-warmed (37 °C) conditioned medium before rapid cryofixation using an EM ICE high-pressure freezer (Leica) and subsequent storage in liquid nitrogen. Semi-automated freeze-substitution was performed using an AFS2 device (Leica) equipped with customized aluminum sapphire disc revolvers, and samples were subsequently embedded in epoxy resin according to previously published protocols^76,77^. Sapphire discs were separated from polymerized samples with a razor blade, and resin block-faces were trimmed with an EM TRIM high-speed milling device (Leica) in preparation for ultramicrotomy. A 35° Ultra-Semi diamond knife (Diatome) mounted on a UC7 ultramicrotome (Leica) was used to cut 250 nm-thick sections onto formvar-coated copper parallel line grids (Gilder; G100P-Cu). Mounted sections were coated on both surfaces with Protein A-conjugated 10 nm gold fiducial particles (Cell Microscopy Core Products, University Medical Center Utrecht, The Netherlands) in preparation for 3D ultrastructural analysis using transmission electron tomography.

#### Electron microscopy

Synapses were identified and selected for 3D ultrastructural analysis in tiled overviews acquired at 5000 x magnification using a 200 kV Talos F200C G2 scanning/transmission electron microscope equipped with a 16 MP Ceta CMOS camera (Thermo Scientific) and SerialEM software (*IMOD* Software Package^78^). Tilt series ( ± 60° tilt range; 1° tilt increments) were acquired at 36000 x (unbinned pixel size = 0.4 nm) magnification from orthogonal axes using a Model 2040 dual-axis specimen holder (Fischione). Tomograms were generated from tilt-series using Gaussian filtering and a weighted back-projection algorithm implemented using *Etomo* software (IMOD software package^79^). Presynaptic vesicles were initially segmented using SynapseNet^80^ as perfect spheres and then proof-read using 3dmod software (*IMOD Software PackMastronadeage*^79^). Active zones were segmented manually on every 3^rd^ tomographic slice. Segmented data were analyzed using *mtk* and *imodinfo* programs in conjunction with a customized Python script to quantify the relative spatial distribution of presynaptic vesicles (i.e., closest approach to active zone release sites), their size (i.e., SV diameter) and clustering characteristics (i.e., intervesicular nearest-neighbor distances), respectively.

#### Statistical analysis and reproducibility

All statistical analyses were performed using GraphPad Prism software (Version 10.3.0., GraphPad). Normal distribution was determined using D´Agostino-Pearson or Shapiro-Wilk normality tests. Statistical analysis was performed using a Kruskal-Wallis and Dunn´s multiple comparison test, unpaired *t* test, Welch’s test, or Mann-Whitney tests. For graphs, data are shown as mean ± SEM. For all figures, statistically significant differences are denoted in graphs with * standing for *p*-value, where * refers to *p* < 0.05, ** to *p* < 0.01, *** to *p* < 0.001, and **** to *p* < 0.0001. N refers to the number of animals or biological replicates, and n corresponds to the number of cells. N and n are indicated in the legends.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of additional supplementary file

Supplementary data 1

Supplementary data 2

Supplementary data 3

Supplementary data 4

Supplementary data 5

Supplementary data 6

Supplementary data 7

Reporting Summary

Transparent Peer Review file

## Data Availability

RNA-seq data are accessible under the GSE269898 and are publicly available as of the date of publication. All numerical data are available in Supplementary data files 2–7. Supplementary Data 1 entails the list of Key resources reagents (antibodies, oligonucleotides). Supplementary Data 2 entails the list of differentially expressed genes upon KO of Nedd8. Supplementary Data 3 entails all the numerical data for the Sholl analysis (Fig. 1D–G), confocal and STED imaging (Figs. 1H, 6A, F). Supplementary Data 4 entails all the numerical data for electrophysiological recordings (Figs. 2, 3, 4, 7A–F). Supplementary Data 5 entails all numerical data regarding the analysis of the RNA-seq (Figs. 5B, C, 7H and Supplementary Fig. 2D, 5B–G), Western blot (Figs. 1B, 5F, G, 7I, K) and qPCR experiments (Figs. 5D, E, 7H and Supplementary Fig. 2E, 5H–M). Supplementary Data 6 entails all numerical data for Supplementary Fig. 1. Supplementary Data 7 entails all numerical data for supplementary Figs. 2, 3 and 4. All original, uncropped blots can be found in Supplementary Fig. 6. All data and supplementary data described in this study will be shared upon reasonable request to the lead contact. Any additional information required to reanalyze the data reported in this work is available from the lead contact upon request.

# Supplementary material for: Neddylation regulates the development and function of glutamatergic neurons
**Source:** Commun Biol. 2025 Sep 9;8:1338. doi: 10.1038/s42003-025-08680-x
**Supplement:** Supplementary file 1 — Supplementary Information

Neddylation regulates the development and function of glutamatergic neurons

Josefa Torres^1^, Zehra Vural^1^, Maksims Fiosins^2^, Valentin Schwarze^1^, Inés Hojas-García-Plaza^1^, Fritz Benseler^1^, Stefan Bonn^2^, Silvio O. Rizzoli^3^, Benjamin H. Cooper^1^, JeongSeop Rhee^1^, Nils Brose^1^, Marilyn Tirard^1^

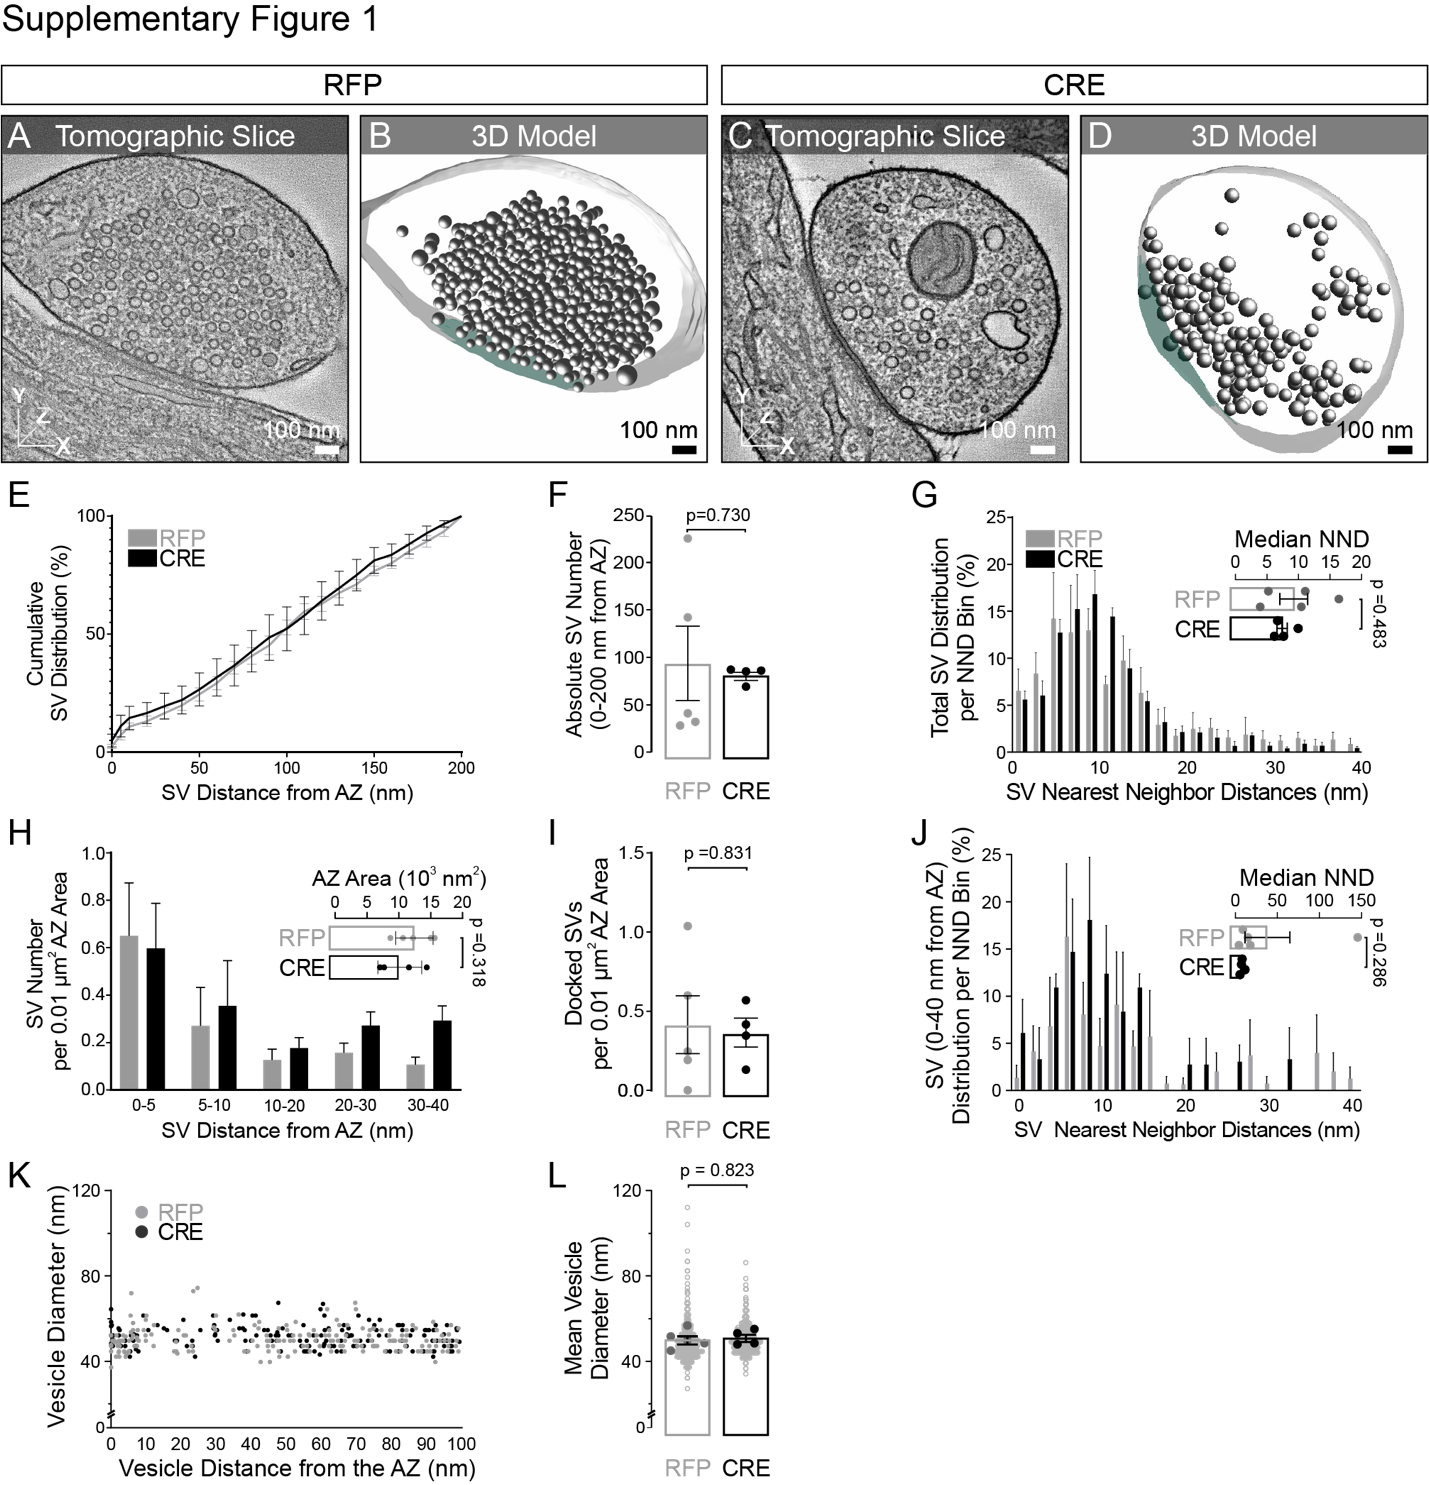

## Supplementary Figure 1: Comparative 3D ultrastructural analysis of Nedd8-deficient (CRE) and littermate control (RFP) synapses.

## A and B. Tomographic slices through representative control (A, RFP) and Nedd8-deficient (C, CRE) presynaptic boutons. B and D. Corresponding 3D models. The AZ is marked in light green. Scale bar: 100 nm.

E. Cumulative plot depicting the relative SV distribution within 0-200nm of the AZ.

F. Scatter plot indicating total SV number quantified within 0-200 nm of the AZ. p=0.730 via Mann-Whitney test.

G. Histogram showing the distribution of inter-vesicular nearest-neighbor distances (NND) quantified from all reconstructed SVs (bin size=2 nm). NND values exceeding the 0-40 nm range were not plotted. Inset graph depicts median NND values. p=0.483 with Welch’s t-test.

H. Histogram showing the spatial distribution of SVs within 0-40 nm of the AZ. Values were normalized to corresponding AZ areas. Inset graph depicts AZ areas quantified for the two conditions. p=0.318 with unpaired t-test.

I. Scatter plot indicating the number of docked SVs normalized to AZ area. p=0.831 with unpaired t-test.

J. Histogram showing the distribution of inter-vesicular nearest-neighbor distances (NND) for SVs within 0-40 nm of the AZ. Inset graph depicts median NND values quantified for the two conditions. p=0.286 with Mann-Whitney test.

K. Scatter plot relating SV diameters with respect to the spatial SV distribution within 0-100 nm of the AZ.

L. Scatter plot indicating mean SV diameter for all SVs reconstructed within the presynaptic subvolume. p=0.823 with unpaired t-test.

n=5 tomograms for RFP (control); n=4 tomograms for CRE (Nedd8 deficient).

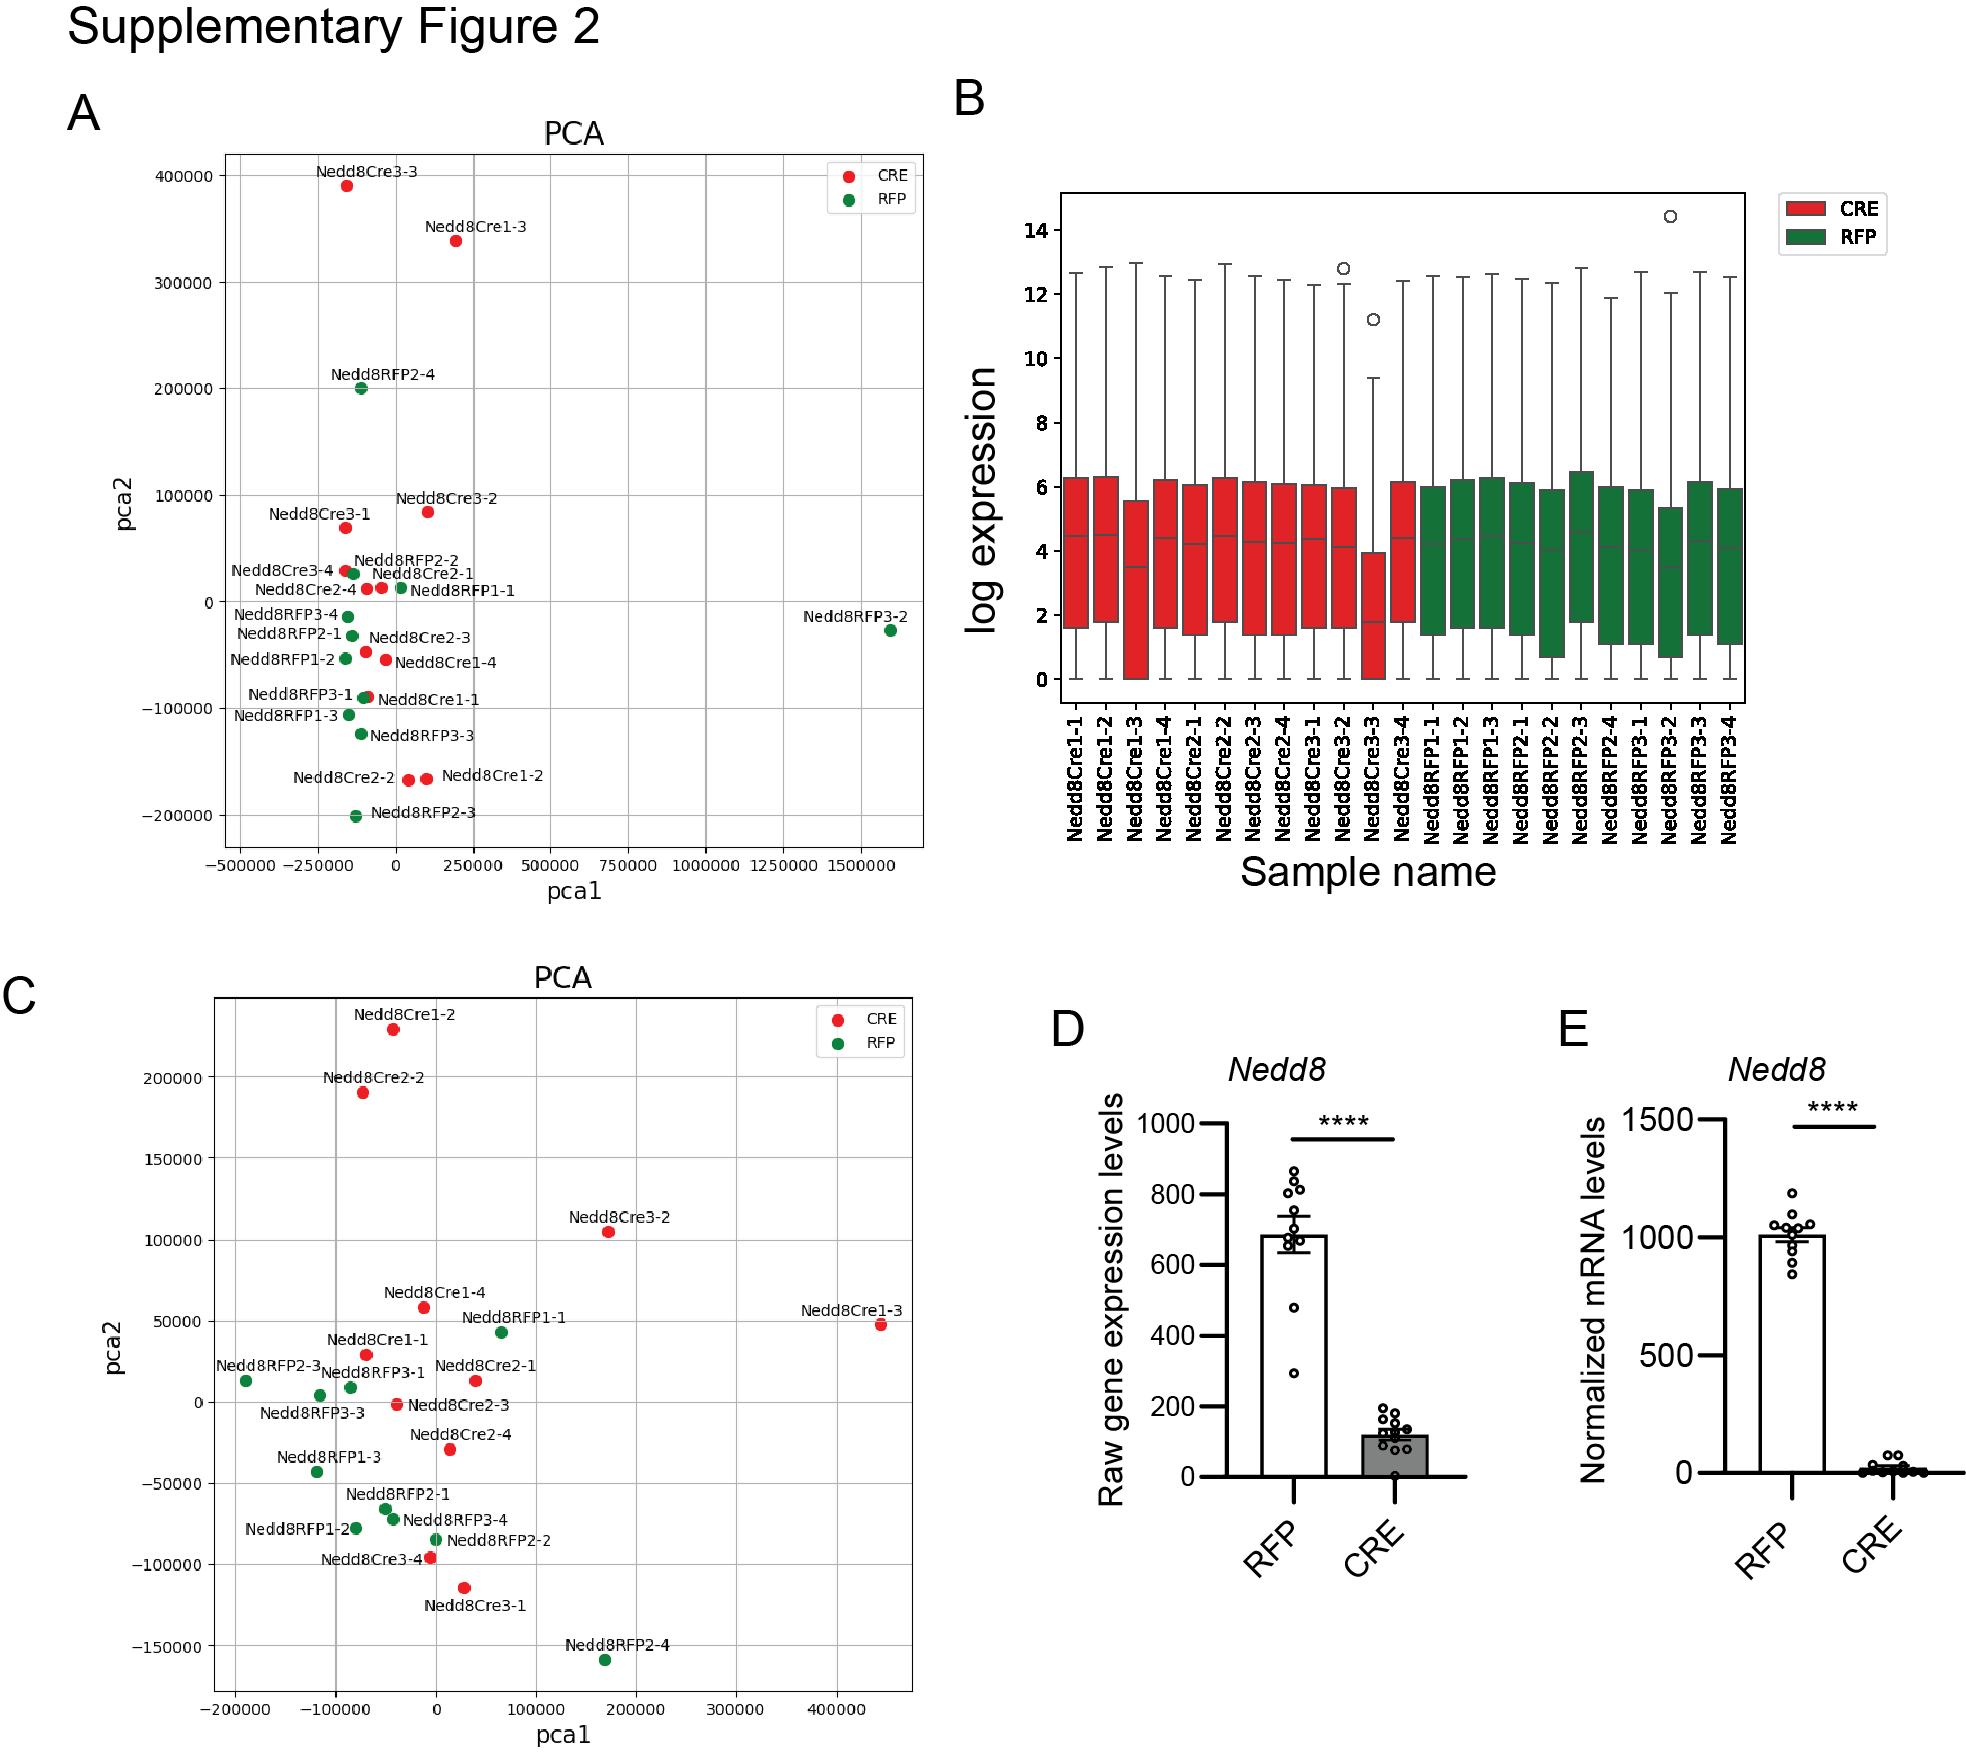

Supplementary Figure 2: Quality check for the RNA-seq. PCA (A and C) and total gene counts (B). Raw *Nedd8* gene expression (D) and normalized mRNA levels (E). Bars represent mean ±SEM. Data were compared using a Mann-Whitney test. **p<0.01, ***p<0.001 (RFP=11, CRE=11).

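In raw counts, without scaling for depth, *Nedd8* was at 119.1 ± 53.0 (SD, n = 12) in CRE and 686 ± 169 (SD, n = 11) in RFP libraries over all 23 libraries, a change of -82.6% (permutation test, two-sided, p = 1e-05, the smallest that 100000 resamples can give, adjusted p = 5e-05 over 10 genes). The legend gives 11 CRE libraries, while Supplementary Data 5 lists 12 CRE values of *Nedd8*, all equal to the counts used here. In the 21 libraries of Supplementary Data 7 the raw count was 129.6 ± 40.3 (SD, n = 11) in CRE and 725 ± 115 (SD, n = 10) in RFP libraries.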

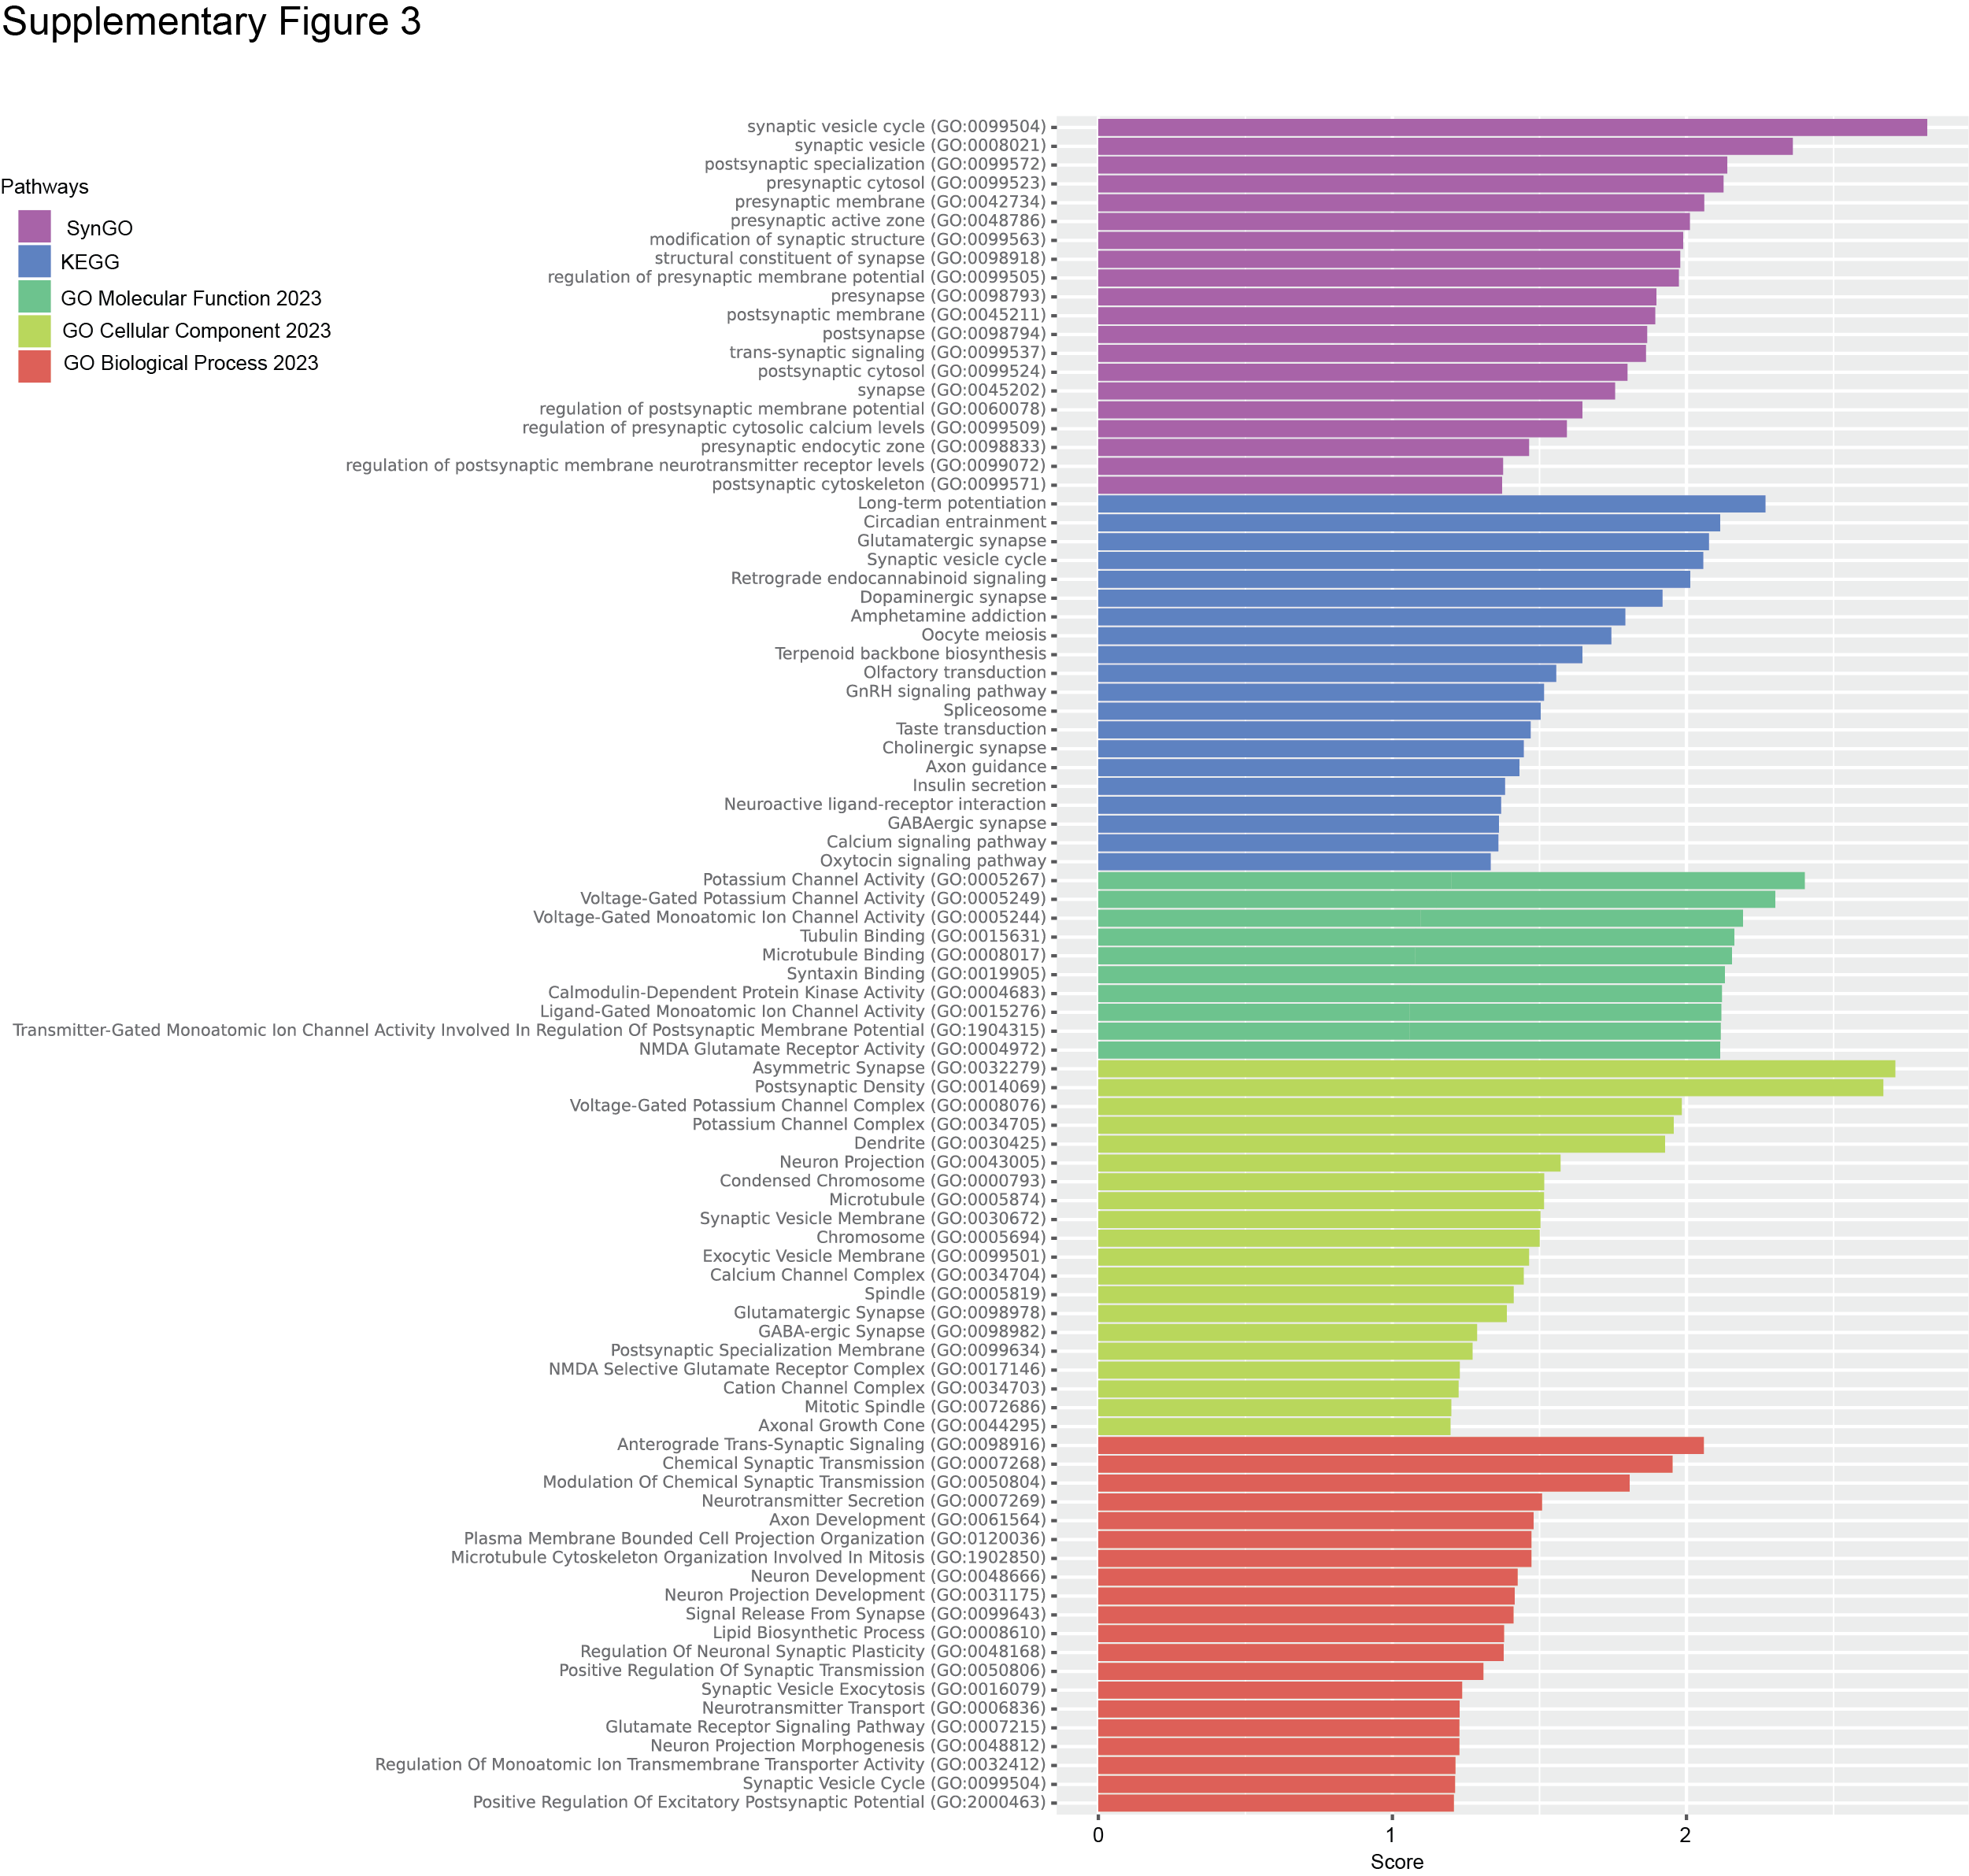

## Supplementary Figure 3: Gene ontology of down-regulated genes upon Nedd8 depletion.

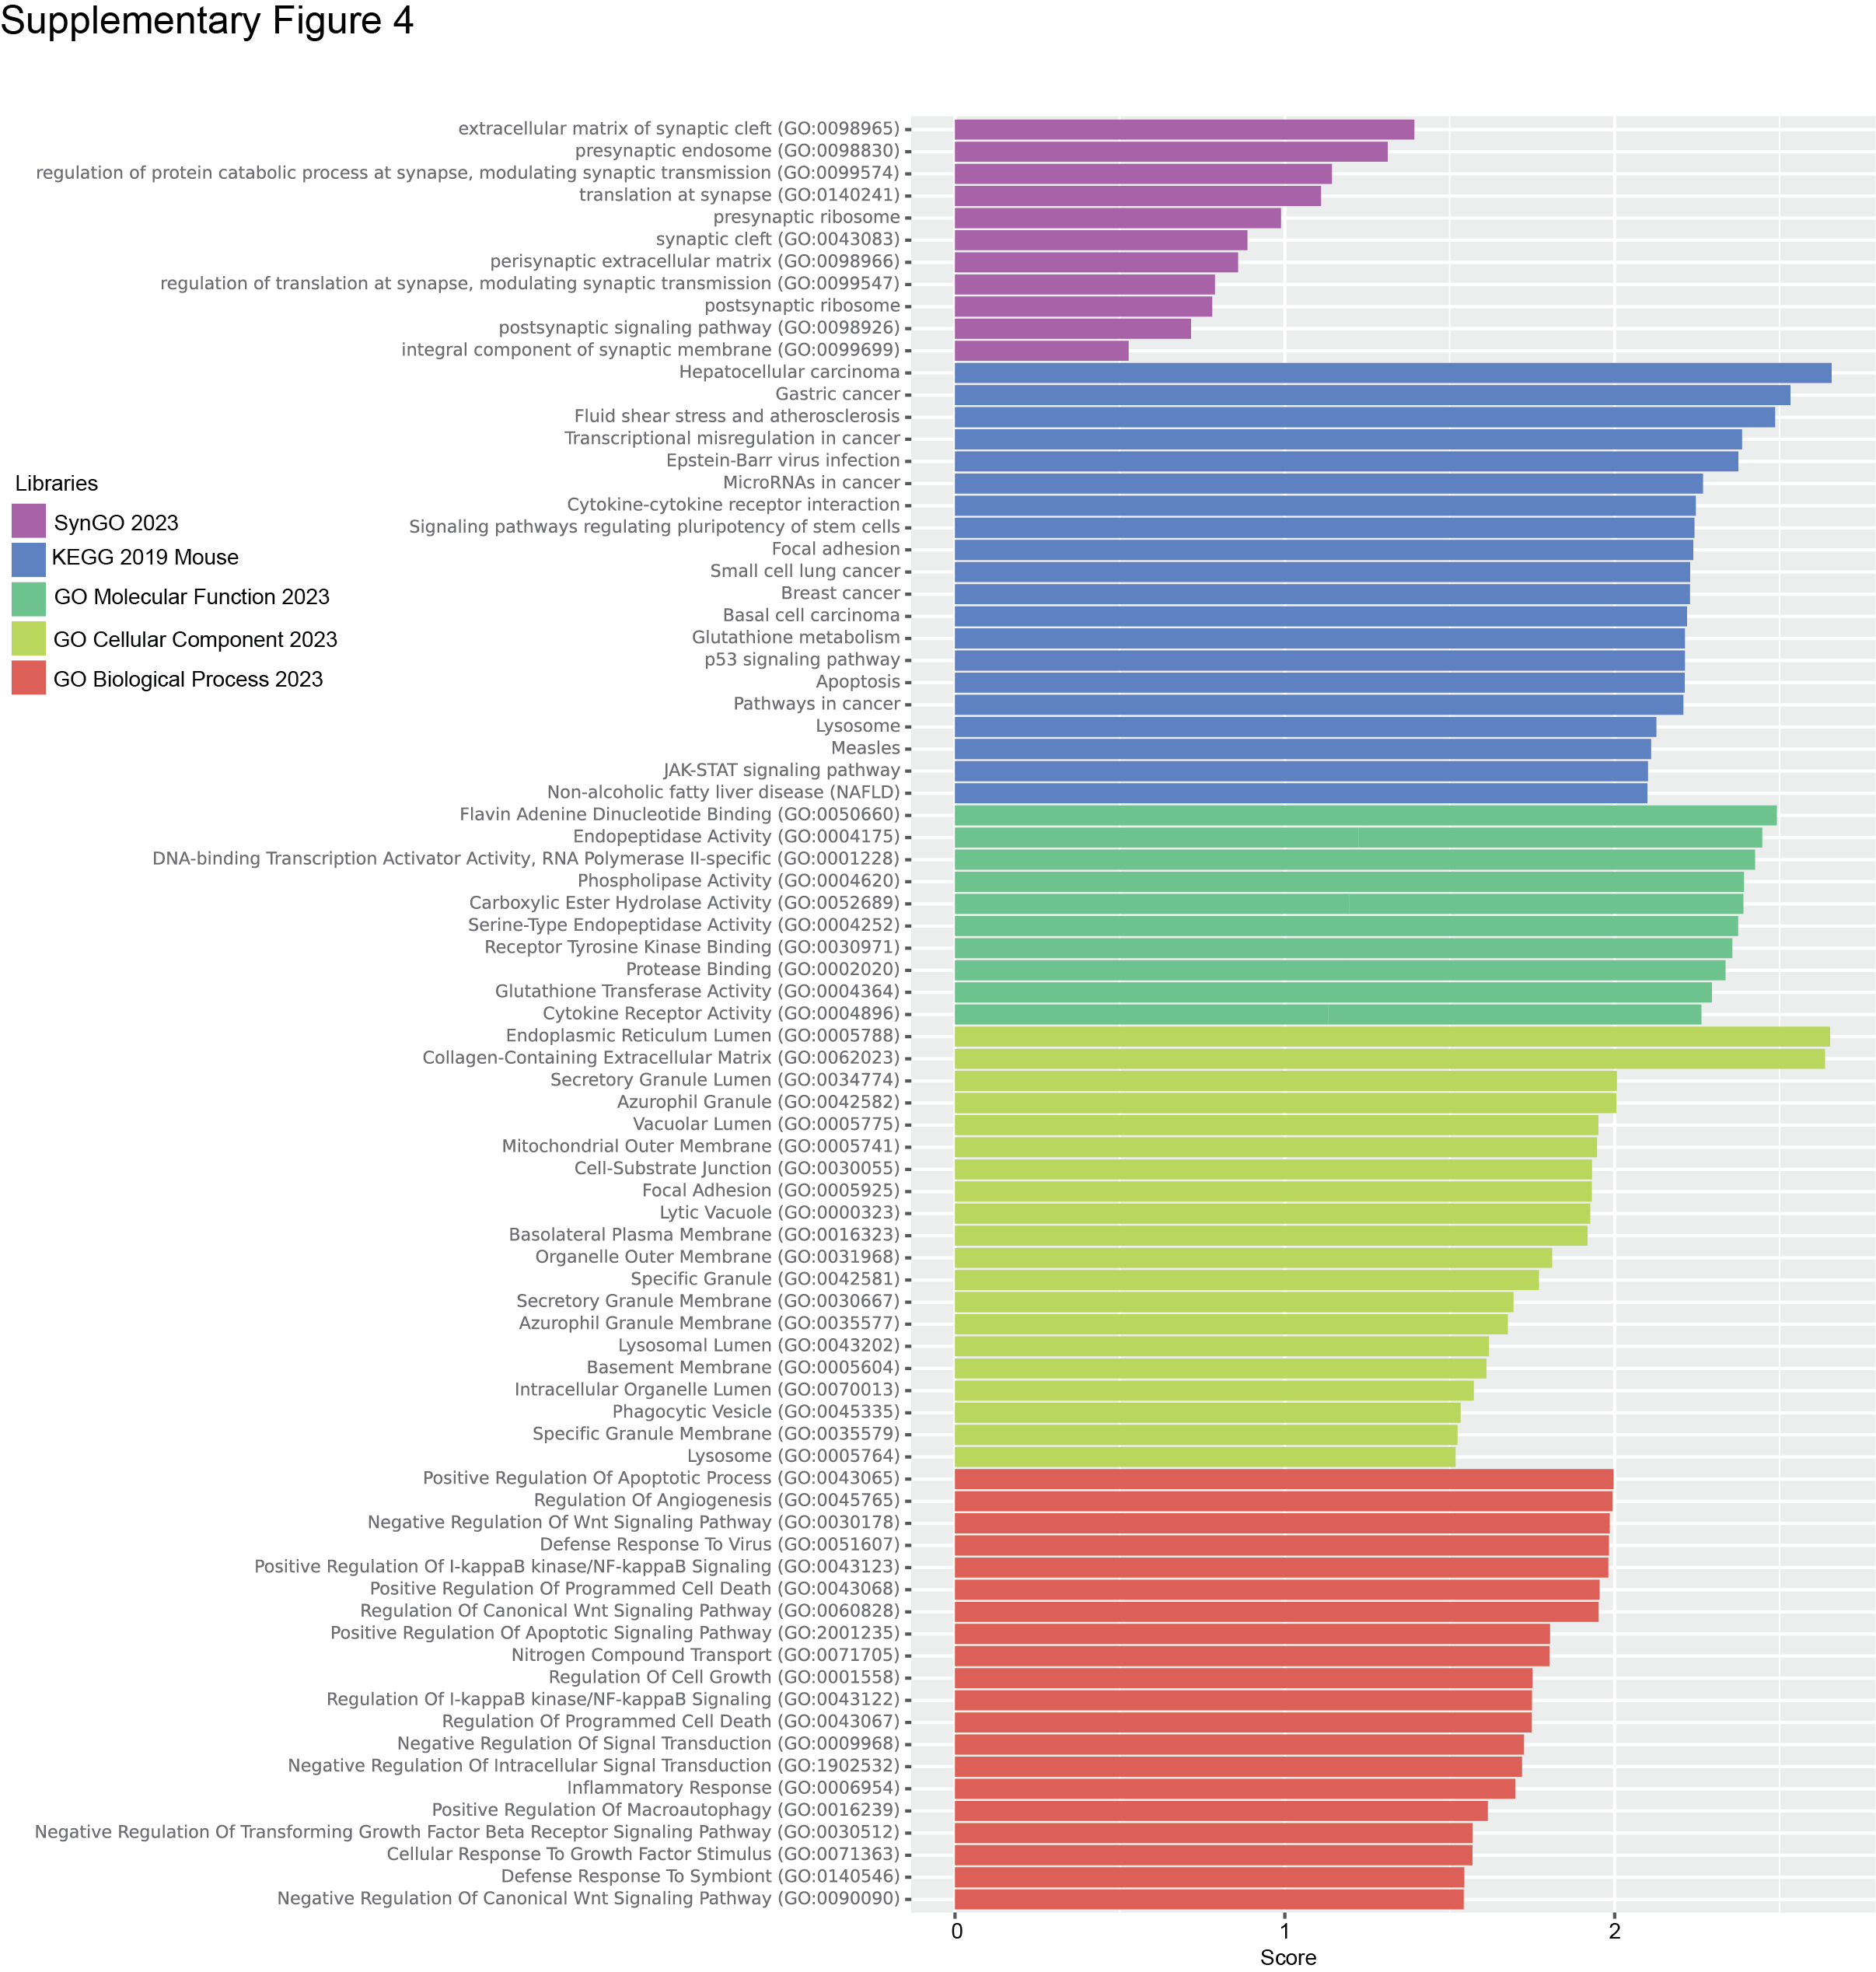

## Supplementary Figure 4: Gene ontology for up-regulated genes upon Nedd8 depletion.

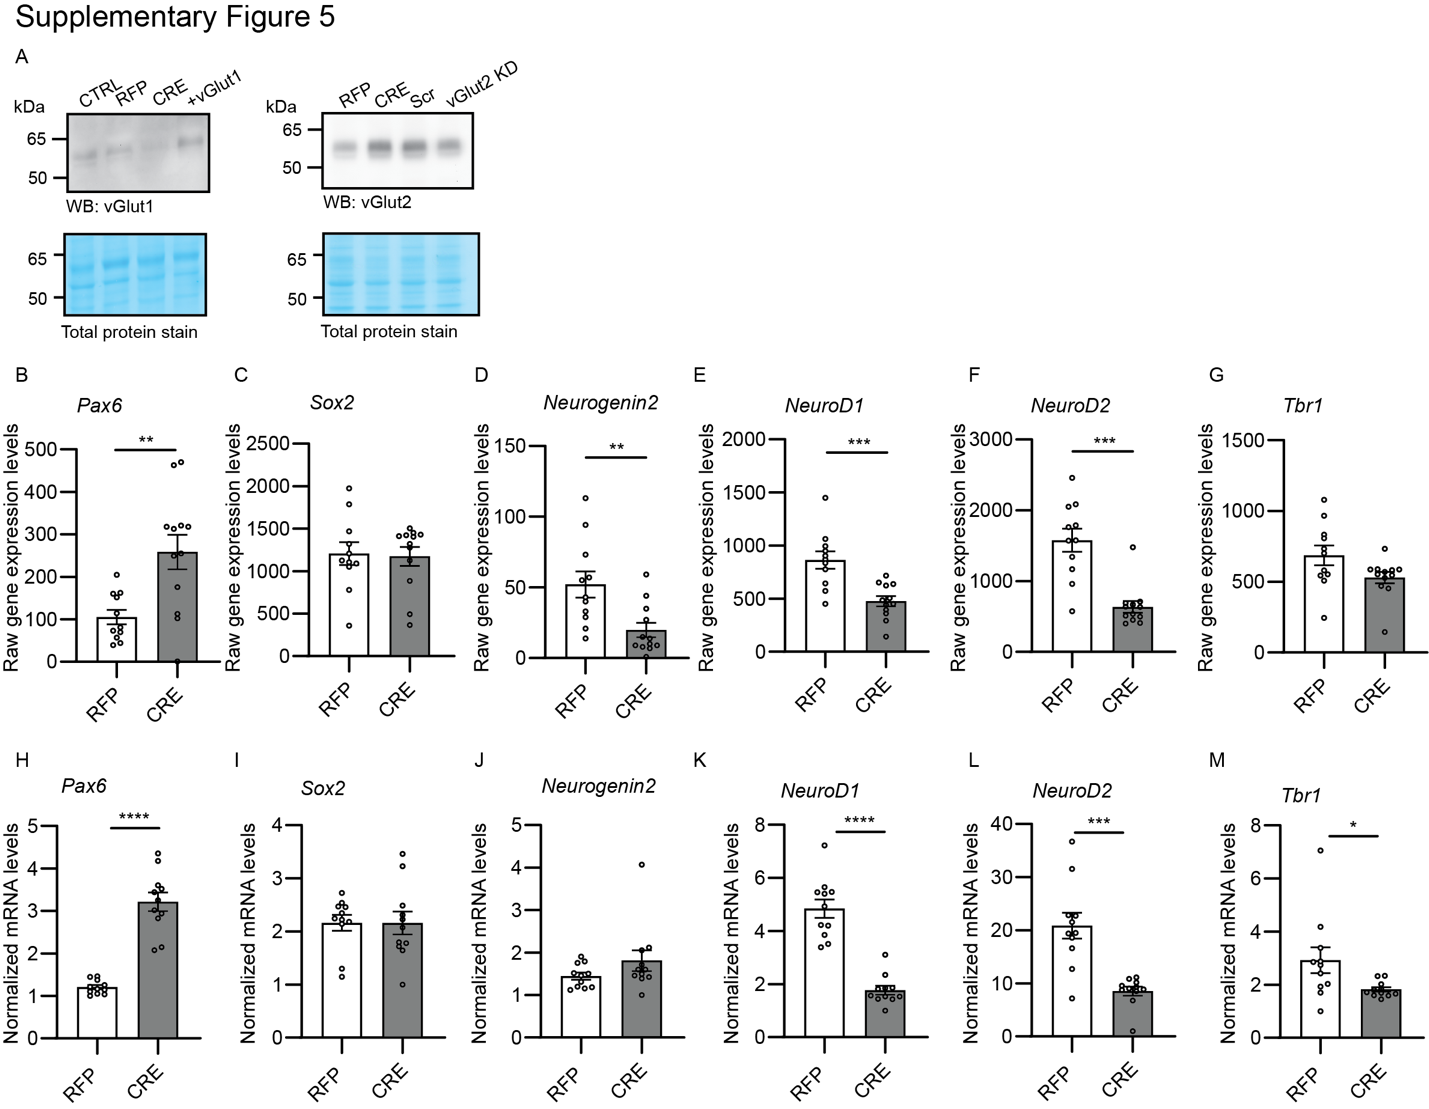

## Supplementary Figure 5: Re-expression of vGlut1 or knock-down of vGlut2 fail to rescue endophilin1 expression levels.

A. Total protein stain (bottom panels), anti-vGlut1 (left) and anti-vGlut2 (right) Western blot analysis of Nedd8cKO primary hippocampal neurons lysates infected with viruses as described above. Molecular weight is indicated on the left side (kDa).

B-G. Bar graphs showing the raw gene expression of genes as indicated on top (N=3, n_RFP_=11, n_CRE_=11).

H-M. Bar graph showing the normalized mRNA levels of each gene as indicated on top, as measured via qPCR (N=3, n_RFP_=11, n_CRE_=11).

Bars represent mean ±SEM. Data were compared using an unpaired T-test or a Mann-Whitney comparison test, where *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

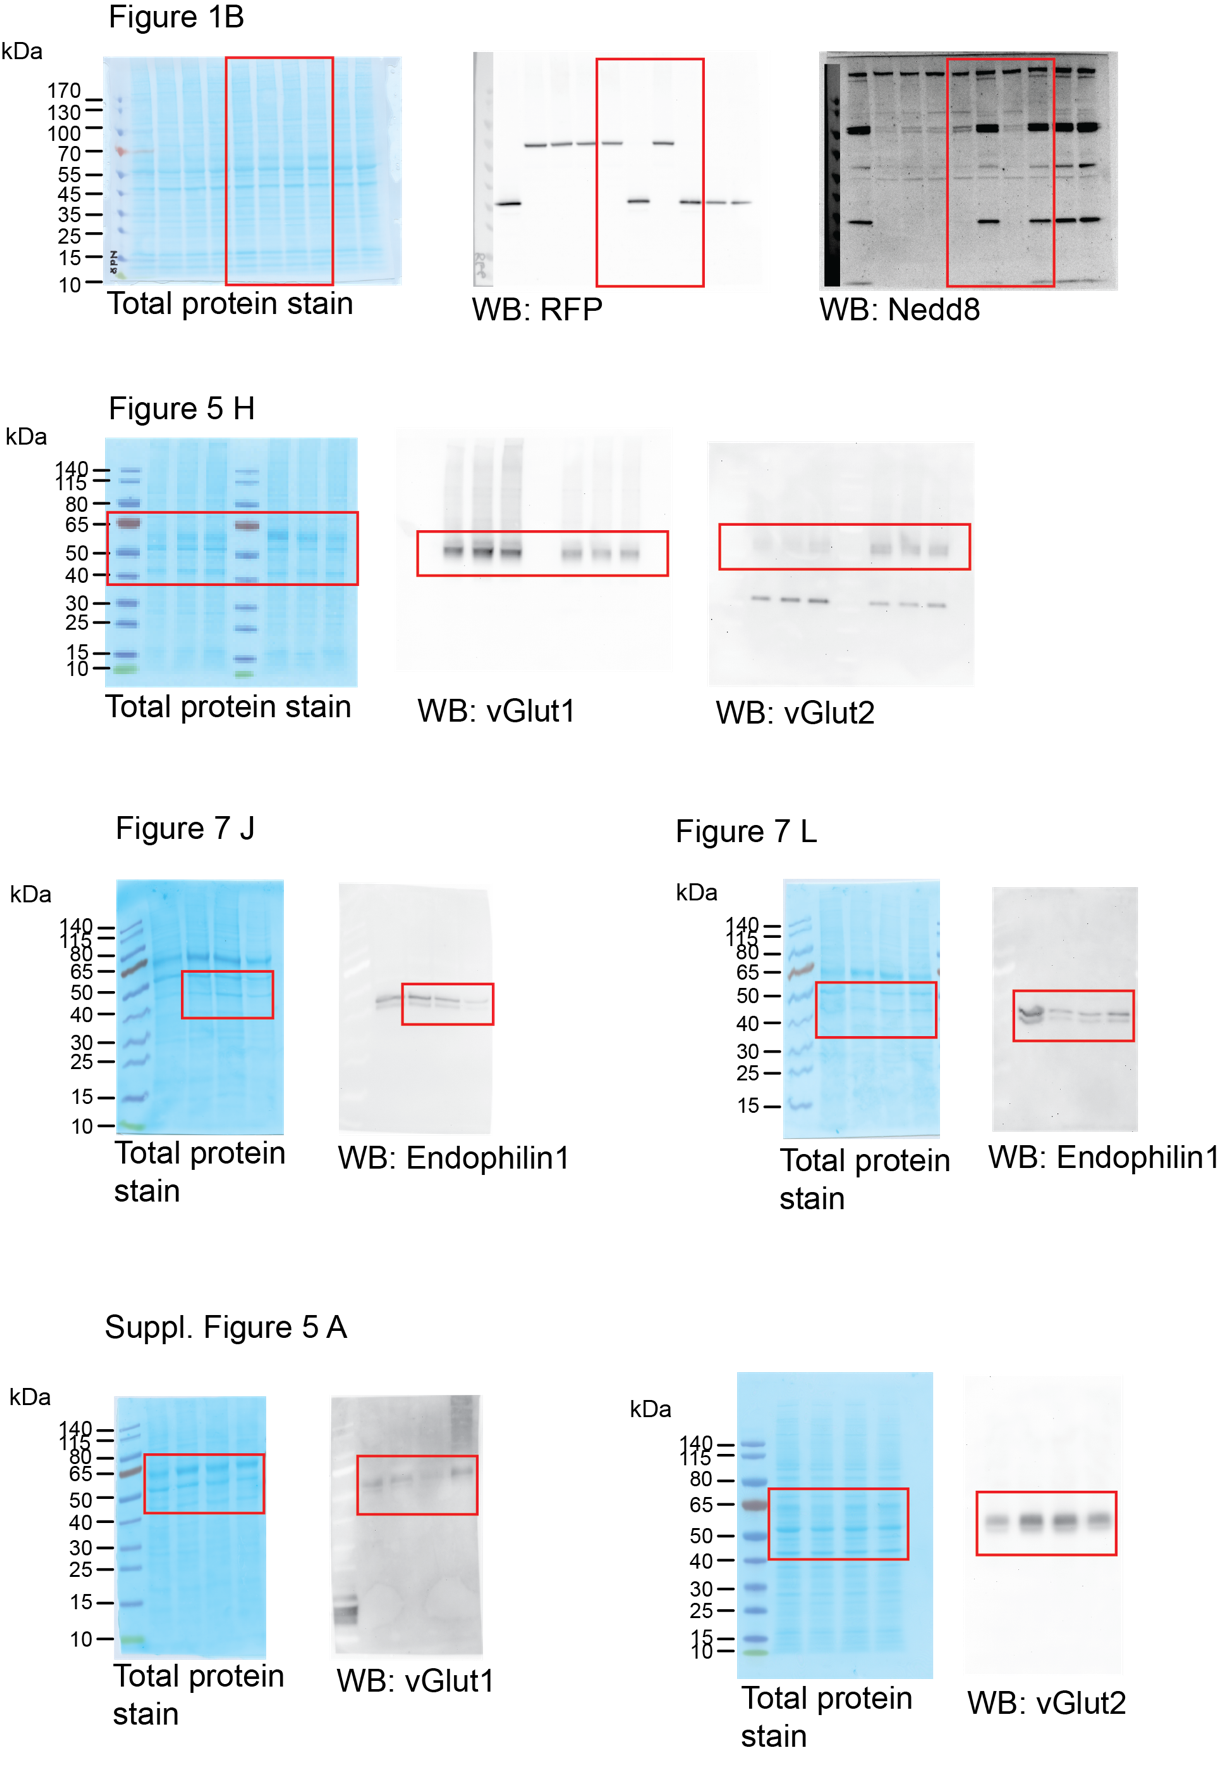
Supplementary Figure 6: original, uncropped blots for the figures as indicated on top of each panel.

# Supplementary material for: Neddylation regulates the development and function of glutamatergic neurons
**Source:** Commun Biol. 2025 Sep 9;8:1338. doi: 10.1038/s42003-025-08680-x
**Supplement:** Supplementary file 2 — Description of additional supplementary file

## Description of Additional Supplementary File

## Supplementary Data 1: Key Resources Table: list of reagents, antibodies and oligonucleotides.

## Supplementary Data 2: List of differentially expressed genes (DE), list of differentially expressed genes after filtering (DE_filtered), list of differentially expressed genes found in the SynGO database (DE_filtered_syngo).

Supplementary Data 3: Numerical data for the confocal and STED experiments

Supplementary Data 4: Numerical data for the electrophysiological recordings

Supplementary Data 5: Numerical data for the RNA-seq, Western blot and qPCR analysis

Supplementary Data 6: Numerical data for Supplementary Figure 1

Supplementary Data 7: Numerical data for Supplementary Figure 2, 3 and 4

##

# Supplementary material for: Neddylation regulates the development and function of glutamatergic neurons
**Source:** Commun Biol. 2025 Sep 9;8:1338. doi: 10.1038/s42003-025-08680-x
**Supplement:** Supplementary file 3 — Supplementary data 1

Neddylation regulates the development and function of glutamatergic neurons

Josefa Torres^1^, Zehra Vural^1^, Maksims Fiosins^2^, Valentin Schwarze^1^, Inés Hojas-García-Plaza^1^, Fritz Benseler^1^, Stefan Bonn^2^, Silvio O. Rizzoli^3^, Benjamin H. Cooper^1^, JeongSeop Rhee^1^, Nils Brose^1^, Marilyn Tirard^1^

Key resources table

All oligonucleotides were locally produced at the DNA core facility of the department of the Max Planck Institute for Multidisciplinary Sciences.

# Supplementary material for: Neddylation regulates the development and function of glutamatergic neurons
**Source:** Commun Biol. 2025 Sep 9;8:1338. doi: 10.1038/s42003-025-08680-x
**Supplement:** Supplementary file 10 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ ☐ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection n/a

Data analysis n/a

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA-seq data are accessible under the GSE269898 and are publicly available as of the date of publication.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

n/a

Reporting on race, ethnicity, or other socially relevant groupings

n/a

Population characteristics

n/a

Recruitment

n/a

Ethics oversight

n/a

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences

☐ Behavioural & social sciences

☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

sample size calculation was not performed

Data exclusions

no data points were excluded

Replication

we have multiple biological replicates that ensure for reproducibility

Randomization

n/a

Blinding

technical limitations and the nature of the analysis prevented blinding

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

### Antibodies

Antibodies used

MAP2 Novus Biologicals NB300 213

## Antibodies used

RFP Synaptic Systems 390 004  
 Synapsin-1 Synaptic Systems 135 302  
 PSD95 NeuroMab 75028  
 vGlut2 Synaptic Systems 135304  
 Nedd8 Cell Signaling 2745S  
 vGlut1 Synaptic Systems 135 302  
 vGlut2 Synaptic Systems 135 304  
 Endophilin1 Synaptic Systems 159 002  
 VAMP1/2/3 Synaptic Systems 104 011  
 VAMP2 Synaptic Systems 104 211  
 Synaptotagmin1 Synaptic Systems 105 011  
 Syntaxin1 Sigma S0664  
 Munc13-1 Synaptic Systems 126 103  
 Munc13-2 Synaptic Systems 126 205  
 Complexin1/2 Synaptic Systems 122 004  
 SNAP25 Synaptic Systems 111 002  
 Shank2 Synaptic Systems 162 204  
 anti-Chicken 403 Abcam AB175 674  
 anti-Guinea pig 555 ThermoFisher A-21435  
 anti-Rabbit 488 ThermoFisher A-21206  
 anti-Mouse 633 ThermoFisher A-21052  
 anti-Guinea pig 488 ThermoFisher A-11073  
 anti-Mouse-HRP Jackson ImmunoResearch 115-035-146  
 anti-Guinea pig-HRP Jackson ImmunoResearch 106-035-003  
 anti-Rabbit-HRP Jackson ImmunoResearch 111-035-144  
 vGlut1-AZD568 Nanotag N1602  
 PSD95-STAR635 Nanotag N3702  
 Synaptotagmin1-ATTO488 Nanotag N2302

## Validation

done by western blot and immunostaining analysis

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Cell line source(s)

HEK293FT cell, Thermofischer

## Authentication

not authenticated

## Mycoplasma contamination

not tested in the current study

Commonly misidentified lines  
(See [ICLAC](#) register)

n/a

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

Nedd8cKO homozygous in C57BL/6N

## Wild animals

n/a

## Reporting on sex

sex of the P0 animals was not taken into account in the current study

## Field-collected samples

n/a

## Ethics oversight

Mouse maintenance and breeding were performed with permission of the Niedersächsisches Landesamt für Verbraucherschutz und Lebensmittelsicherheit (LAVES).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

---

Seed stocks

n/a

Novel plant genotypes

n/a

Authentication

n/a

How the deposited data were processed for this re-analysis (not part of the article)

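RNA of primary hippocampal neurons from Nedd8cKO mice infected with lentivirus encoding RFP or CRE with RFP was measured in 23 libraries, 12 CRE and 11 RFP. The authors prepared the libraries with Illumina Stranded mRNA Prep, sequenced them on a NovaSeq6000, aligned the reads with the RNA-Seq alignment tool 2.7.8 to GRCm39 and Ensembl release 110 with 2 mismatches allowed within 50 bases, and counted them per gene with featureCounts. The authors deposited these counts for each library without normalization, as whole numbers. The paper's text does not name the version of featureCounts, its strand setting or its handling of reads that map to several places. Counts of genes with overlapping or similar sequence are therefore uncertain. The paper's differential expression came from PyDESeq2 0.4.4, with DESeq2 1.40.2 also named.

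The count tables list 56941 genes by Ensembl identifier, 33025 of them with a count in any library. The GENCODE M39 annotation of GRCm39 named 56323 of them, which held 99.95% of all counts. The annotation is of the build that the paper names and of a later release. Condition and library number were taken from the sample labels and the paper. The number before the hyphen in a library name was read as the culture, because legends give an N of 3, which Methods defines as animals or biological replicates, and neither the labels nor the paper say so in words.

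The groups were compared over the 21 libraries of the count table of Supplementary Data 7, 11 CRE and 10 RFP, with Nedd8RFP2-4 and Nedd8Cre1-3 among them. Methods names another pair of removed libraries, and the reporting summary states that no data points were excluded, so the edgeR comparison and the camera tests were repeated over all 23 libraries. Tests with fry or an estimated correlation, the other splits of the libraries and the score of glutamatergic against GABA markers used the 21 libraries alone. Totals over all 23 libraries ran from 1546796 to 13345552 in CRE (median 10962814) and from 7635735 to 17112815 in RFP libraries (median 10943847). No gene named in the text and no tested gene of a list had a group in which every library was at or under 3 counts.

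R 4.3.3 with edgeR 4.0.16 was used for the main comparison, with filterByExpr, TMM factors, estimateDisp, a robust glmQLFit and glmQLFTest, and Benjamini-Hochberg adjustment over all genes tested. A gene was counted past the thresholds at an absolute log2 fold change above 1.3 and a -log10 adjusted p above 6. The standard error of a log2 fold change was its absolute value divided by the square root of edgeR's F statistic. Intervals of percent changes took this standard error with a normal quantile, an approximation that can be too narrow. CPM values were computed once with TMM factors over the 14382 genes that passed the filter in all 23 libraries. Raw counts of 10 genes were compared with two-sided permutation tests of 100000 resamples. Gene lists were tested with camera at a preset correlation of 0.01 and with fry, both in limma 3.58.1, and DESeq2 1.42.0 was an alternative. Other values came from Python with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures from matplotlib 3.10.9.

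A rule for the genes named in the text, 16 gene lists and 22 alternatives were set before the data were examined. The rule takes the genes that the paper names for these libraries, those labelled in Fig. 5A, the 3 higher and 3 lower genes with the smallest p past the thresholds that changed the same way in every culture, and up to 5 genes past the thresholds in each list. *Keap1*, *Cul3*, *Nfe2l2* and *Rn18s-rs5* fall outside the rule and were chosen after the values were seen. A gene that the rule takes is not reported here. The lists were written with the paper's differential expression and enrichment tables at hand. Since those tables come from the same libraries, tests of the lists are not independent evidence. They cover the synaptic vesicle cycle, the postsynaptic density, the extracellular matrix, targets of NRF2, p53 and HIF1, the neddylation pathway, cell division, cytosolic ribosomal proteins, and markers of neurons, GABA neurons, glutamatergic maturation, astrocytes, the oligodendrocyte lineage, microglia, and endothelial and mesenchymal cells. The 66 SynGO genes are those of Supplementary Data 2, because the SynGO database was not used here.

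A further 5 alternatives were chosen after seeing the data. The first 22 cover the libraries, the tool, the scaling, the filter on low counts, culture and library number as a block, sums per culture, cultures left out in turn, the use of the unadjusted p, and the gene list test. The added ones are DESeq2 on all genes with a count, on the libraries left by Methods and on all 23 libraries, and edgeR with each library's trend with GC content removed, on the 21 and on all 23 libraries.

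The comparison was tested on simulated data, with counts drawn for the real genes and 200 genes changed by known fold changes. Each count was drawn on its own, without correlation between genes, an effect of culture or a GC trend. The simulation therefore tests neither the preset correlation of camera nor the treatment of libraries of a culture as independent. At an adjusted p under 0.05, edgeR called 169 of 199 changed genes tested and 8 unchanged genes, DESeq2 called 177 and 23, and limma-voom 163 and 7. Past both thresholds were 64 simulated genes with edgeR, 92 with DESeq2 and 60 with limma-voom. A simulated list of 40 genes changed by 0.5 on the log2 scale had a p of 5.4e-25 with camera and 1.9e-11 with fry, and an unchanged list 0.48 and 0.15. Electrophysiology, imaging, Western blots and qPCR were not analysed here.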

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

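Apart from the camera and fry tests of the gene lists, the tests named in this part were chosen after the results were seen. What would count as an effect of 1 culture was redefined, alike for every list, after the outcomes of a first definition were known.

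In 46 sets of 4 to 10 libraries, each for 1 measure of library quality, 12 held a library far from the others by Dixon's criterion, against 2.3 expected by chance. The measures of 1 library are not independent of each other. Among the CRE libraries of culture 1, Nedd8Cre1-3 stood apart with 7430401 counts (the others had 12340855 to 13345552), 17520 genes with a count (20185 to 20701), 0.261% of counts on mitochondrial genes (8.26 to 9.25%) and a Spearman correlation with GC content of 0.78 (-0.312 to -0.203). Among the CRE libraries of culture 3, Nedd8Cre3-3 had 1.83% of counts on mitochondrial genes (7.00 to 7.65% in the others). Nedd8RFP2-4 had 3.44%, against 7.88 to 8.56% in the other RFP libraries of culture 2 and 7.62 to 11.1% in the other 9 RFP libraries of Supplementary Data 7, and its correlation with GC content was 0.612 (-0.183 to 0.042 in those 9).

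The rise with GC content in Nedd8Cre1-3, Nedd8Cre3-3 and Nedd8RFP2-4 was tested against 3 explanations. A low total count as the cause in all 3 is argued against by Nedd8RFP2-4, whose 10603466 counts lie within the range of the other libraries. Nedd8Cre3-3 (1546796 counts) and Nedd8Cre1-3 (7430401) had the lowest totals of the 23 libraries, so a part of a low count stays open for them. Nedd8RFP3-2, with 7635735 counts, had a correlation of -0.156. Gene length is argued against by the correlation within 5 classes of exon length, which was at its lowest 0.695 in Nedd8Cre1-3, 0.514 in Nedd8Cre3-3 and 0.435 in Nedd8RFP2-4. Loss of *Nedd8* is argued against by Nedd8RFP2-4, an RFP library with a correlation of 0.612. Levels in Nedd8Cre1-3 and Nedd8Cre3-3 had a Spearman correlation of 0.897 across genes, against 0.734 to 0.817 between Nedd8Cre1-3 and the 20 libraries without the trend. RNA quality and library preparation stay open and were not tested, since the labels give neither.

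The number of genes past the thresholds rose from 201 to 303 with the libraries left by Methods and to 291 without Nedd8Cre1-3, Nedd8Cre3-3 and Nedd8RFP3-2. A candidate explanation is that the GC trend of Nedd8Cre1-3 widens the spread between CRE libraries. With each library's GC trend removed, the same 21 libraries gave 282 genes, near the number without Nedd8Cre1-3, and the count could have stayed near 201. The correction also changed the trend of the other libraries, and other properties of Nedd8Cre1-3 stay open. No biological explanation was tested.

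Among the RFP libraries of culture 3, Nedd8RFP3-2 had 35.5% of its counts on its 10 most abundant genes (10.5 to 12.9% in the others) and 24.2% on the ribosomal RNA gene *Rn18s-rs5* (1.21 to 1.74%). *Rn18s-rs5* took 2.62% in Nedd8RFP1-1, against 0.856 to 1.74% in the other 9 RFP libraries of Supplementary Data 7. Nedd8Cre3-2 had 11.2% on its 10 most abundant genes, against 8.40 to 8.78% in the other CRE libraries of culture 3. How these shares arose was not tested.

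Targets of the transcription factor NRF2 drew attention because the paper's text does not discuss them and they rose beyond the spread between libraries. The 30 genes of the list had a median log2 fold change of 1.852, and 29 were higher in CRE libraries (camera, adjusted p = 1.82e-43, 6.78e-10 with fry and 0.00185 with an estimated correlation). Over all 23 libraries the median was 1.82. Of the list, 26 genes had an adjusted p under 0.05 over all genes tested and 26 adjusted over the list alone, 20 are in the paper's filtered table and 29 were at 1 CPM or more in RFP libraries. The paper's tables, at hand when the list was written, rest on these libraries, so the p-values are not independent evidence. Log2 fold changes were 2.89 for *Srxn1*, 2.53 for *Txnrd1*, 4.62 for *Blvrb*, 2.51 for *Gclm* and 6.93 for *Gsta3* (edgeR's adjusted p from 1.54e-12 to 3.67e-10). *Gclm* shares sequence with *Ppia* and *Gm6061*, and *Gsta3*, at 0 to 8 counts per RFP library, overlaps *Gm28836* on the opposite strand.

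Scaling is argued against by a median of 1.922 with total counts only, and the GC trend by a median of 1.755 after its removal. An effect of 1 culture is argued against by medians of 2.00, 1.70 and 1.255 in cultures 1, 2 and 3. More astrocytes as the whole cause are argued against by the astrocyte markers, whose highest log2 fold change, 1.020, lay more than 2 standard errors below the median of the NRF2 targets. This test replaced one on the median of the astrocyte markers, whose members went both ways. A lower *Keap1* transcript is argued against only in part. Its log2 fold change was -0.030 in the 21 libraries (edgeR's adjusted p = 0.919), with Nedd8Cre1-3 at 143 CPM. It was -0.173 with the libraries left by Methods (adjusted p = 0.179 from the same test) and 0.190 over all 23 libraries. Across the alternatives it lay between -0.224 and 0.190, with a smallest adjusted p of 0.0787, so a small fall stays open. A further limit is that an estimated 56.9% of the sequence of *Keap1* also occurs in other transcripts. The recombinase itself cannot be told apart from the loss of *Nedd8*, since 0 CRE libraries had *Nedd8* in the range of the RFP libraries. *Cul3* had a log2 fold change of -0.04 and *Nfe2l2*, which encodes NRF2, of 0.91 (edgeR's adjusted p = 0.000539). A hypothesis is that NRF2 protein may persist where a cullin 3 ligase lacks NEDD8. Protein was not measured in these libraries, so this stays untested.

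Cell division markers, also absent from the paper's text, fell in CRE libraries. The 24 genes had a median log2 fold change of -1.297, and 0 were higher (camera, adjusted p = 8.79e-10, 1.35e-05 with fry and 0.0935 with an estimated correlation, which is above 0.05). With all 23 libraries the median was -1.14, and 20 genes had an adjusted p under 0.05 over all genes tested and 22 adjusted over the list alone in the 21 libraries. Scaling is argued against by a median of -1.196 with total counts only, the GC trend by -1.321 after its removal, and 1 culture by medians of -1.58, -1.28 and -0.690 in cultures 1, 2 and 3. Fewer glial cells cannot be told apart from fewer dividing cells of another kind. Astrocyte markers had a median of -0.298, which decides nothing since 7 of 20 were higher, and markers of the oligodendrocyte lineage fell, so a loss of part of the glia stays open. Of the cell division markers, 24 were at 1 CPM or more in RFP libraries, 0 are in another list and 0 in the paper's filtered table. Less division after the loss of *Nedd8* stays a hypothesis, and so does a loss of dividing cells. Methods place CRE under the promoter of Synapsin1, which the paper uses as a presynaptic marker. Whether dividing cells themselves lost *Nedd8* was not measured, so an indirect effect stays open too.

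Markers of the oligodendrocyte lineage drew attention for the same reason. The 11 genes tested had a median log2 fold change of -0.995, and 1 was higher (camera, adjusted p = 6.13e-05, 4.48e-05 with fry and 0.129 with an estimated correlation, above 0.05). In all 23 libraries the median was -0.96, and 8 genes had an adjusted p under 0.05 over all genes tested and 9 adjusted over the list alone in the 21 libraries. Where all 12 genes of the list were tested, the median was -1.60 without a filter on low counts, -1.57 with summed cultures and -2.14 without culture 3. Within cultures the medians were -1.11 in culture 1, -1.60 in culture 2 and -0.482 in culture 3, and whether the cultures differ could not be decided from 11 genes. At 1 CPM or more in RFP libraries were 11 of them, 0 are in another list and 1 in the paper's filtered table. RNA of fewer cells of this lineage and a change within them were not separated. Whether cells of this lineage lost *Nedd8* themselves was not measured either.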

How the results depend on the processing

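The GC-corrected fits and the 3 fits of DESeq2 on other genes or libraries were chosen after seeing the data. Of 898 values of 43 named genes under the alternatives, 874 kept their direction and their side of an adjusted p of 0.05, 4 became weaker, 15 stronger and 5 reversed. Every value was the same in this sense for 38 genes, all but *Sox2*, *Neurog2*, *Neurod1*, *Neurod2* and *Tbr1*. Of 304 values of 16 gene lists, 280 were the same, 10 weaker, 3 stronger and 11 reversed.

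The number of genes past the paper thresholds, 201 with edgeR on the 21 libraries, was 303 with the libraries left by Methods, 549 with DESeq2, 406 with limma-voom and 361 with the unadjusted p. With the settings chosen after seeing the data it was 580 for DESeq2 on all genes with a count, 569 for DESeq2 on the libraries left by Methods and 507 for DESeq2 on all 23 libraries. The SynGO genes past the thresholds, 29 with edgeR, were 66 with DESeq2, 48 with limma-voom, 66 with DESeq2 on all genes with a count, 61 with DESeq2 on the libraries left by Methods and 56 with DESeq2 on all 23 libraries. Of the edgeR genes, 201 were also past the thresholds with DESeq2. The cause was not tested.

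Summing the libraries of each culture and condition leaves 3 samples against 3 and gave 5 genes past the thresholds, of which 100.0% were higher and 0 were SynGO genes, while 6303 genes had an unadjusted p under 0.05. On simulated data this fit called 167 of 200 changed genes at an adjusted p under 0.05 and placed 0 past both thresholds. Across the 3 fits that each left out one culture, from 0 to 96 genes were past the thresholds, from 2114 to 3730 had an adjusted p under 0.05, and from 0 to 13 SynGO genes were past the thresholds. The lowest values were without culture 2, where 4171 genes had an unadjusted p under 0.05. These fits hold fewer libraries.

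Without a filter on low counts, 32701 genes were tested and 6920 had an adjusted p under 0.05, 4367 higher and 2553 lower, against 2374 and 1996 with the filter. The share of higher genes past the thresholds, 78.6%, was 86.2% with total counts only and 71.8% with at least 10 counts in every library, which removes low genes from the test. With total counts only, 2949 genes were higher and 1533 lower at an adjusted p under 0.05. The median log2 fold change of all genes was then 0.107, and 0.144 without a filter.

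The library numbers were tested as a replicate block. With culture and library number as pairs, 20 genes were past the thresholds, 95.0% of them higher, and 2 were SynGO genes. With culture as the block the count was 198. The numbers did not pair the libraries. Deviations from the group means of same-numbered CRE and RFP libraries had correlations across genes from -0.106 to 0.138 in 9 pairs, with 1 above 0.1, and 0.033, -0.06 and 0.187 for cultures 1, 2 and 3. In 3 of 11 same-numbered pairs, *Xist* and transcripts of the Y chromosome differed between the 2 libraries.

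The log2 fold change of Sox2, 0.042 in the 21 libraries, was -0.065 without the 3 libraries that Methods or Supplementary Data 7 leaves out, -0.028 with limma-voom, -0.021 with summed cultures and -0.005 with DESeq2 on the libraries left by Methods. Leaving out one culture gave values from -0.002 to 0.109. In none of these settings was its adjusted p under 0.05. The raw count of Sox2, -2.7% over all 23 libraries, changed by 19.5% in CPM and by 2.1% with the libraries left by Methods. The raw count of Neurog2 changed by -49.2% in CPM (permutation test, adjusted p = 0.051), and the raw count of Tbr1 by -22.9% in the 21 libraries (permutation test, adjusted p = 0.0142), by -8.5% in CPM (0.454) and by -18.3% with the libraries left by Methods (0.137). The cause was not tested.

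*Neurod1* and *Neurod2* lost their call in 2 settings each. For the log2 fold change of Neurod1 the adjusted p was 0.0635 with the GC trend removed and 0.381 with it removed in all 23 libraries, and for the log2 fold change of Neurod2 it was 0.0532 in all 23 libraries and 0.0517 without culture 2. The cause was not tested.

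The median of the HIF1 targets, 0.01 in the 21 libraries, was -0.0539 with at least 10 counts in every library, -0.0441 with pairs as a block, -0.0323 with summed cultures and -0.0105 with the GC trend removed. That of the neddylation pathway, -0.03, was 0.038 with the libraries left by Methods, 0.0492 with 20 libraries, 0.0555 with total counts only, 0.0189 with limma-voom and 0.033 with the GC trend removed. Leaving out one culture gave from -0.1097 to 0.0468. No list changed direction apart from these 2, whose medians lie near 0.

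*Neurog2*, with 14 to 113 counts per RFP library, had a standard error of its log2 fold change of 0.48, and *Neurod1* of 0.17. What widened it was not tested. Nedd8Cre3-3, with 1546796 counts, held 3 counts of *Nedd8*.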

Differences from the paper's values

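Settings chosen after seeing the values are named as such. The paper gives 566 genes past the thresholds, 436 up-regulated and 130 down-regulated, with 66 SynGO genes among them. With edgeR the 21 libraries gave 201 genes, 158 higher and 43 lower, with 29 SynGO genes. Of the alternatives set before the data were examined, DESeq2 gave 549 genes, 420 higher and 129 lower, with 66 SynGO genes, and limma-voom gave 406 genes, 301 higher and 105 lower, with 48 SynGO genes. Under both, all 4 counts were within 1.5 times the paper's. No other alternative set before the data were examined came within that range for any of the 4 counts. The paper's Methods name PyDESeq2. DESeq2 on all genes with a count (580 genes, 447 higher and 133 lower, with 66 SynGO genes), on the libraries left by Methods (569 genes, 425 higher and 144 lower, with 61 SynGO genes) and on all 23 libraries (507 genes, 402 higher and 105 lower, with 56 SynGO genes) also came within it, and these 3 settings were chosen after seeing the values. The GC-corrected fits, 282 genes for the 21 and 264 for all 23 libraries, also chosen after seeing the values, did not.

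Of the paper's 566 genes, 541 were tested with edgeR in the 21 libraries. Of these, 541 had the paper's direction, 540 had an adjusted p under 0.05, and 199 were past both thresholds. With DESeq2, 541 were past both thresholds, and with DESeq2 on all genes with a count, chosen after seeing the values, 558.

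The paper gives an up-regulation of vGlut2 by 50%. The percent change of Slc17a6 mRNA was 173.8% here, and between 162.9 and 205.2% under the alternatives. None of the alternatives set before the data were examined closed the gap, and none of those chosen after seeing the values did. The paper's sentence does not say whether its value is for transcript or protein.

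The paper names *Sox2* among transcriptional regulators with a strong alteration in expression. Its log2 fold change was 0.04 here (edgeR's adjusted p = 0.883), and no alternative gave an adjusted p under 0.05, with a range from 0.362 to 0.998. The paper also names *Neurog2* and *Tbr1* as altered. Their adjusted p-values from edgeR's test were 0.0876 and 0.0884. For the log2 fold change of Neurog2 the adjusted p was 0.0135 with the libraries left by Methods, 0.028 with 20 libraries, 0.000205 with limma-voom, 0.0496 with library pairs in the model and 0.0338 without culture 3, all set before the data were examined. It was 0.00336 with DESeq2 on the libraries left by Methods, 0.0319 with the GC trend removed and 0.0218 with it removed in all 23 libraries, which were chosen after seeing the values. For the log2 fold change of Tbr1 it was 0.0174 with the libraries left by Methods, 0.00541 with 20 libraries, 0.0331 with limma-voom, 0.0471 with summed cultures and 0.0158 without culture 1, all set before the data were examined. It was 0.0103 with DESeq2 on the libraries left by Methods and 0.00807 with the GC trend removed, which were chosen after seeing the values. Over the alternatives the adjusted p ran from 0.000205 to 0.503 for *Neurog2* and from 0.00541 to 0.554 for *Tbr1*. The paper also rests the changes of *Sox2*, *Neurog2* and *Tbr1* on RT-qPCR, which was not analysed here.

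*Slc17a6* and *Pax6* are in the paper's filtered table but were not past both thresholds here, with adjusted p-values of 0.000104 and 2.8e-05 from edgeR's test. DESeq2 on the 21 libraries, set before the data were examined, placed both past them (adjusted p = 1.32e-07 and 5.18e-09). With edgeR on the libraries left by Methods *Pax6* passed (adjusted p = 8.32e-07) and *Slc17a6* did not (adjusted p = 2.13e-06).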

Other observations

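The tests named in this part were chosen after the results were seen, except for the camera and fry tests of the gene lists.

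Other splits of the libraries were compared with the split into CRE and RFP. Among 100 splits of the 21 libraries into groups of 11 and 10, the real one included, 1 gave as many genes past the thresholds, and 1 gave as many with an adjusted p under 0.05. In both cases this was the real split.

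The *Nedd8* level in CRE libraries was 18.4% of that in RFP libraries. Exons 2 and 3 are removed by the recombinase, and 85.7% of the transcript lies outside them. Transcripts without these exons at an unchanged level are argued against, since they would leave about that percentage. The counts left may come from cells without recombination, from shortened transcripts at a lower level, or from reads of *Gmpr2* on the opposite strand. These cannot be told apart in counts per gene. Methods place CRE under the Synapsin1 promoter, so cells that do not use this promoter would keep *Nedd8*.

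A lower share of neurons could lower the markers of glutamatergic maturation. It would lower markers of GABA neurons alike. The mean log2 level of the glutamatergic markers minus that of the GABA markers was 0.216 ± 0.344 (SD, n = 11) in CRE and 1.56 ± 0.609 (SD, n = 10) in RFP libraries. The difference was -1.346 (permutation test, two-sided, p = 7e-05), and 8 of 11 CRE libraries lay below every RFP library. This argues against a lower share of neurons as the whole cause. A loss of glutamatergic neurons and a change within them were not separated. Both marker lists were written with the paper's tables at hand, so the p of the score is not independent evidence.

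The remaining gene lists were compared in the 21 libraries with camera. Markers of glutamatergic maturation (14 tested) had a median of -1.22 (adjusted p = 5.76e-13, 6.78e-10 with fry and 0.00224 with an estimated correlation). Neuron markers (18 tested) had a median of -0.32 (adjusted p = 0.000787, 2.46e-06 with fry and 0.0525 with an estimated correlation). GABA neuron markers (16 tested) had a median of 0.27 (adjusted p = 0.534, 0.3 with fry and 0.774 with an estimated correlation). Targets of p53 (30 tested) had a median of 0.63 (adjusted p = 7.74e-06, 6.8e-10 with fry and 0.00277 with an estimated correlation). Targets of HIF1 (23 tested) had a median of 0.01 (adjusted p = 0.219, 0.0695 with fry and 0.613 with an estimated correlation). Genes of the neddylation pathway (27 tested) had a median of -0.03 (adjusted p = 0.219, 0.0695 with fry and 0.613 with an estimated correlation). Counts of genes with an adjusted p under 0.05 over all genes tested and adjusted over the list alone were 12 and 12 for glutamatergic maturation, 10 and 10 for neurons, 9 and 9 for GABA neurons, 17 and 18 for p53, 9 and 9 for HIF1 and 6 and 6 for neddylation. *Cdkn1a*, a p53 target that overlaps *Dino* on the genome, had a log2 fold change of 1.52 (edgeR's adjusted p = 8.02e-09). The medians over all 23 libraries were -1.03 for glutamatergic maturation, -0.38 for neurons, 0.23 for GABA neurons, 0.62 for p53, 0.19 for HIF1 and -0.06 for neddylation. Of the glutamatergic maturation markers, 6 are in the paper's filtered table and 3 are in another list.

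Astrocyte markers (20 tested) had a median of -0.30 (adjusted p = 0.0224, 0.0542 with fry and 0.585 with an estimated correlation), and over all 23 libraries their median was -0.23 (adjusted p = 0.0733). Microglia markers (4 tested) had a median of 1.14 (adjusted p = 0.219, 0.00237 with fry and 0.354 with an estimated correlation). Endothelial and mesenchymal markers (10 tested) had a median of 0.46 (adjusted p = 0.603, 0.502 with fry and 0.819 with an estimated correlation). The counts over all genes tested and adjusted over the list alone were 11 and 12 for astrocytes, 2 and 2 for microglia and 2 and 2 for endothelial and mesenchymal cells. Of the 14 microglia markers 4 passed the expression filter, so that little can be read from their median.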
